# Multi-omics analysis identifies mitochondrial pathways associated with anxiety-related behavior

**DOI:** 10.1371/journal.pgen.1008358

**Published:** 2019-09-26

**Authors:** Zuzanna Misiewicz, Stella Iurato, Natalia Kulesskaya, Laura Salminen, Luis Rodrigues, Giuseppina Maccarrone, Jade Martins, Darina Czamara, Mikaela A. Laine, Ewa Sokolowska, Kalevi Trontti, Christiane Rewerts, Bozidar Novak, Naama Volk, Dong Ik Park, Eija Jokitalo, Lars Paulin, Petri Auvinen, Vootele Voikar, Alon Chen, Angelika Erhardt, Christoph W. Turck, Iiris Hovatta

## Abstract

Stressful life events are major environmental risk factors for anxiety disorders, although not all individuals exposed to stress develop clinical anxiety. The molecular mechanisms underlying the influence of environmental effects on anxiety are largely unknown. To identify biological pathways mediating stress-related anxiety and resilience to it, we used the chronic social defeat stress (CSDS) paradigm in male mice of two inbred strains, C57BL/6NCrl (B6) and DBA/2NCrl (D2), that differ in their susceptibility to stress. Using a multi-omics approach, we identified differential mRNA, miRNA and protein expression changes in the bed nucleus of the stria terminalis (BNST) and blood cells after chronic stress. Integrative gene set enrichment analysis revealed enrichment of mitochondrial-related genes in the BNST and blood of stressed mice. To translate these results to human anxiety, we investigated blood gene expression changes associated with exposure-induced panic attacks. Remarkably, we found reduced expression of mitochondrial-related genes in D2 stress-susceptible mice and in exposure-induced panic attacks in humans, but increased expression of these genes in B6 stress-susceptible mice. Moreover, stress-susceptible vs. stress-resilient B6 mice displayed more mitochondrial cross-sections in the post-synaptic compartment after CSDS. Our findings demonstrate mitochondrial-related alterations in gene expression as an evolutionarily conserved response in stress-related behaviors and validate the use of cross-species approaches in investigating the biological mechanisms underlying anxiety disorders.

## Author summary

Genetic and environmental factors contribute to the etiology of psychiatric diseases but the underlying mechanisms are poorly understood. Chronic psychosocial stress is a well-known risk factor for anxiety disorders. To identify biological pathways involved in psychosocial stress-induced anxiety and resilience to it, we used a well-characterized mouse model of chronic social defeat stress (CSDS) in two inbred mouse strains, C57BL/6NCrl (B6) and DBA/2NCrl (D2), which differ in their susceptibility to stress. We focused on the bed nucleus of the stria terminalis, a key brain region behind stress-response and anxiety, and carried out genome-wide analysis of mRNA, and miRNA expression, and protein abundance. Bioinformatic integration of these data supported differences in mitochondrial pathways as a major stress response. To translate these findings to human anxiety, we investigated blood cell gene expression in mice and in panic disorder patients exposed to fearful situations and experiencing panic attacks. Concurring with our brain findings, expression of mitochondrial pathways was also affected in mouse and human blood cells, suggesting that the observed stress response mechanisms are evolutionarily conserved. Therefore, chronic stress may critically affect cellular energy metabolism, a finding that may offer new targets for therapeutic interventions of stress-related diseases.

## Introduction

Chronic stress is a significant risk factor for human anxiety disorders [1], yet not all individuals exposed to stress develop a clinically relevant anxiety symptomatology. The underlying reasons for these differences are not yet fully understood but involve an interaction of complex genetic and environmental factors that vary among individuals resulting in stress susceptibility or resilience. The chronic social defeat stress (CSDS) model is a well-established mouse paradigm of psychosocial stress, with construct, face, discriminative, and predictive validity for stress-related disorders [2–4]. It involves 10 days of brief daily confrontation of two conspecific male mice, a resident-aggressor and an intruder who reacts with defensive, flight, or submissive behavior [5, 6]. Although all defeated mice experience stressful stimuli, only some develop stress-related symptoms, measured as social avoidance, making it an excellent model to investigate mechanisms associated with susceptibility and resilience. We have previously shown that genetic factors strongly affect the behavioral outcome of the CSDS, since different inbred mouse strains vary in the proportion of susceptible and resilient animals as well as in their stress coping behaviors [4].

Anxiety disorders are common stress-associated psychiatric disorders [7, 8]. They are characterized by an excessive physiological and emotional response in the absence of real threat or imminent danger. Among the most debilitating anxiety disorders is panic disorder, which involves sudden recurrent surges of intense fear and discomfort called panic attacks [9]. However, panic attacks are not exclusive to panic disorder, but also frequent in other anxiety disorders. They are typically associated with severe perceived physical and mental stress, feeling of loss of control and avoidance behavior. Epidemiological studies show a major impact of both cumulative and specific life events or stressors, such as threat or psychosocial interpersonal life events, on the development of all anxiety disorders [10, 11], including panic disorder [12].

The development of much-needed novel targets for therapeutic intervention of anxiety disorders is limited by the ignorance of the molecular and cellular mechanisms associated with events that initiate and maintain pathological anxiety. The phenotypic heterogeneity of human populations and the high variability of environmental influences [13], along with a limited access to brain tissue samples, make it difficult to identify the biological basis of anxiety disorders. These challenges can, to some extent, be controlled in animal models. Cross-species approaches are therefore expected to reveal specific biological mechanisms underlying anxiety disorders [14]. They can be especially powerful for multi-omics studies allowing hypothesis-free identification of the most significant biological pathways associated with specific exposures, while at the same time probing the effects of different genetic backgrounds on the outcomes. Therefore, the integration of multiple levels of information [15] and the translation of the results from animal models to the human condition are critical for the success of cross-species approaches.

Omics-based approaches require the investigation of etiologically relevant tissue. The CSDS model has been used to study transcriptomic effects of chronic psychosocial stress in brain regions classically associated with anxiety and depression-related behaviors, including the medial prefrontal cortex, hippocampus, amygdala, and nucleus accumbens [4, 16]. In addition, converging lines of anatomical, physiological, and mechanistic evidence suggest that the bed nucleus of the stria terminalis (BNST) functions as the center of integration for limbic information [17], monitoring the genesis of long-term responses to anxiety [18], such as anticipatory anxiety. The BNST is an especially relevant brain region for stress-related anxiety. It has been suggested that it plays a role in valence surveillance by processing salient information on physical and social contexts, collected through its numerous projections throughout the brain [17]. However, only few anxiety studies have generated large-scale genomics data from the BNST [19].

To identify the core differentially expressed molecules and pathways underlying pathological anxiety and resilience to it, we employed a multi-omics approach in mice. We applied the CSDS model to induce anxiety-related phenotypes and to identify molecular markers for susceptibility and resilience in male mice. We used two inbred strains, the largely stress-resilient C57BL/6NCrl (B6) and stress-susceptible DBA/2NCrl (D2), due to strong genetic background effects in the mouse stress response [4, 20]. We investigated gene (RNA-seq), microRNA (miRNA-seq), and protein (LC-MS/MS) expression differences in the BNST between the stress-resilient, stress-susceptible, and control mice. As a translational effort, we also carried out RNA-seq from mouse post-CSDS blood, and longitudinal microarray-based gene expression profiling from blood cells of panic disorder patients who experienced high degrees of stress and anxiety due to exposure to phobic situations. To identify converging anxiety-related gene sets and pathways, we conducted pathway and gene set enrichment analyses of the data sets from mouse BNST samples, and mouse and human blood cells. Altogether, our results indicate anxiety induces a genetically-controlled evolutionarily conserved response in mitochondrial pathways.

## Results

### Genetic background has a strong effect on the behavioral response to CSDS

To study how genetic background affects the behavioral response to chronic psychosocial stress, we subjected B6 and D2 mice to a 10-day CSDS, followed by the social avoidance (SA) test 24 hours later (Fig 1, S1 Table). Since these strains differ in their innate social avoidance levels [4], we evaluated the behavior of the defeated mice in comparison to the same-strain controls. We divided the defeated group of animals and defined stress-susceptible mice as those with social interaction (SI) ratios below one standard deviation from the mean SI ratio of the same-strain controls, as previously described [4]. We classified all other defeated mice with ratios above those values, i.e. resembling controls, as resilient (Fig 1E). The strains showed distinct response to stress since 89% of D2 mice, but only 30% of B6 mice, presented social avoidance behavior, being susceptible to chronic psychosocial stress (Pearson’s chi-square, χ^2^ = 60.38, *P* = 7.76E^-14^) (Fig 1F).

**Fig 1:**
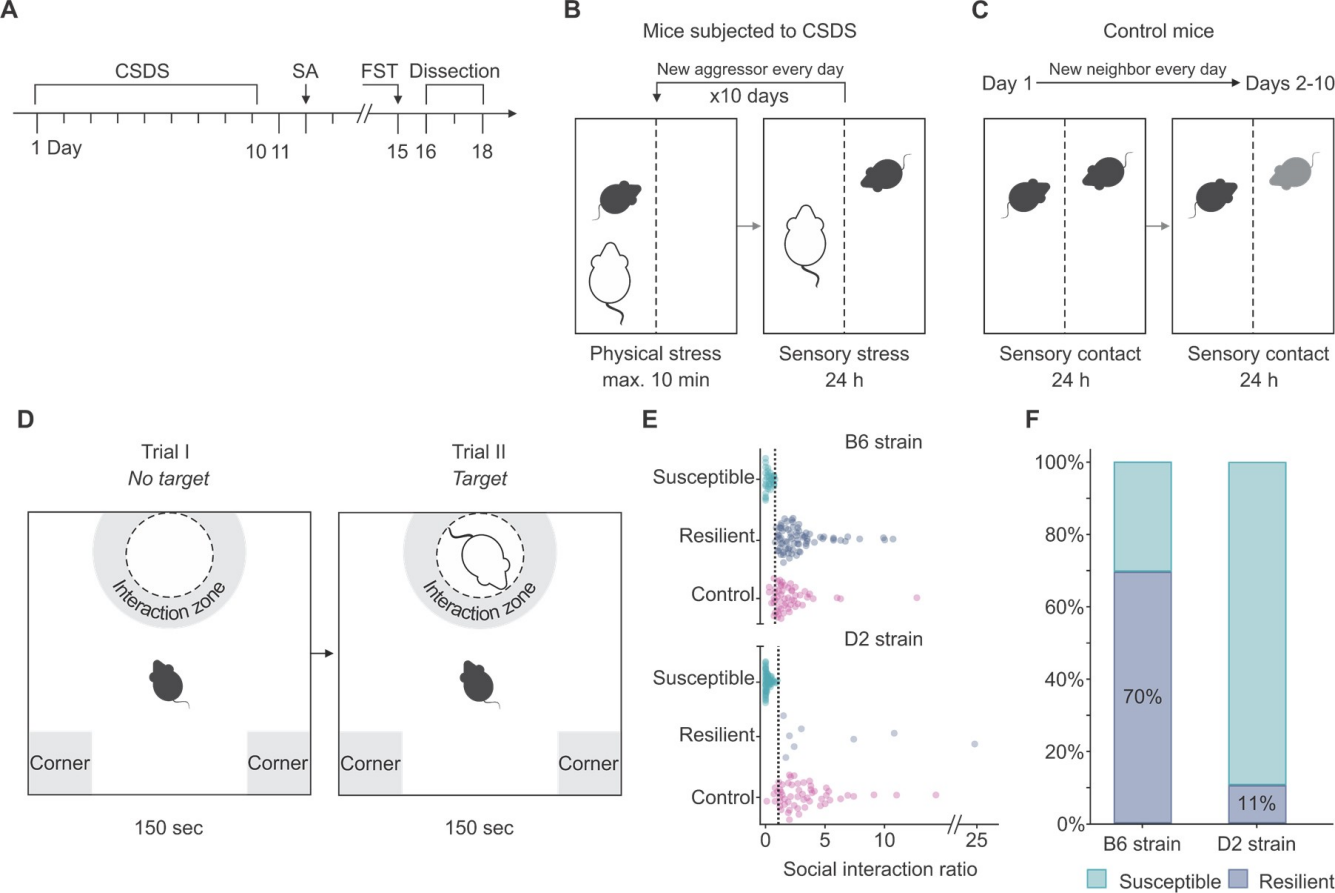
Genetic background has a strong effect on the behavioral response to chronic social defeat stress (CSDS). (A) Timeline of behavioral experiments including CSDS, social avoidance (SA) test, forced swim test (FST), and tissue collection. (B) Schematic illustration of 10-day CSDS. The protocol involved a daily confrontation of max. 10 min of two conspecific mice, the experimental mouse in the defeated group (black) and the aggressor mouse (white), followed by sensory contact through a clear perforated plexiglass divider for the remaining of the 24 hours. As indicated by the black arrow, the defeated mice met a new aggressor every day during the 10 days of CSDS. (C) Schematic illustration of the control condition. Two control mice were placed in a single cage separated by a clear perforated plexiglass divider. As indicated by the black arrow, every 24 hours the control mouse was placed into a cage with a new unfamiliar neighbor mouse. Unlike the defeated mice, the control mice were never in physical contact with their neighbors. (D) Schematic illustration of trial I and II of the SA test. (E) SA test results showing social interaction ratios. *n* = B6: Susceptible = 34, Resilient = 78, Control = 56; D2: Susceptible = 62, Resilient = 8, Control = 56. Outliers criterion: IQR > 3. (F) Percentage of mice resilient and susceptible to stress. *n* = B6: Susceptible = 34, Resilient = 78 D2: Susceptible = 62, Resilient = 8. B6: C57BL/6NCrl; D2: DBA/2NCrl; FST: Forced swim test; IQR: interquartile range; SA: social avoidance test.

CSDS also significantly affected locomotor behavior of mice. Both B6 and D2 susceptible mice moved significantly less than same-strain controls (*P* = 0.003 and *P* = 0.002, respectively) during the no-target trial, i.e., the trial without the social target mouse (Fig 1D), of the SA test. D2 resilient mice moved significantly more than D2 susceptible mice (*P* = 0.003), while no such difference was observed in the B6 strain (*P* = 0.443) (S1 Table).

To assess if chronic psychosocial stress affects the duration to cease escape-oriented behavior in the face of an acute stressor, we performed the forced swim test (FST) five days after the end of CSDS. The latency to immobility during the FST, used as a measure of active stress coping [21, 22], was highly correlated with the SI ratio in the D2 defeated mice (*r* = 0.920, *P* = 0.009) (S1 Table). In other words, defeated D2 mice with higher resilience to psychosocial stress presented a more active coping strategy than mice with higher social avoidance. We did not observe similar correlations in the D2 control group (*r* = -0.130, *P* = 0.759) or in the B6 control or defeated mice (*r* = -0.079, *P* = 0.691 and *r* = 0.026, *P* = 0.852, respectively) (S1 Table). We also found that CSDS had a significant effect on the body weight of the D2, but not the B6 mice (S1 Fig). Overall, these results suggest that genetic background has a strong effect on stress susceptibility, with the D2 strain being more susceptible to stress-induced social avoidance than the B6 strain. Furthermore, the two strains used different strategies to cope with stress, as demonstrated by their differences in locomotor and escape-oriented behavior after, and body weight development throughout, the CSDS.

### Divergent BNST differential gene expression and protein abundance in B6 and D2 strains following CSDS

To identify stress-associated transcriptomic and proteomic signatures in the B6 and D2 mouse strains, we profiled the BNST, a key brain region regulating anxiety. Profiling was conducted approximately one week following completion of the CSDS, when we sacrificed all mice and dissected BNSTs for analyses (Fig 2A and 2B). We then carried out both gene expression (RNA-seq) and proteomic (liquid chromatography-tandem mass spectrometry) profiling to identify differentially expressed mRNAs (data set A) and proteins (data set B) (Fig 2C). Additionally, in the B6 strain, we performed Argonaute 2 RNA immunoprecipitation-sequencing (AGO2 RIP-seq) of active microRNAs (miRNAs) and their mRNA targets (data sets D and E, respectively). AGO2 is the catalytic component of the RNA-induced silencing complex (RISC). Only mature miRNAs can be incorporated into RISC in the presence of AGO2, and serve as a guide molecule for silencing their target mRNAs [23]. Thus, AGO2 RIP-seq identifies only those miRNAs and their target mRNAs that are bound to the RISC at the time of tissue collection, providing additional specificity compared to the sequencing of all cellular miRNAs and mRNAs. Data sets A and B were collected from the same cohorts of animals, with each cohort being equally divided by the SI ratios between transcriptomic and proteomic experiments. AGO2 RIP-seq (data set D and E) was performed from an additional cohort. In all data sets, we compared the stress-resilient, stress-susceptible, and same-strain control mice. For the resilient and susceptible groups, we selected mice representing the phenotypic extremes, i.e., those with the highest and lowest SI ratios, respectively. Unless stated otherwise, “differentially expressed” (DE) mRNAs, miRNAs and proteins were defined as *P* < 0.05 and |FC| ≥ 1.2. For all individual findings of DE mRNAs, miRNAs and proteins, we report both nominal *P*-values and *P*-values adjusted for multiple testing by the modified Benjamini–Hochberg method (*Padj)* as defined in [24]. The total numbers of genes and proteins DE at *P* < 0.05 and *Padj* < 0.05 levels for each data set are presented in S2 Table.

**Fig 2:**
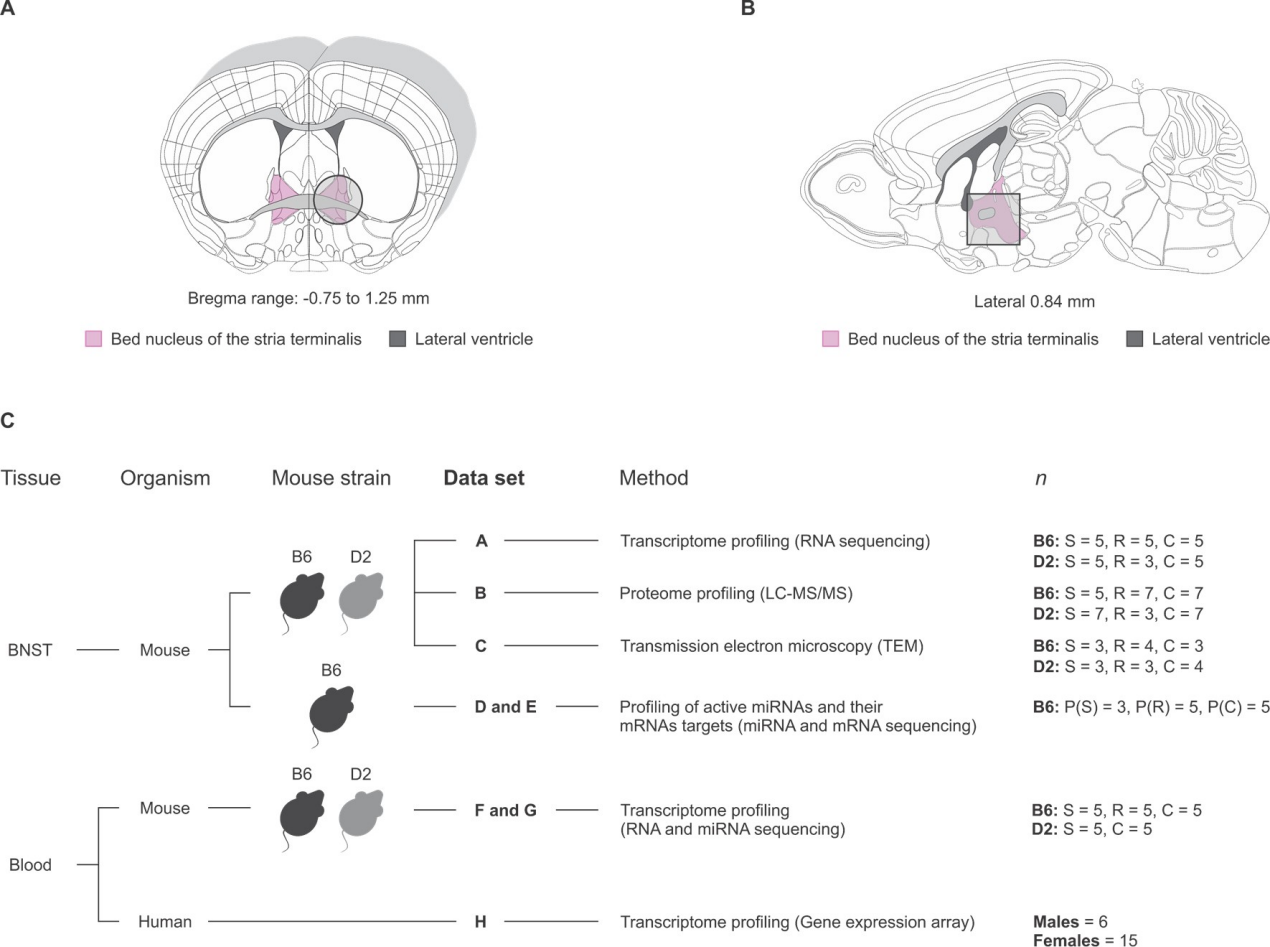
Overview of the BNST tissue collection and analyzed data sets. (A-B) BNST was dissected from both hemispheres by punching the indicated area (shaded area outlined with a circle or a square) for (A) transcriptomic, proteomic, profiling of active miRNA and their target mRNAs, and (B) transmission electron microscopy (TEM) analyses. Figure outlines are based on Allen Mouse Brain Atlas [103, 104]. The bregma for outline shown in figure (A) is 0.38. (C) Schematic of analyzed data sets. B6: C57BL/6NCrl; C: control; D2: DBA/2NCrl; LC-MS/MS: liquid chromatography–tandem mass spectrometry; R: resilient; S: susceptible.

#### Common DE genes show opposite expression patterns in stress-susceptible B6 and D2 mice

We first examined the transcriptional stress response in the BNST of stress-susceptible and resilient B6 and D2 mice. The overall number of unique DE genes in both strains was similar (*n*: B6 = 1638, D2 = 1441; Fig 3A and 3D, S2 Fig), of which only 194 were common between the strains when stress-susceptible mice were compared to the controls. Notably, all of them were DE in opposite directions between B6 and D2 mice (Fig 3A and 3D). Since none of the individual genes were significantly DE after multiple testing correction, we performed Gene set enrichment and Gene Ontology (GO) term enrichment analyses to investigate whether these genes are part of common biological pathways. We found that these nominally DE genes were significantly enriched for mitochondrial and translation-related gene sets (S3 Table) and GO terms (S4 Table) at *P*_*FDR*_ < 0.05. Thus, our results reveal highly divergent gene expression patterns in the two strains after CSDS.

**Fig 3:**
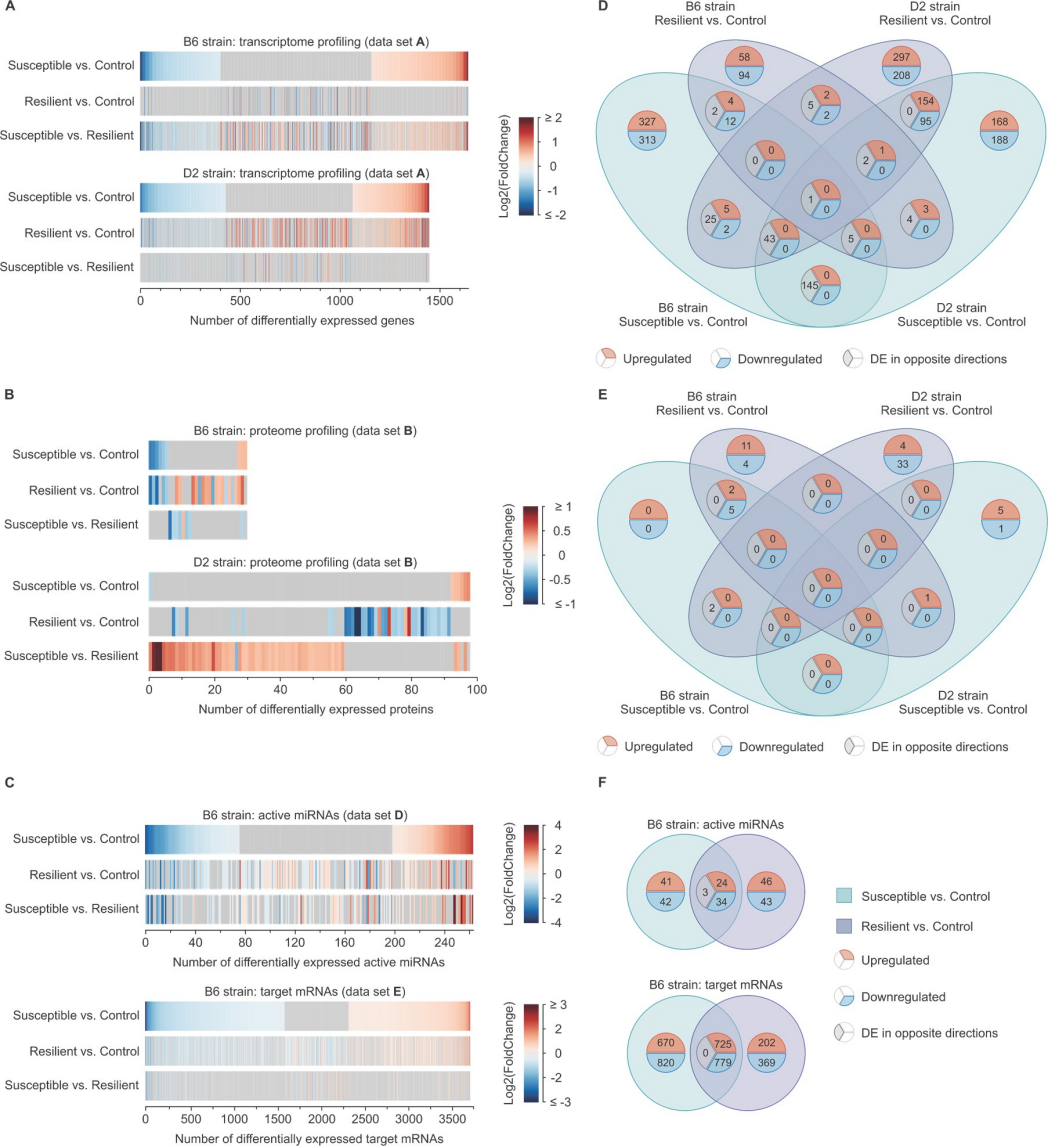
Distinct transcriptional stress response in the BNST of the D2 and B6 strains following CSDS. (A-C) Union heatmaps showing fold changes (FCs) of (A) significantly differentially expressed (DE; *P* < 0.05 and |FC| ≥ 1.2) genes (data set A), (B) proteins (data set B), and (C) active miRNAs and their target mRNAs (data sets D and E) following CSDS. The genes are rank-ordered by the FCs in the susceptible vs. control comparison, separately for each strain and–omics data set. (D-F) Venn diagrams showing overlap between significantly DE (D) genes (data set A), (E) proteins (data set B), and (F) active miRNAs and their target mRNAs (data sets D and E) following CSDS. B6: C57BL/6NCrl; CSDS: chronic social defeat stress; D2: DBA/2NCrl.

#### Discrete changes in protein abundance after CSDS between the strains

We next examined protein abundance differences of B6 and D2 mice in the BNST after CSDS. In total, we detected 117 DE proteins in at least one of the comparisons in either or both strains (Fig 3B and 3E). A single protein, phosphatase 1 regulatory subunit 1B (PPP1R1B), also known as dopamine- and cAMP-regulated neuronal phosphoprotein (DARPP-32), was nominally DE in the susceptible compared to the resilient mice in both strains (*P* = 0.011 and *Padj* = 0.652 in B6 strain; *P* = 4.95E^-9^ and *Padj =* 1.34E^-6^ in the D2 strain). The protein was less abundant in the stress-susceptible B6 mice and more abundant in the D2 mice compared to the stress-resilient groups. Therefore, also the protein expression patterns after chronic psychosocial stress were significantly different between the B6 and D2 strains.

#### Capturing the active miRNA-mRNA interactions in the BNST

To identify stress-responsive miRNAs, we carried out parallel RNA-sequencing of active AGO2-associated miRNAs and their bound mRNA targets [25] in the B6 strain. 

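Data sets D and E hold RNA bound to AGO2, the Argonaute protein that holds a miRNA on its target mRNA, from the BNST of B6 mice. The BNST was punched out below the lateral ventricles, so that ependymal cells and choroid plexus lie next to the tissue taken. Data set E holds libraries of AGO2-bound mRNA from 4 stress-susceptible, 5 resilient and 5 control samples. Data set D holds small RNA libraries from 3 susceptible, 5 resilient and 5 control samples. Each AGO2 sample pools the BNST of 3 mice, so n and SD of the AGO2 data refer to pools and not to single mice. The values that the authors deposited are log2 CPM (reads scaled to library size times a scaling factor) as voom writes them, after reads had been mapped to GRCm38. The 16587 genes of data set E and the 788 miRNAs of data set D each have at least 1 CPM in at least 3 libraries. Each value gave back a whole number of reads to within 0.1 of a read, so the values stand before the ComBat adjustment that the methods describe for experimental cohort and surrogate variables. The cohort of each sample is not in the sample labels, and no covariate was used. No library of the RNA before precipitation is among these samples, so binding to AGO2 was not separated from the total level of an RNA. Data set E held 3701281 to 10659882 reads per library and data set D held 3173294 to 9404828. Groups were compared with limma's moderated test (eBayes with an intensity trend) on the log2 values of all libraries of a data set. A feature was called nominally DE at an unadjusted P under 0.05 and a fold change (FC) of at least 1.2 in either direction, and BH-adjusted P values were taken over all features of a data set. Lists of synaptic, cell type and miRNA family members were tested with camera at its preset correlation of 0.01.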

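Many AGO2-bound mRNAs of synaptic proteins and of glucocorticoid-responsive genes were nominally lower in stress-susceptible B6 mice than in controls, and some of the miRNA machinery were nominally higher. Of 38 measured synaptic genes, 20 were nominally lower and 0 were higher, 9 of them also after BH adjustment (19 lower when adjusted over the list alone). Camk2n1, an inhibitor of the kinase CaMKII, had 412.3 ± 123 CPM (SD, n = 4) in susceptible mice and 880.8 ± 96.8 CPM (SD, n = 5) in controls, a log2 FC of -1.14 (standard error 0.18, adjusted P = 0.00869 from limma). Grin2b, a subunit of the NMDA receptor, and Cplx2, which acts in synaptic vesicle fusion, had log2 FCs of -0.59 (adjusted P = 0.00869) and -0.85 (adjusted P = 0.0255). Of 13 glucocorticoid-responsive genes, 8 were nominally lower and 0 were higher (3 after BH adjustment, 8 when adjusted over the list alone), among them the metallothioneins Mt1 and Mt2, with log2 FCs of -0.57 and -0.55, and Errfi1, an inhibitor of EGF receptor signaling, with -0.46. Of 12 genes of the RISC and of miRNA biogenesis, 3 were nominally higher and 0 were lower (1 after BH adjustment, 5 when adjusted over the list alone). Dicer1, which cuts miRNA precursors, had a log2 FC of 0.35 (adjusted P = 0.0316). Camera called these 3 lists, with median log2 FCs of -0.29 for the synaptic list (adjusted P = 2.9e-09), -0.36 for the glucocorticoid-responsive list (adjusted P = 2e-04) and 0.19 for the RISC list (adjusted P = 0.011). Each of them had an adjusted p = 0.3 with an estimated correlation. Of the 126 splits of the susceptible and control libraries, in a test added after the data were seen, the mean of some list had a t as large as that of the synaptic list in 7, of the glucocorticoid-responsive list in 17 and of the RISC list in 2.

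Of 23 oligodendrocyte and myelin markers, 10 were nominally lower, 4 were higher and 9 did not pass the test (5 lower after BH adjustment, 9 lower and 4 higher when adjusted over the list alone). The myelin proteins Mal, Cnp and Ermn were among the lower ones, with log2 FCs of -0.63, -0.44 and -0.51. The median of this list was -0.15 (camera, adjusted P = 0.014; adjusted p = 0.57 with an estimated correlation), and its call was lost without control replicate 3 (median -0.12) or susceptible replicate 3 (median -0.22). Some markers of tissue next to the BNST were nominally lower in the same libraries. Of 11 markers of ependymal and other ciliated cells, 6 were nominally lower and 0 were higher (0 after BH adjustment, 6 when adjusted over the list alone), with a median log2 FC of -1.40 (camera, adjusted P = 1.4e-04; adjusted p = 0.54 with an estimated correlation). Foxj1, the master regulator of motile cilia, had 5.361 ± 1.19 CPM (SD, n = 4) against 10.51 ± 2.89 CPM (SD, n = 5; exact permutation test, P = 0.0159). Of 19 choroid plexus markers, 11 were nominally lower and 0 were higher (1 after BH adjustment, 6 when adjusted over the list alone), with a median of -1.46 (camera, adjusted P = 4e-05; adjusted p = 0.57 with an estimated correlation). Of 12 markers of striatal medium spiny neurons, 5 were nominally lower and 0 were higher (1 after BH adjustment, 1 when adjusted over the list alone), with a median of -0.71 (camera, adjusted P = 2e-04; adjusted p = 0.57 with an estimated correlation).

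Over all genes, 3140 were nominally DE in susceptible mice compared to controls (1600 higher and 1540 lower, 666 after BH adjustment) and 2934 in resilient mice compared to controls (1434 higher and 1500 lower, 324 after BH adjustment). Between susceptible and resilient mice, 355 were nominally DE and 0 passed BH adjustment in limma, with or without voom weights, while 401 had an unadjusted P under 0.05. In total, 4354 genes were nominally DE in at least 1 comparison. Of the 788 miRNAs, 37 were nominally DE in susceptible and 75 in resilient mice compared to controls, 31 between these groups, and 116 in at least 1 comparison. Leaving out 1 library moved the numbers after BH adjustment to 36 or 1112 in susceptible mice (without susceptible replicate 2 or resilient replicate 3) and to 23 or 1949 in resilient mice (without control replicate 1 or resilient replicate 3), and without resilient replicate 3 the count of 355 was 947.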

We detected 233 DE miRNAs and 3565 DE mRNA targets (Fig 3C and 3F, S2 Table) between the studied groups (susceptible, resilient and control). Although we observed largely discrete patterns of miRNA expression in stress-susceptible and resilient B6 mice, a significant number of miRNAs were DE in the same direction in both groups indicating a general stress-related response. This finding might reflect the previously described double-role of miRNAs in both restoring homeostasis, upon stress-related environmental changes, and enforcing new phenotype-specific gene expression patterns following CSDS to better adjust to the stressful events [26].

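AGO2-bound mRNAs that were nominally DE in both stressed groups had the same direction in both. Plxnb3, a semaphorin receptor of the plexin family (ENSMUSG00000031385, chromosome X of GRCm38, 73757090 to 73772514), had 205.8 ± 57.4 CPM (SD, n = 4) in susceptible, 196.1 ± 31.6 CPM (SD, n = 5) in resilient and 82.08 ± 12.9 CPM (SD, n = 5) in control mice. Its log2 FCs were 1.30 (standard error 0.17, adjusted P = 0.00516) and 1.26 (standard error 0.16, adjusted P = 0.00511), and each susceptible and resilient library lay above each control library. Snapc4, a subunit of the complex that activates small nuclear RNA genes, had log2 FCs of 0.76 and 0.73, and Ywhag, a 14-3-3 adaptor protein abundant in neurons, had -0.71 and -0.54. In resilient mice, 12 of the 38 synaptic genes were nominally lower and 1 was higher (2 lower after BH adjustment, 10 lower and 1 higher when adjusted over the list alone), with a median log2 FC of -0.17 (camera, adjusted P = 1.3e-04; adjusted p = 0.54 with an estimated correlation). Grin2b was again among the lower ones, with -0.42 (adjusted P = 0.0284). Among the ependymal markers, 5 of 11 were nominally lower in resilient mice and 0 were higher (0 after BH adjustment, 1 when adjusted over the list alone), with a median of -0.98 (camera, adjusted P = 0.0015; adjusted p = 0.57 with an estimated correlation). Of the 19 choroid plexus markers, 3 were nominally lower in resilient mice and 0 were higher (0 after BH adjustment, 0 when adjusted over the list alone), with a median of -0.68 (camera, adjusted P = 0.018; adjusted p = 0.59 with an estimated correlation), a call that was lost without any of 5 libraries, with medians between -0.58 and -0.40.

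In total, 1857 genes were nominally DE in both comparisons, 1011 of them higher and 846 lower in both, where independent sets of these sizes would share 138.3 higher and 139.3 lower genes. After BH adjustment, 242 genes passed in both comparisons, and 242 of them had the same direction. This number depends on single libraries, since without control replicate 1 only 23 genes passed in resilient mice, against 324. Both comparisons use the same control libraries, which by itself makes fold changes run together. The covariance of the log2 FCs across genes was 0.119, against a median of 0.0433 and a range of -0.0185 to 0.0889 in 100 simulated sets in which neither stressed group differed from the controls. The share in the same direction does not tell these apart, since its median was 100.0% in the simulated sets too. With the control libraries divided between the comparisons, a median of 891.5 genes over 20 divisions were nominally DE in both, and a median of 99.4% of them had the same direction. The paper takes the miRNAs that were DE in the same direction in both stressed groups as a sign of a general stress-related response. Among miRNAs, 12 were nominally DE in both comparisons here and 12 of them had the same direction. The higher ones were miR-144-5p, miR-15b-5p, miR-3068-5p, miR-382-3p and miR-7013-5p, and the lower ones were miR-1982-3p, miR-346-5p, miR-34b-3p, miR-375-3p, miR-501-3p, miR-7010-5p and miR-92b-3p. The covariance across miRNAs was 0.181, against a median of 0.213 in the simulated sets without a change (67 of 100 had a covariance as high) and of -0.00646 with divided control libraries.

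**Figure D1:**
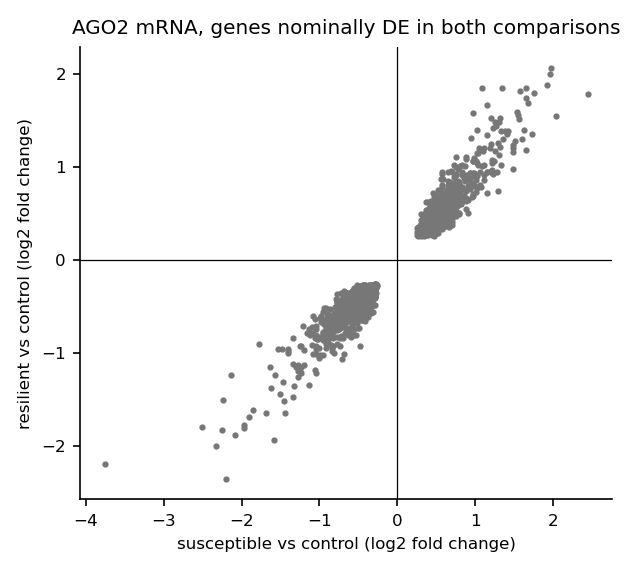
Log2 FC of AGO2-bound mRNA in B6 resilient mice against control (vertical axis) and in B6 susceptible mice against control (horizontal axis) for the 1857 genes nominally DE in both comparisons. Each point is a gene, and the points lie in the quadrants where both values are positive (1011 genes) or both are negative (846 genes).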

### Integrative pathway and gene set enrichment analyses reveal differential expression of mitochondria-related genes and proteins in the mouse BNST

#### DE genes and proteins are enriched for pathways related to mitochondrial function

After collecting the individual mRNA, miRNA and protein expression data sets, we carried out several integrative analyses to identify biological pathways significantly affected by chronic psychosocial stress. First, we conducted Ingenuity Pathway Analysis (IPA) and gene set enrichment analysis (GSEA) for DE genes (data set A) and proteins (data set B) of the susceptible vs. control, resilient vs. control and susceptible vs. resilient comparisons in B6 and D2 strains. On the transcriptome level, the most significantly dysregulated pathway was the mitochondria-related oxidative phosphorylation pathway. It was upregulated in susceptible B6 mice compared to controls (Z-score = 4.90, *P*_*FDR*_ = 3.38E^-10^), but downregulated in the same comparison in the D2 strain (Z-score = -5.57, *P*_*FDR*_ = 5.47E^-18^), a result which was replicated by the GSEA (S3 Fig). Opposite molecular signatures for the susceptible vs. control comparison were also observed for the second most significantly dysregulated pathway, the eIF2 signaling pathway responsible for translational control, with upregulation in the B6 (Z-score = 4.47, *P*_*FDR*_ = 2.67E^-8^) and downregulation in D2 strain (Z-score = -3.61, *P*_*FDR*_ = 1.78E^-3^). On the protein level, the converging cAMP-mediated signaling and dopamine-DARPP32 feedback in cAMP signaling pathways were predicted to be dysregulated (*P*_*FDR*_ < 0.01) in both B6 and D2 strains. The dopamine-DARPP32 feedback in cAMP signaling pathway was upregulated in the B6 resilient mice in comparison to the same-strain controls (*P*_*FDR*_ = 0.001) and the D2 susceptible vs. resilient mice (*P*_*FDR*_ = 0.003).

To identify the most widely stress-affected pathways, we carried out an integrative analysis of the 12 transcriptomic and proteomic comparisons (Fig 4A). We found 15 pathways with at least two of the 12 comparisons significantly DE (*P*_*FDR*_ < 0.05) and at least four of the 12 comparisons nominally significantly DE (*P* < 0.05). Notably, three mitochondria-related pathways (Fig 4A, written in bold) were significantly dysregulated (*P*_*FDR*_ < 0.05) on both transcriptome and proteome levels. Taken together, these results show significant enrichment of pathways related to mitochondrial function and transcriptional control after CSDS, and suggest that their directionality, i.e., upregulation in the B6 susceptible mice and downregulation in the D2 susceptible mice in comparison to the same-strain controls, is affected by the genetic background.

**Fig 4:**
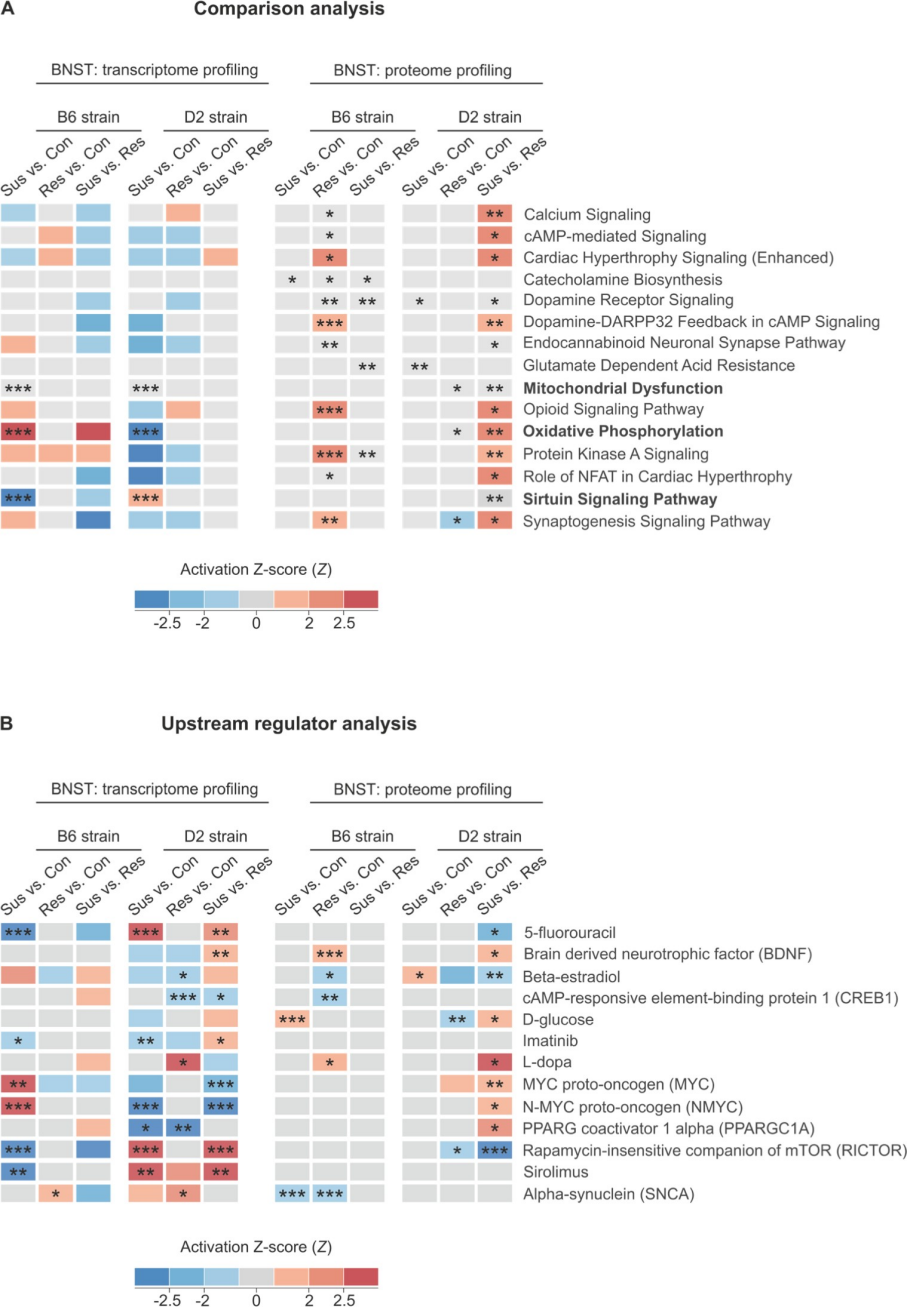
Transcriptomic and proteomic analyses implicate dysregulation of mitochondria-related canonical pathways in the BNST of B6 and D2 mice following CSDS. Merged heatmap showing (A) significantly dysregulated canonical pathways and (B) upstream regulators from the Ingenuity Pathway Analysis (IPA) database ordered alphabetically. Mitochondria-related canonical pathways (written in bold) were found to be significantly dysregulated (*P*_*FDR*_ < 0.05) on both gene and protein levels. The IPA Z-score, predicting the activation (red) or inhibition (blue) of the respective signaling pathway or upstream regulator cluster, is marked in color. B6: C57BL/6NCrl; cAMP: cyclic adenosine monophosphate; Con: control; D2: DBA/2NCrl; DARPP-32: dopamine- and cAMP-regulated phosphoprotein; NAFT: nuclear factor of activated T-cells; PPARG: peroxisome proliferator-activated receptor gamma; Res: resilient; Sus: susceptible. *P_*FDR*_ < 0.05, ** *P*_*FDR*_ < 0.01, *** *P*_*FDR*_ < 0.001.

#### Common putative upstream regulators of DE genes and proteins

To identify transcriptional regulators, which could explain the observed changes in gene and protein expression after CSDS, we performed the IPA Upstream Regulator analysis (Fig 4B). It examines the data set for known targets of transcription regulators and compares the directionality of the gene expression differences to the information included in the Ingenuity Knowledge Base [27]. On the transcriptome level, rapamycin-insensitive companion of mTOR (RICTOR) was a potential upstream regulator with the highest bioinformatic activation score in both B6 and D2 strains among all findings in the analysis (*P*_*FDR*_ < 0.001). RICTOR was predicted to be inhibited in the B6 susceptible mice in comparison to controls (Z-score = -4.84, *P*_*FDR*_ = 6.37E^-12^) and activated in the same comparison in the D2 strain (Z-score = 6.55, *P*_*FDR*_ = 8.96E^-14^). RICTOR’s function in cell growth has been extensively described [29]. The protein is also known to be involved in dendritic branch formation [28, 29]. Furthermore, neuronal knockout mice of *Rictor* have reduced pre-pulse inhibition, a schizophrenia-like symptom [30].

A reverse pattern of activation was predicted for the N-myc proto-oncogene protein (N-MYC) cluster. On the transcriptome level, N-MYC was predicted to be activated in B6 susceptible mice in comparison to controls (Z-score = 3.09, *P*_*FDR*_ = 8.57E^-4^) but inhibited in the same comparison in the D2 strain (Z-score = -2.51, *P*_*FDR*_ = 2.13E^-4^). N-MYC regulates cell proliferation and growth, apoptosis, and mitochondrial biogenesis [31].

The target genes within the beta-estradiol cluster were predicted to be significantly downregulated (*P*_*FDR*_ = 0.015) in the D2 resilient mice in comparison to the controls on the transcriptome level. On the proteome level, the same genes within the beta-estradiol cluster were significantly downregulated in the B6 resilient mice in comparison to the B6 controls (*P*_*FDR*_ = 0.015) and significantly inhibited in the D2 susceptible mice in comparison to the resilient group (Z-score = -2.40, *P*_*FDR*_ = 0.008). Thus, as previously shown [32], some stress-associated DE genes may be under the regulation of hormones.

#### Lower levels of miR-34c and miR-99b/100, and higher levels of miR-15b in B6 mice after CSDS

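In resilient B6 mice, miR-485-3p and let-7d-3p were bound to AGO2 at lower levels than in controls. The precursor of miR-485 lies on chromosome 12 of GRCm38 (109734902 to 109734974), and miR-485-3p had 2600 ± 399 CPM (SD, n = 5) in resilient and 4626 ± 467 CPM (SD, n = 5) in control mice, a log2 FC of -0.84 (standard error 0.12, adjusted P = 8.92e-04 from limma). The strand let-7d-3p had 4610 ± 352 CPM (SD, n = 5) and 6839 ± 286 CPM (SD, n = 5), a log2 FC of -0.57 (standard error 0.08, adjusted P = 8.92e-04 from limma). Both lay below each of the 5 control libraries in 5 of 5 resilient libraries. Of 9 measured miRNAs of the let-7 family, which restrain growth and the stem cell factor LIN28, 3 were nominally lower in resilient mice and 0 were higher (0 after BH adjustment, 3 when adjusted over the list alone). The family's median log2 FC was -0.19 (camera, adjusted P = 0.0012), with an adjusted p = 0.46 with an estimated correlation. Of 8 microglial and immune miRNAs, 2 were nominally higher and 0 were lower (0 after BH adjustment, 2 when adjusted over the list alone), with a median of 0.54 (camera, adjusted P = 0.048; adjusted p = 0.32 with an estimated correlation). These were miR-146a-5p and miR-146b-5p, which dampen NF-κB signaling, with log2 FCs of 0.57 and 0.72, and miR-146b-5p lay above each control in 4 of 5 resilient libraries (exact permutation test, P = 0.0159). Of 39 listed miRNAs of the imprinted Dlk1-Dio3 cluster, which is active in neurons, 5 were nominally higher and 0 were lower (0 after BH adjustment, 0 when adjusted over the list alone), with a median of 0.08 (camera, adjusted P = 0.035; adjusted p = 0.46 with an estimated correlation). This list did not hold miR-485-3p, which was lower, so the count of 0 lower holds for the listed members only. The call of the microglial and immune list was lost without any of 8 libraries (medians 0.40 to 0.56), and that of the Dlk1-Dio3 list without any of 4 (medians 0.04 to 0.09).

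The miRNAs nominally DE in resilient mice compared to controls were 31 higher and 44 lower ones, and 2 passed BH adjustment. In susceptible mice compared to controls, 12 were higher and 25 lower, and 0 passed BH adjustment in limma, with or without voom weights (39 at an unadjusted P under 0.05). Between susceptible and resilient mice, 16 were higher and 15 lower, and 0 passed in either fit (36 at an unadjusted P under 0.05). Without susceptible replicate 4, 6 miRNAs passed BH adjustment in susceptible and 5 in resilient mice compared to controls, and 81 were nominally DE between susceptible and resilient mice.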

To identify active DE miRNAs and their mRNA targets in the BNST of B6 mice following CSDS, we carried out AGO-RIP-seq (data sets D and E; Fig 2C) and employed the IPA microRNA Target Filter tool [27]. It uses experimentally validated interactions from TarBase [33], miRecords [34] and micro-RNA related findings from the published literature [27], and microRNA-mRNA interactions predicted by TargetScan [35]. 

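Among the miRNA-mRNA pairs that S5 Table lists, the AGO2-bound mRNAs Ppp3ca, Jag1 and Dmtf1 were nominally DE in both stressed groups. Jag1, a Notch ligand listed as a target of miR-34c, had 40.78 ± 18.8 CPM (SD, n = 4) in susceptible, 43.15 ± 8.44 CPM (SD, n = 5) in resilient and 60.27 ± 9.12 CPM (SD, n = 5) in control mice. Its log2 FCs were -0.67 (standard error 0.24) and -0.49 (standard error 0.23). Dmtf1, a Myb-like transcription factor listed as a target of miR-15b, had log2 FCs of 0.29 and 0.32 (standard error 0.09 for each). The nominal calls of Jag1 were lost without susceptible replicate 3 (log2 FC -0.41) and, in resilient mice, without any of 6 libraries (log2 FCs -0.52 to -0.39), and that of Dmtf1 in susceptible mice without any of 3 libraries (0.26 each). In resilient mice compared to controls, 678 of the 680 listed pairs could be measured, with the same sign for miRNA and mRNA in 678, and both were nominally DE in 252 (37.2%). These pairs hold 72 miRNAs, of which 38 were nominally DE, and 501 measured genes, of which 441 were. In susceptible mice compared to controls, 705 of 710 pairs could be measured, and both partners were nominally DE in 188 (26.7%), with 16 of 59 miRNAs and 459 of 587 genes. Between susceptible and resilient mice, 107 of 113 pairs could be measured, and both were nominally DE in 16 (15.0%), with 13 of 36 miRNAs and 46 of 94 genes. The study chose these pairs on the same libraries for having the same direction, so their signs are not independent evidence of it.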

We observed 72 (resilient vs. control), 59 (susceptible vs. controls), and 36 (susceptible vs. resilient) DE miRNAs, which were either experimentally validated or computationally predicted (high confidence) to repress from one to multiple co-immunoprecipitated AGO2-bound DE mRNAs (S5 Table). Only matching pairs of miRNAs and mRNAs that were DE in the same direction were included in the analysis, since they may form functional AGO2-bound miRNA-mRNA pairs. Next, to further increase the confidence of our findings, we selected miRNA-mRNA interactions identified by more than two IPA microRNA Target Filter sources in at least one comparison. 

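miR-34c-5p and its cluster partner miR-34b-3p were lower, and miR-15b-5p was higher, in AGO2 libraries of stressed B6 mice. The precursor of miR-34c lies on chromosome 9 of GRCm38 (51103034 to 51103110), and miR-34c-5p had 1175 ± 785 CPM (SD, n = 3) in susceptible, 1983 ± 1500 CPM (SD, n = 5) in resilient and 2793 ± 1280 CPM (SD, n = 5) in control mice. Its log2 FC was -1.28 (standard error 0.48, unadjusted P = 0.0167, adjusted P = 0.884) in susceptible mice, and the exact permutation test gave P = 0.0893. In resilient mice it was -0.59 (standard error 0.42, limma's unadjusted P = 0.176; exact permutation test, P = 0.317), which is not nominally DE. miR-34b-3p had log2 FCs of -1.58 (unadjusted P = 0.00216) and -1.04 (unadjusted P = 0.014), and miR-375-3p, a miRNA of endocrine and epithelial cells, had -1.42 (unadjusted P = 0.00247) and -0.94 (unadjusted P = 0.0153). Of 17 miRNAs of ciliated and epithelial cells, a list fixed with miR-34b/c and the miR-449 and miR-200 families in it, 5 were nominally lower in susceptible mice and 0 were higher (0 after BH adjustment, 2 when adjusted over the list alone). The median of the list was -0.88 (camera, adjusted P = 5.2e-06), with an adjusted p = 0.11 with an estimated correlation. miR-15b-5p, a member of the miR-15/16 family that targets cell cycle regulators, had 23.07 ± 7.18 CPM (SD, n = 3), 21.83 ± 1.56 CPM (SD, n = 5) and 15.76 ± 1.68 CPM (SD, n = 5) in susceptible, resilient and control mice (exact permutation tests against controls, P = 0.0357 and P = 0.00794). Its log2 FCs were 0.51 (standard error 0.23, unadjusted P = 0.0426) and 0.47 (standard error 0.20, unadjusted P = 0.0312).

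Of the mRNAs that S5 Table pairs with miR-34c, 34 of 42 were nominally lower in susceptible and 31 of 36 in resilient mice. Of those paired with miR-15b, 20 of 29 and 16 of 16 were nominally higher. These directions were fixed beforehand, since the study listed only pairs with the same direction in the same libraries, so they are not independent evidence. miR-34c-5p was also compared with the mean log2 CPM of the 30 measured ependymal and choroid plexus markers over the 13 libraries that carry the same group and replicate number in both data sets. That such libraries come from the same sample is an inference, since the sample labels do not state it. Pearson's r was 0.93 (permutation P = 5e-05, adjusted P = 4e-04 over 8 relations) and Spearman's rho was 0.91 (permutation P = 6e-05, adjusted P = 4.8e-04). Without the 2 libraries farthest from the median of the marker mean r was 0.90, and r was 0.91 within groups (permutation P = 9e-05, adjusted P = 7.2e-04). The marker mean was 0.63 ± 0.65 (SD, n = 4) in susceptible and 2.16 ± 0.95 (SD, n = 5) in control mice (exact permutation test, P = 0.0317), and 1.29 ± 0.95 (SD, n = 5) in resilient mice (exact permutation test against controls, P = 0.198). The nominal call of miR-34c in susceptible mice was lost without susceptible replicate 1 (log2 FC -1.01) or 2 (log2 FC -1.03), and that of miR-15b without any of 6 libraries, with log2 FCs between 0.28 and 0.54. In resilient mice the calls of miR-34b-3p and miR-375-3p were lost without control replicate 1 (log2 FCs -0.85 and -0.72), and that of miR-15b without any of 4 libraries (0.41 to 0.47).

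**Figure D2:**
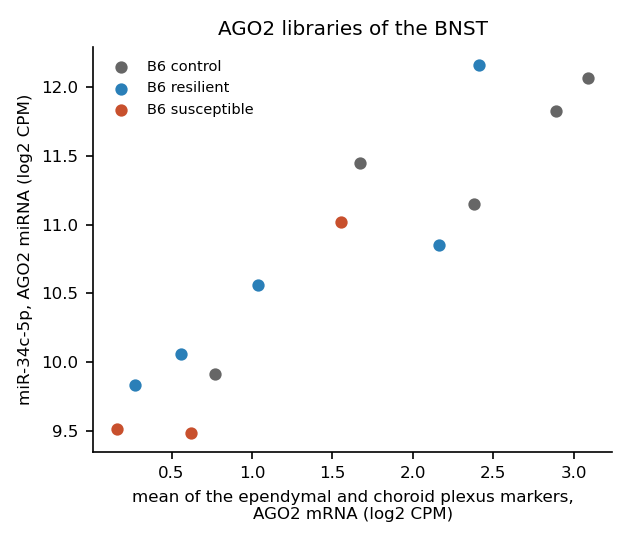
Log2 CPM of miR-34c-5p in AGO2 small RNA libraries (vertical axis) against the mean log2 CPM of 30 ependymal and choroid plexus markers in the AGO2 mRNA library of the same group and number (horizontal axis). Each of the 13 points is a pair of B6 susceptible, resilient or control libraries joined by group and number, and higher marker means go with higher miR-34c-5p (r = 0.93).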

We found nominally lower levels of miR-34c and higher levels of miR-15b in both resilient and susceptible mice in comparison to the controls (Table 1). Additionally, we observed nominally lower levels of miR-99b/100 in the stress-susceptible mice compared to both control (FC = -1.50, *P* = 6.69E^-5^, *Padj* = 0.024) and resilient (FC = -1.22, *P* = 0.011, *Padj* = 0.183) mice, as well as in the resilient mice in comparison to the controls (FC = -1.22, *P* = 0.005, *Padj* = 0.076) (S5 Table and Table 1). 

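miR-99b-5p and its cluster neighbor miR-125a-5p were lower in AGO2 libraries of stress-susceptible B6 mice. The precursor of miR-99b lies on chromosome 17 of GRCm38 (17830188 to 17830257), and miR-99b-5p had 5508 ± 1660 CPM (SD, n = 3) in susceptible, 6394 ± 677 CPM (SD, n = 5) in resilient and 7471 ± 561 CPM (SD, n = 5) in control mice. Its log2 FC against controls was -0.48 (standard error 0.14, unadjusted P = 0.00382, adjusted P = 0.602) in susceptible mice. In resilient mice it was -0.23 (standard error 0.12, unadjusted P = 0.0844), and 4 of 5 resilient libraries lay below each control library (exact permutation test, P = 0.0317). Between susceptible and resilient mice it was -0.25 (standard error 0.14, unadjusted P = 0.0999), so these 2 comparisons did not pass the nominal threshold. miR-125a-5p had a log2 FC of -0.34 (standard error 0.10, unadjusted P = 0.00327) in susceptible mice, in which 3 of 3 libraries lay below each control. miR-99a-5p and miR-100-5p, which share the seed of miR-99b, had -0.43 (unadjusted P = 0.0358) and -0.42 (unadjusted P = 0.0836). Of 5 measured miRNAs of the miR-99/100 and miR-125 family, 3 were nominally lower in susceptible mice and 0 were higher (0 after BH adjustment, 2 when adjusted over the list alone). The family's median log2 FC was -0.42 (camera, adjusted P = 6e-04), with an adjusted p = 0.32 with an estimated correlation. Without susceptible replicate 1 the family's call was lost (median -0.25), as were the nominal calls of miR-99b (log2 FC -0.31) and miR-125a (log2 FC -0.25), and that of miR-99a was lost without any of 5 libraries (log2 FCs -0.43 to -0.25).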

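AGO2-bound Ppp3ca, Ntrk2, Epdr1 and Cldn11 were lower in both stressed groups of B6 mice than in controls. Ppp3ca, the catalytic subunit of the phosphatase calcineurin (ENSMUSG00000028161, chromosome 3 of GRCm38, 136670124 to 136937727), had 395.2 ± 146 CPM (SD, n = 4) in susceptible and 734.8 ± 159 CPM (SD, n = 5) in control mice, a log2 FC of -0.94 (standard error 0.20, adjusted P = 0.0198 from limma). In resilient mice its log2 FC was -0.52 (standard error 0.19, adjusted P = 0.136). Some markers of striatal medium spiny neurons were nominally lower in the same susceptible libraries. For Ppp3ca, a smaller share of these neurons was not separated from a change of its own. Ntrk2, the receptor of BDNF (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970), had log2 FCs of -0.47 (adjusted P = 0.0114) in susceptible and -0.34 (adjusted P = 0.0434) in resilient mice. Epdr1, an ependymin-related protein (ENSMUSG00000002808), had -0.41 (adjusted P = 0.049) and -0.48 (adjusted P = 0.0323). Cldn11, a tight junction protein of myelin (ENSMUSG00000037625), had -0.46 (adjusted P = 0.0418) and -0.34 (adjusted P = 0.115), and without resilient replicate 3 the latter was -0.23 and no longer nominally DE. In susceptible mice each of these 4 genes lay below each of the control libraries in 4 of 4 libraries. Of the mRNAs that S5 Table pairs with miR-99b, which include Ntrk3 and not Ntrk2, 4 of 4 were nominally lower in susceptible and 4 of 5 in resilient mice. The study listed these pairs for having the same direction in the same libraries.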

The DE genes *Epdr1*, *Ntrk2*, *Cldn11*, and *Ppp3ca* were predicted targets of miR-99b/100 (S5 Table). Of these genes, *Cldn11* was also nominally differentially expressed in the BNST susceptible vs. control transcriptomic analysis in both strains (data set A; FC = 1.61, *P* = 0.015, *Padj* = 0.630 and FC = -1.68, *P* = 0.009, *Padj* = 0.608), confirming it as a robust stress-affected gene.

**Table 1:** Differentially expressed miRNAs and their predicted differentially expressed target genes in the BNST following CSDS.

Comparison	miRNA	Fold change	*P* (*Padj*)	Tool name	Gene
B6 Resilient - Control	miR-34c	-1.77	0.041 (0.187)	Ingenuity Expert Findings, TargetScan, miRecords	*Jag1*
	miR-126a	1.21	0.011 (0.098)	Ingenuity Expert Findings, TargetScan, miRecords	*Irs1*
	miR-15b	1.33	0.002 (0.043)	TarBase, TargetScan, miRecords	*Dmtf1*
B6 Susceptible - Control	miR-34c	-2.84	0.004 (0.085)	Ingenuity Expert Findings, TargetScan, miRecords	*Jag1*
	miR-33	1.25	0.047 (0.240)	Ingenuity Expert Findings, TargetScan, miRecords	*Abca1*
	miR-18a	3.22	0.026 (0.195)	Ingenuity Expert Findings, TargetScan, miRecords	*Esr1*
	miR-15b	1.35	0.003 (0.077)	TarBase, TargetScan, miRecords	*Dmtf1*
B6 Susceptible -Resilient	miR-99b/100	-1.22	0.011 (0.183)	Ingenuity Expert Findings, TargetScan, miRecords	*Igf1r*

*Abca1*: ATP-binding cassette transporter; B6: C57BL/6NCrl; *Dmtf1*: Cyclin D binding Myb-like transcription factor 1; *Esr1*: Estrogen receptor 1; *Igf1r*: Insulin-like growth factor 1 receptor; *Jag1*: Jagged1; *Irs1*: Insulin receptor substrate 1.

#### Integrative multi-omics analysis implicates dysregulation of PPP1R1B and CYCS after CSDS

To identify the key stress-related molecules shared between transcriptomic and proteomic data sets, we focused on the most significantly dysregulated transcriptomic or proteomic pathways from the IPA analysis (*P*_*FDR*_ < 0.05; Fig 4A) and GSEA (*P*_*FDR*_ < 0.05; S3 Fig) (Fig 5). We asked if any molecule specific to those pathways and gene sets shows similar pattern of expression in at least one of the comparisons (susceptible vs. control, resilient vs. control, or susceptible vs. resilient) between at least two BNST data sets (Fig 2C, S6 Table). We found three common molecules, *Cycs*, *Glud1*, and *Atp6v1e1*, in mitochondria-related gene sets and pathways, and six molecules, *Adcy5*, *Ppp1r1b*, *Qdpr*, *Gad2*, *Atp2b1* and *Ppp3ca*, in other canonical mitochondria-unrelated pathways (Fig 5). We selected two of these proteins, PPP1R1B and CYCS (cytochrome c somatic), which have been previously associated with psychiatric disorders, including anxiety disorders [36–39], for validation by Western blot analysis (Fig 6).

**Fig 5:**
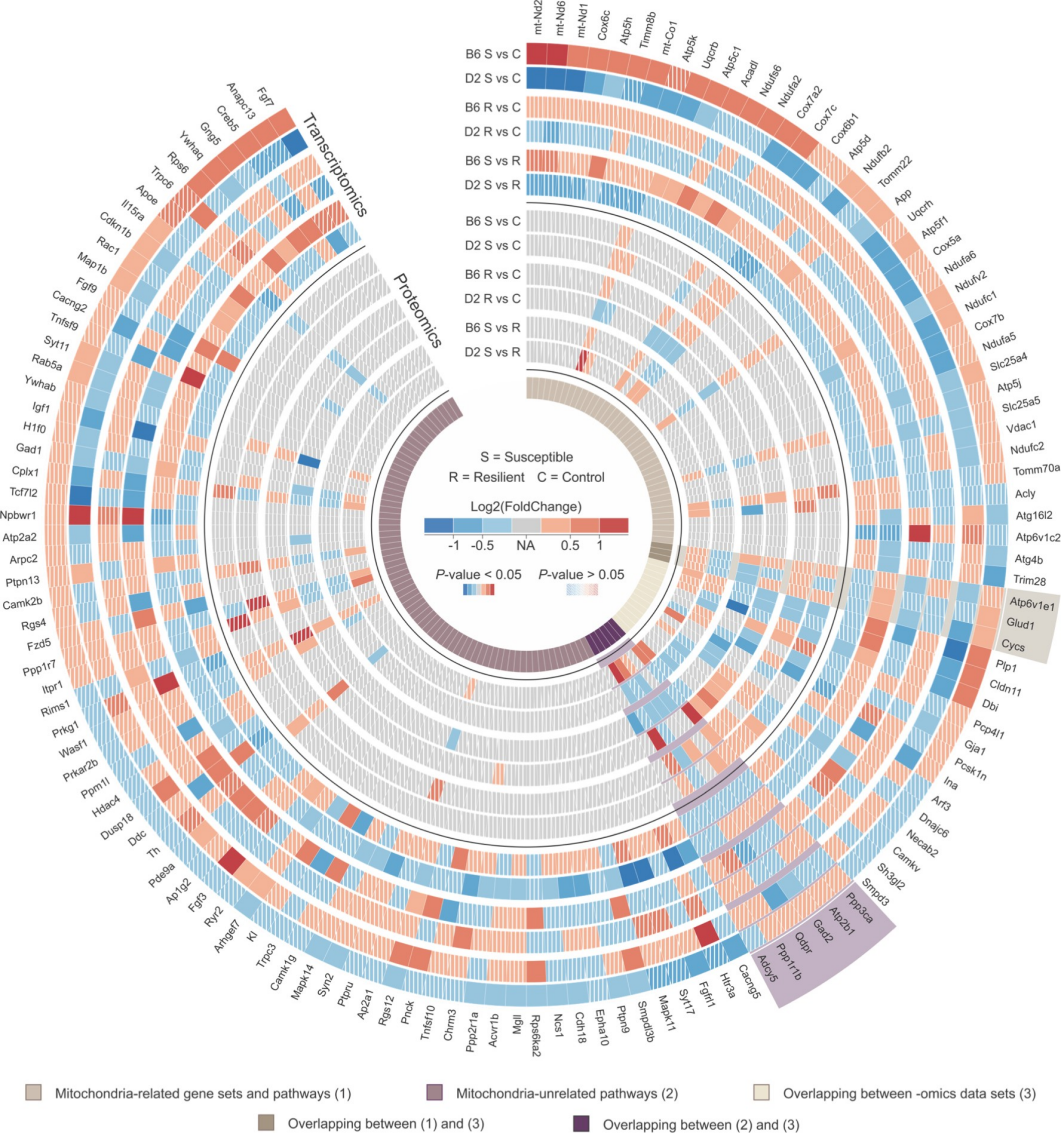
Common differentially expressed (DE) genes and proteins included in the enriched mitochondria-related gene sets and pathways in the BNST of B6 and D2 mice following CSDS. Merged heatmap showing the expression fold change (FC) and *P*-value of resilient vs. control, susceptible vs. control and susceptible vs. resilient comparisons from the BNST transcriptomic and proteomic analyses (data sets A and B, respectively). Only DE molecules (*P* < 0.01) in at least one of the 12 comparisons are shown. “Mitochondria-related gene sets and pathways” include “Mitochondrial Dysfunction,” “Oxidative Phosphorylation” and “Sirtuin Signaling Pathway” shown in Fig 4A and all gene sets shown in S3 Fig. All remaining canonical pathways included in Fig 4A are referred to as “Mitochondria-unrelated pathways”. Genes and proteins significantly DE in the same comparison between at least two BNST data sets are referred to as *overlapping between–omic data sets* and were selected based on results shown in S6 Table. Molecules with *P* > 0.05, are shown in diagonal stripe pattern, while those with *P* < 0.05 are shown with solid colors. Molecules not present in a data set are shown in gray. B6: C57BL/6NCrl; C: control; D2: DBA/2NCrl; R: resilient; S: susceptible.

**Fig 6:**
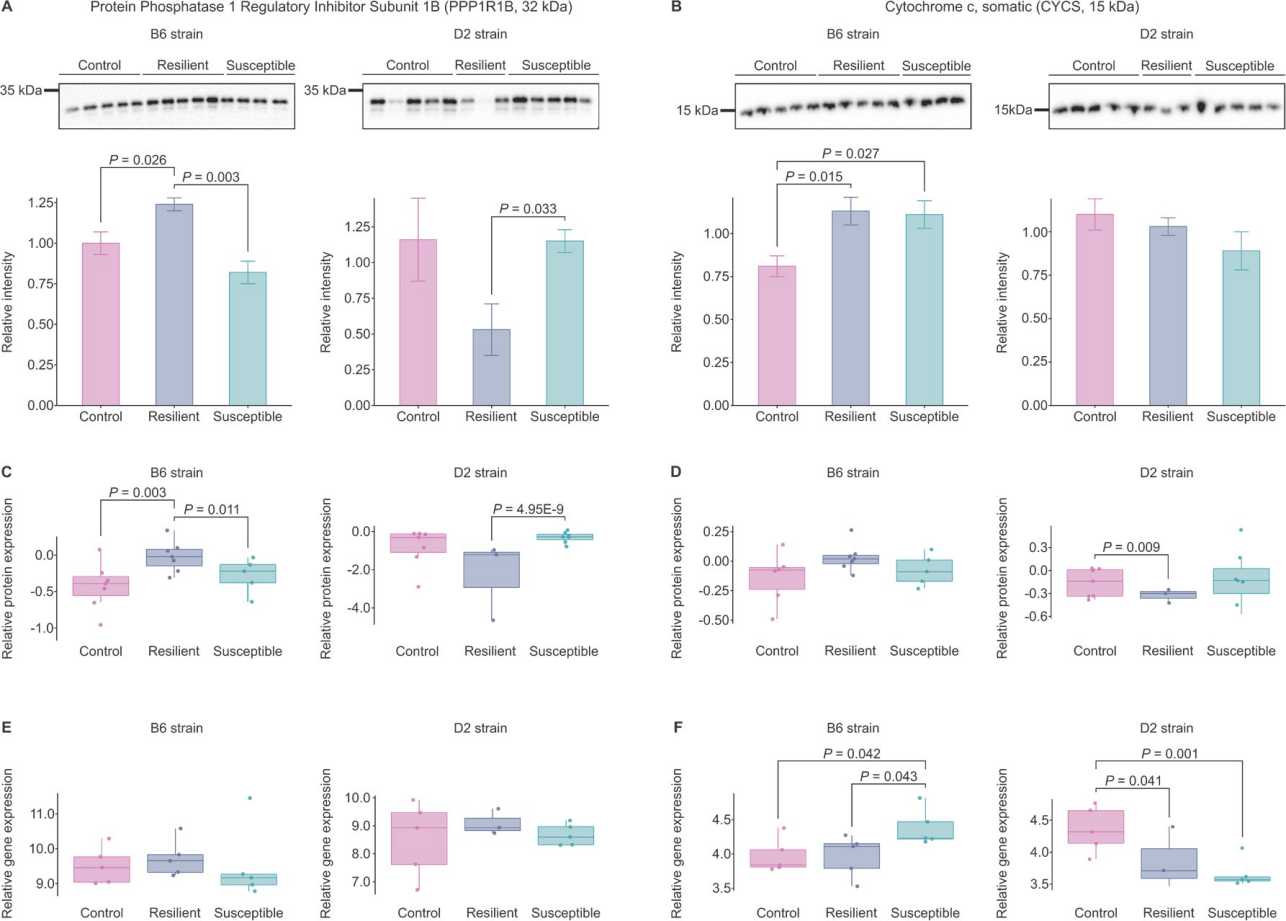
Protein phosphatase 1 Regulatory Subunit 1B (PPP1R1B) and cytochrome c somatic (CYCS) show opposite patterns of expression in the BNST of B6 and D2 strains following CSDS. (A-B) Western blot (WB), (C-D) relative protein (data set B; LC-MS/MS), and (E-F) gene expression (data set A; RNA sequencing) analysis of total PPP1R1B and CYCS in mouse BNST following exposure to CSDS. Mean values ± S.E.M. B6: C57BL/6NCrl; D2: DBA/2NCrl; LC-MS/MS: liquid chromatography–tandem mass spectrometry.

PPP1R1B acts as an integrator of dopaminergic and glutamatergic signaling, and elevated levels of its truncated isoform have been observed in schizophrenia, bipolar disorders, major depression, and poor cognitive functioning [40]. Western blot analysis confirmed the proteomic results of significantly more abundant PPP1R1B levels in B6 resilient mice in comparison to the control (*P* = 0.026) and susceptible (*P* = 0.003) groups, while in the D2 strain, it was significantly less abundant in resilient compared to susceptible mice (*P* = 0.033) (Fig 6A). Furthermore, PPP1R1B protein levels detected by Western blot analysis correlated significantly with SI ratios in the B6 strain (*r* = 0.689, *P* = 0.006), but not in the D2 strain (*r* = -0.244, *P* = 0.422) (S4 Fig).

CYCS is a central element of the electron transport chain in mitochondria [41, 42]. Western blot analysis showed that CYCS was more abundant in both the B6 susceptible (*P* = 0.027) and resilient mice (*P* = 0.015) in comparison to controls (Fig 6B). This was in contrast to the transcriptomic data (data set A), where *Cycs* was expressed at nominally higher levels in susceptible compared to both the control (*P* = 0.042, *Padj* = 0.686) and resilient mice (*P* = 0.043, *Padj* = 0.593) (Fig 6F). We did not observe differences in the CYCS abundance in the D2 strain by Western blot, although its abundance was lower in the resilient compared to control mice in the LC-MS/MS data (data set B) (Fig 6D). Overall, the Western blot analysis confirmed the divergent expression of both PPP1R1B and CYCS observed in the transcriptomic and proteomic analyses following CSDS.

### Mitochondrial pathways identified by gene expression profiling of blood cells from stressed mice and panic disorder patients with exposure-induced panic attacks

We next asked if the same pathways and gene sets that we found to be stress-responsive in the mouse BNST, could be identified from an accessible tissue, i.e. blood cells, and whether these pathways and gene sets were also DE in blood of humans with anxiety. 

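Data sets F and G hold RNA of blood cells from B6 susceptible, resilient and control mice and from D2 susceptible and control mice, with 5 animals in each of these groups. For data set F, ribosomal and globin RNA were removed before sequencing. The blood holds leukocytes, red cells and platelets, so lists of markers of each were fixed alongside the pathway lists. The authors deposited log2 CPM as voom writes them, for 13084 genes in data set F and 299 miRNAs in data set G. The methods give a filter of at least 1 CPM in at least 6 samples, and in the deposited values each miRNA of data set G meets it while some genes of data set F reach 1 CPM in 2 samples. Each value gave back a whole number of reads to within 0.1 of a read. Data set F held 9751603 to 15878495 reads per library and data set G held 6916739 to 10113657. Samples were grouped by the group letter of their column. For 2 D2 animals, ED4_15 and ED4_1, the sample label names the other group than the column does, and the columns were used because the D2 fold changes of S9 Table are those of the columns. Fold changes, nominal calls and BH adjustment followed the rules given for the AGO2 data sets, in a single limma fit per data set with 1 mean for each group. The effect of stress was also compared between strains, as the D2 log2 FC minus the B6 log2 FC. In data set F the scaling factors of the libraries ranged from 0.644 to 1.535, and with scaling by library size alone the median log2 FC of all genes was -0.134 in B6 susceptible, -0.164 in B6 resilient and 0.193 in D2 susceptible mice, against 0.019, 0.020 and -0.008.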

One week after CSDS, we collected blood samples from stress-susceptible, resilient, and control B6 and D2 mice, and carried out RNA-seq and miRNA-seq (data sets F and G, respectively). Blood samples were collected from the same mice that were used for BNST RNA-seq (data set A), except for D2 resilient mice where we did not obtain a sufficient amount of blood. As a translational human anxiety disorder data set, we collected samples from panic disorder patients who underwent an exposure intervention. We selected panic disorder as our translational target to concentrate on a phenotypically homogeneous sample. We collected blood samples at baseline, 1 h after anxiety peak during exposure and 24 h after exposure-induced panic attack, and carried out microarray-based gene expression profiling.

#### B6 and D2 strains show opposite blood cell gene expression patterns following CSDS

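In blood cells, most platelet markers were nominally higher in B6 and lower in D2 stress-susceptible mice than in same-strain controls, and some B cell markers were nominally higher in D2. Of 25 platelet markers, 19 were nominally higher in B6 susceptible mice and 0 were lower (0 after BH adjustment, 0 when adjusted over the list alone), with a median log2 FC of 0.85 (camera, adjusted P = 7.8e-19; adjusted p = 0.94 with an estimated correlation). An example is Gp1bb, a subunit of the von Willebrand factor receptor, with a log2 FC of 0.94 (standard error 0.33). In D2 susceptible mice, 15 of the 25 were nominally lower and 0 were higher (0 after BH adjustment, 0 when adjusted over the list alone), with a median of -0.79 (camera, adjusted P = 3e-14; adjusted p = 0.94 with an estimated correlation). Pf4, the platelet chemokine, had 575.4 ± 214 CPM (SD, n = 5) in D2 susceptible and 987.8 ± 297 CPM (SD, n = 5) in D2 control mice (exact permutation test, P = 0.0317), and its nominal call was lost without any of 3 D2 animals (log2 FCs -0.71 to -0.64). Of 17 B cell markers, 6 were nominally higher in D2 susceptible mice and 0 were lower (0 after BH adjustment, 0 when adjusted over the list alone), with a median of 0.30 (camera, adjusted P = 2.8e-07; adjusted p = 0.94 with an estimated correlation). In B6 susceptible mice, 13 NK cell markers had a median of -0.29 (0 nominally DE and 0 when adjusted over the list alone; camera, adjusted P = 0.0023; adjusted p = 0.94 with an estimated correlation), a call that was lost without susceptible EC4_12 (median -0.15).

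Among single genes, Kif19a, a kinesin of motile cilia, had 0.7792 ± 0.257 CPM (SD, n = 5) in B6 susceptible and 1.679 ± 0.256 CPM (SD, n = 5) in B6 control mice (exact permutation test, P = 0.00794). The log2 FC of Kif19a was -1.16 (standard error 0.28, unadjusted P = 4.06e-04, adjusted P = 0.928). In D2 mice, Ramp1, part of the receptor of calcitonin gene-related peptide, had 16.67 ± 5.2 CPM (SD, n = 5) in susceptible and 31.33 ± 5.35 CPM (SD, n = 5) in control mice (exact permutation test, P = 0.00794). The log2 FC of Ramp1 was -0.95 (standard error 0.19, unadjusted P = 3.16e-05, adjusted P = 0.413). Pdk1, which inhibits the pyruvate dehydrogenase complex, and Jak3, a kinase of cytokine signaling in lymphocytes, had log2 FCs of -0.61 and 0.78 in D2 mice. Over all 13084 genes, 667 were nominally DE in B6 (465 higher and 202 lower) and 890 in D2 (316 higher and 574 lower). None passed BH adjustment in limma, with or without voom weights, in either strain, while 690 and 915 had an unadjusted P under 0.05. With library size alone as scaling, 273 and 427 were nominally DE. Without 1 animal the B6 count ranged from 315 (without susceptible EC4_12) to 1143 (without susceptible EC3_3), and the D2 count from 434 (without susceptible ED4_1) to 1339 (without susceptible ED4_3).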

The blood cell differential gene expression analysis in the B6 and D2 stress-susceptible mice compared to the same-strain controls identified 568 nominally DE genes in the B6 and 771 nominally DE genes in the D2 strain (S2 Table). 

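Genes that were nominally DE in blood cells of both strains mostly had opposite directions, higher in B6 and lower in D2 stress-susceptible mice. They include Adcy5, an adenylyl cyclase, with log2 FCs of 0.84 (standard error 0.29) in B6 and -0.64 (standard error 0.29) in D2, and a strain difference of -1.47 (standard error 0.40, unadjusted P = 0.00122, adjusted P = 0.224). Cox6b1, a subunit of cytochrome c oxidase, had 0.33 (standard error 0.14) in B6 and -0.41 (standard error 0.14) in D2, and a strain difference of -0.75 (standard error 0.20, unadjusted P = 7.81e-04). Nup210l, a homolog of a nuclear pore protein, had 0.77 in B6 and -0.71 in D2. The monocyte and platelet transcript F13a1, a subunit of coagulation factor XIII, had 0.68 in B6 and -0.86 in D2. The nominal calls of Cox6b1 in B6 were lost without control EC3_15 (0.25) or susceptible EC4_12 (0.26), and those of Adcy5 in D2 without any of 6 animals (-0.62 to -0.46). Of 162 genes nominally DE in both strains, 154 (95.1%) had opposite directions, of which 145 were higher in B6 and lower in D2 and 9 the reverse, while 6 were higher and 2 lower in both. Platelet markers made up 10 of the 154 (Fisher's exact test against the other genes tested, P = 1.1e-13). This test treats genes as independent, while platelet markers moved together across animals, so its P is no measure of evidence over animals. Of the 25 platelet markers, 24 had a nominally lower effect in D2 than in B6 (24 when adjusted over the list alone, 0 after BH adjustment over all genes). Their median strain difference was -1.60 (camera, adjusted P = 2.4e-22; adjusted p = 0.94 with an estimated correlation).

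Across all 13084 genes, which are not independent replicates, the log2 FCs of the strains had Pearson's r = -0.13 and Spearman's rho = -0.31. When the labels susceptible and control were permuted within each strain, 6 of 100 permutations had an opposite share as high, 3 had as many opposite genes and 18 had an r as low. The opposite share was 75.0% without B6 control EC3_15 and 98.4% without B6 control EC4_19. The strain difference itself was nominal for 1321 genes (342 higher and 979 lower in D2) and passed BH adjustment for 0 in limma, with or without voom weights, while 1322 had an unadjusted P under 0.05. With the mean of the platelet markers as a covariate, an alternative added after the data were seen, the opposite share was 50.0% and r was -0.01. This does not single out platelets, since 99 random lists of like size and level as covariates left -91.7% to 19.3% of r. With the 2 D2 animals grouped as in the sample labels, also added afterwards, the share was 70.6% and r was 0.13. With library size alone as scaling, 23 genes were nominally DE in both strains, and 22 of them had opposite directions. The paper reports opposite directions in the strains for most genes DE in blood of both strains, as in its BNST data.

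**Figure D3:**
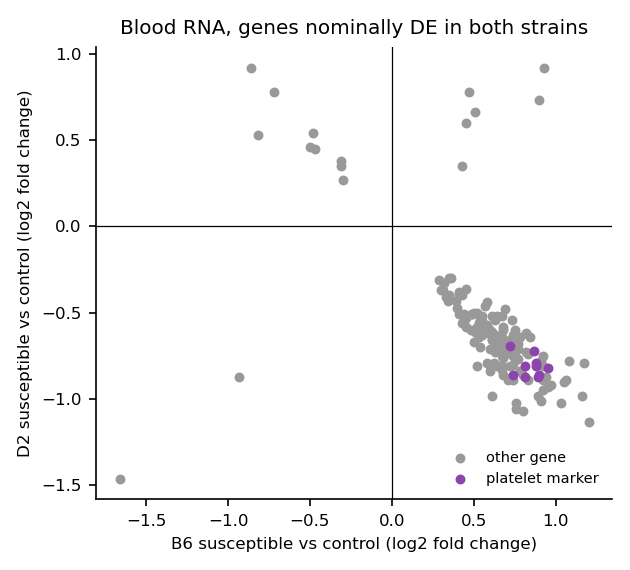
Log2 FC of blood cell RNA in D2 susceptible mice against D2 control (vertical axis) and in B6 susceptible mice against B6 control (horizontal axis) for the 162 genes nominally DE in both strains. Each point is a gene, platelet markers are purple, and 145 genes lie in the quadrant with a positive B6 and a negative D2 value.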

The majority of them (91.1%, *n* = 102) were expressed in opposite directions between the strains (Fig 7A), similarly to the BNST data (data set A). To ask which biological pathways these DE genes belong to, we carried out hypergeometric statistics using C2 curated gene sets [43, 44] and GO term enrichment analysis. 

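The platelet markers moved together across the animals of data set F, and the difference of their mean between susceptible and control mice had opposite signs in the strains. Their mean log2 CPM, over 25 genes such as Ppbp, Thbs1, Vwf and P2ry12, was 7.87 ± 0.68 (SD, n = 5) in B6 susceptible, 7.48 ± 0.40 (SD, n = 5) in B6 resilient and 7.05 ± 0.67 (SD, n = 5) in B6 control mice. The difference of 0.82 between B6 susceptible mice and controls was not larger than the spread between animals allows (exact permutation test, P = 0.111). In D2 mice the mean was 7.20 ± 0.65 (SD, n = 5) in susceptible and 7.93 ± 0.39 (SD, n = 5) in control animals, a difference of -0.73 (exact permutation test, P = 0.0476). It was -0.40 with the 2 D2 animals grouped as in their sample labels, an alternative added after the data were seen (exact permutation test, P = 0.349). Without 1 animal it ranged from -0.91 (without susceptible ED4_3) to -0.49 (without susceptible ED6_5), and P was above 0.05 without any of the other 9 D2 animals (exact permutation tests, 0.0635 to 0.135, the latter without control ED6_38). Thbs1, which platelets release from their granules, had 468.7 ± 349 CPM (SD, n = 5) in B6 susceptible and 200 ± 54.6 CPM (SD, n = 5) in B6 control mice (exact permutation test, P = 0.0794). P2ry12, the ADP receptor of platelets, had 487.7 ± 216 CPM (SD, n = 5) in D2 susceptible and 861.2 ± 226 CPM (SD, n = 5) in D2 control mice (exact permutation test, P = 0.0238). The nominal call of Thbs1 in B6 was lost without susceptible EC3_10 (log2 FC 0.62), and that of P2ry12 in D2 without control ED6_38 (log2 FC -0.77) or susceptible ED6_5 (log2 FC -0.66). Of the other lists, 17 B cell markers had a median strain difference of 0.57, with 8 nominally higher and 0 lower (0 after BH adjustment, 0 when adjusted over the list alone; camera, adjusted P = 2.5e-07; adjusted p = 0.94 with an estimated correlation). None of the 28 erythroid or 21 neutrophil markers had a nominal strain difference.

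**Figure D4:**
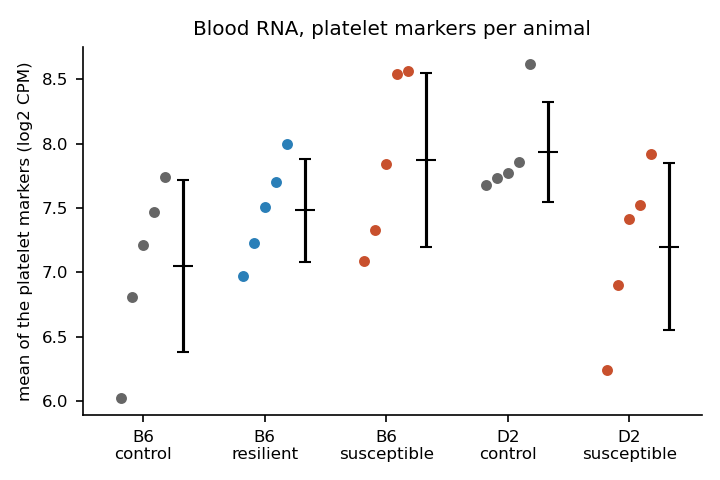
Mean log2 CPM of 25 platelet markers in blood cells (vertical axis) for each animal of the B6 and D2 groups (horizontal axis). Points are animals and bars are the mean with the SD of 5 animals, with 7.87 in B6 susceptible against 7.05 in B6 control mice and 7.20 in D2 susceptible against 7.93 in D2 control mice.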

We found significant enrichment (*P*_*FDR*_ < 0.05) of more than 100 gene sets, with the highest number of common DE genes associated with Alzheimer’s disease gene set (*n* = 17) (S7 and S8 Tables). The average expression levels of genes that were nominally differentially expressed in the BNST and expressed in blood cells (*n* = 788), correlated significantly (Pearson’s correlation, *r* = 0.410, *P* = 2.93E^-33^), confirming a highly similar transcriptome response in both the BNST and the blood cells after CSDS.

**Fig 7:**
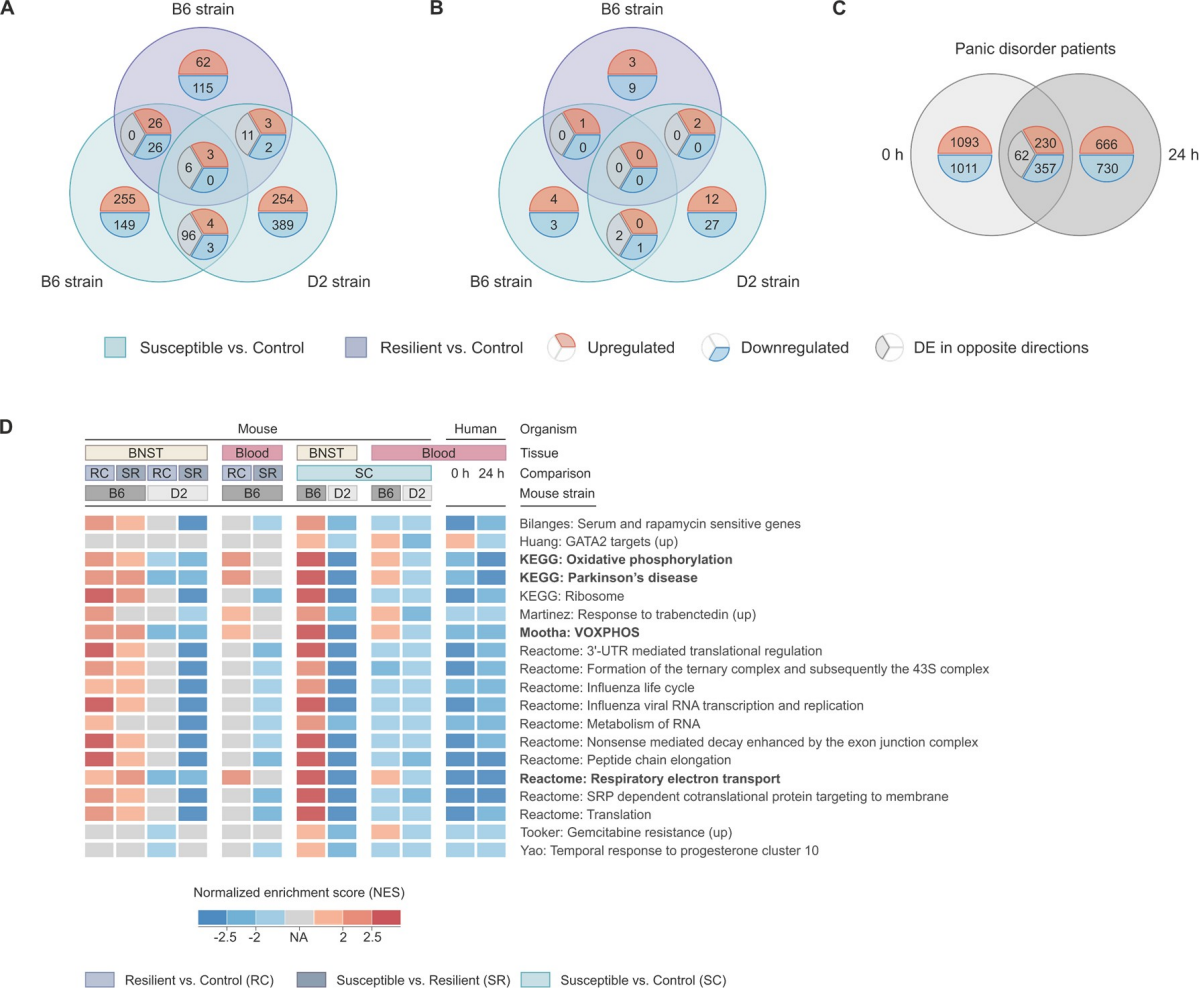
Converging analysis of blood cell gene expression data from stressed mice and panic disorder patients with exposure-induced panic attacks. (A-C) Venn diagrams showing overlap between significantly differentially expressed (A) mouse genes (data set F; *P* < 0.05 and |FC| ≥ 1.2), (B) mouse miRNAs (data set G; *P* < 0.05 and |FC| ≥ 1.2), and (C) genes (data set H; *P* < 0.05) in panic disorder (PD) patients’ blood cells. (D) Merged heatmap from gene set enrichment analysis showing the significantly enriched gene sets (*P*_*FDR*_ < 0.25) present in at least 50% of all comparisons. Gene sets which did not pass the cut-off are marked in gray (NA). A positive (or negative) NES for a given gene set implicates its overrepresentation at the top (or bottom, respectively) of the ranked list of upregulated (or downregulated, respectively) genes. Gene sets are ordered alphabetically. B6: C57BL/6NCrl; BNST: bed nucleus of the stria terminalis; D2: DBA/2NCrl.

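In blood cells of D2 susceptible mice, miRNAs of the miR-181 family and of the Sfmbt2 cluster were lower than in D2 controls. Of 3 measured members of the miR-181 family, which tunes T cell receptor signaling, 2 were lower in D2 susceptible mice after BH adjustment and 0 were higher (2 when adjusted over the list alone). miR-181c-5p had 212.5 ± 35.3 CPM (SD, n = 5) in D2 susceptible and 322.4 ± 47.6 CPM (SD, n = 5) in D2 control mice, a log2 FC of -0.60 (standard error 0.13, adjusted P = 0.0306 from limma), and 4 of 5 susceptible animals lay below each control. miR-181d-5p had a log2 FC of -0.52 (standard error 0.12, adjusted P = 0.0342). The median of the family was -0.52 (camera, adjusted P = 0.0014), and the call held with an estimated correlation (adjusted p = 0.047 with an estimated correlation). Of 7 miRNAs of the Sfmbt2 cluster, a large rodent cluster inside an imprinted gene, 6 were nominally lower and 0 were higher (1 after BH adjustment, 6 when adjusted over the list alone), with a median of -0.58 (camera, adjusted P = 4.5e-04; adjusted p = 0.27 with an estimated correlation). Among them miR-467c-5p had 50.04 ± 13.2 CPM (SD, n = 5) against 80.68 ± 7.3 CPM (SD, n = 5), a log2 FC of -0.72 (standard error 0.17, adjusted P = 0.0342 from limma), and 5 of 5 susceptible animals lay below each control.

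In B6 susceptible mice, miR-503-5p had 113.9 ± 13.8 CPM (SD, n = 5) against 73.32 ± 12.7 CPM (SD, n = 5) in controls (exact permutation test, P = 0.00794). Of the 299 miRNAs, 10 were nominally DE in B6 susceptible (6 higher and 4 lower), 14 in B6 resilient (6 higher and 8 lower) and 37 in D2 susceptible mice (13 higher and 24 lower), each compared to same-strain controls. Between B6 susceptible and resilient mice 8 were nominally DE, 7 higher and 1 lower, and 60 were so in at least 1 comparison. After BH adjustment 3 passed in D2 mice and 0 in each B6 comparison in limma, with or without voom weights. The number in D2 mice depended on single animals, with 0 without any of 6 D2 animals and 11 without susceptible ED3_4, and it was 0 with library size alone as scaling, with which the median log2 FC of all miRNAs in D2 was 0.178, against 0.014. It was also 0 with each strain fitted alone and, chosen after the data were seen, with eBayes without trend or the labels grouping of 2 D2 animals. Of 100 splits of the D2 animals, the real one included, 9 gave as many. Without 1 animal the nominal counts ranged from 8 to 26 in B6 resilient (control EC4_17 or EC4_20 left out), from 5 to 15 between susceptible and resilient (resilient EC3_5 or EC4_8 left out) and up to 57 in D2 mice (control ED6_40 left out).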

To determine which miRNAs are differentially expressed in blood cells in response to CSDS, we performed miRNA-seq followed by DE analysis (Fig 7B). Of the 64 DE miRNAs, only three were differentially expressed in both B6 and D2 mice: miR-148a, miR-181b, and miR-592 (S9 Table). While miR-592 was expressed at a nominally lower level in both B6 and D2 stress-susceptible mice in comparison to the same-strain controls (FC = -1.71, *P* = 0.021, *Padj* = 0.797), miR-148a and miR-181b were expressed at nominally higher levels in B6 susceptible (FC = 1.34, *P* = 0.012, *Padj* = 0.731 and FC = 1.66, *P* = 0.004, *Padj* = 0.526, respectively), but lower levels in D2 susceptible mice (FC = -1.26, *P* = 0.042, *Padj* = 0.328 and FC = -1.41, *P* = 0.038, *Padj* = 0.325, respectively), compared to controls. Additionally, miR-181b was expressed at nominally higher levels in B6 susceptible compared to resilient mice (FC = 1.57, *P* = 0.008, *Padj* = 0.992). 

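miR-181b-5p and miR-148a-5p were higher in blood cells of B6 susceptible mice and lower in those of D2 susceptible mice, and miR-592-5p was lower in both. miR-181b-5p had 3.614 ± 0.992 CPM (SD, n = 5) in B6 susceptible and 2.177 ± 0.604 CPM (SD, n = 5) in B6 control mice (exact permutation test, P = 0.0397). Its log2 FC was 0.73 (standard error 0.24, unadjusted P = 0.00608, adjusted P = 0.606). In D2 mice it had 2.928 ± 0.449 CPM (SD, n = 5) and 4.114 ± 0.618 CPM (SD, n = 5), with 5 of 5 susceptible animals below each control (exact permutation test, P = 0.00794). The D2 log2 FC was -0.49 (standard error 0.24, unadjusted P = 0.0533, adjusted P = 0.364), and the strain difference was -1.22 (standard error 0.34, unadjusted P = 0.00155, adjusted P = 0.232). miR-148a-5p, the lesser strand of a miRNA that acts in B cell tolerance, had 9.501 ± 2.41 CPM (SD, n = 5) against 6.992 ± 1.04 CPM (SD, n = 5) in B6 (exact permutation test, P = 0.0556) and 5.05 ± 0.331 CPM (SD, n = 5) against 6.378 ± 0.728 CPM (SD, n = 5) in D2 mice (exact permutation test, P = 0.00794). Its log2 FCs were 0.42 (standard error 0.17, unadjusted P = 0.02) in B6 and -0.33 (standard error 0.17, unadjusted P = 0.0599) in D2, and the strain difference was -0.75 (standard error 0.24, unadjusted P = 0.00421, adjusted P = 0.315). miR-592-5p had 2.08 ± 0.77 CPM (SD, n = 5) against 3.543 ± 1.11 CPM (SD, n = 5) in B6 (exact permutation test, P = 0.0397) and 2.061 ± 0.894 CPM (SD, n = 5) against 3.433 ± 1.22 CPM (SD, n = 5) in D2 mice (exact permutation test, P = 0.0714). Its log2 FC was -0.77 in each strain (standard error 0.32, adjusted P = 0.904 in B6 and adjusted P = 0.285 in D2), which is nominally DE in both. So 2 miRNAs passed the nominal thresholds in both strains, miR-503-5p, higher in both, and miR-592-5p, lower in both. In B6 mice the nominal call of miR-148a-5p was lost without control EC3_12 (0.36) or susceptible EC4_3 (0.29) and that of miR-592-5p without any of 3 animals (-0.71 to -0.63), and in D2 mice the call of miR-592-5p was lost without any of 4 (-0.67 to -0.57). These miRNAs, apart from miR-503-5p, had fewer than 10 CPM in each group. In the same animals the miR-181b-5p level and the platelet marker mean had r = 0.45 over 25 animals (permutation P = 0.023, adjusted P = 0.031 over 8 relations) and rho = 0.37 (permutation P = 0.068, adjusted P = 0.091). This was r = 0.44 without the 2 animals farthest from the median and r = 0.18 within groups (permutation P = 0.47, adjusted P = 0.47).

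**Figure D5:**
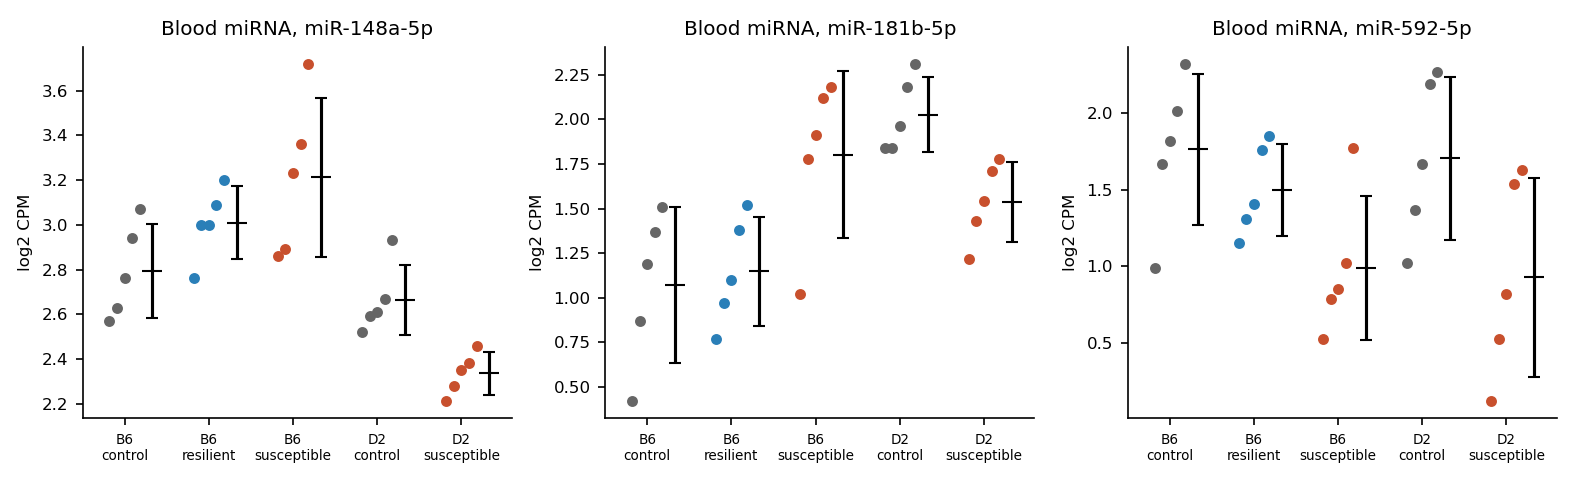
Log2 CPM of miR-148a-5p, miR-181b-5p and miR-592-5p in blood cells (vertical axes) for each animal of the B6 and D2 groups (horizontal axes). Points are animals and bars are the mean with the SD of 5 animals, and the D2 susceptible animals lie below each D2 control animal for miR-148a-5p and miR-181b-5p.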

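Between B6 susceptible and resilient mice, miR-181b-5p had a log2 FC of 0.65 (standard error 0.24, unadjusted P = 0.0128, adjusted P = 0.993). Its level in resilient mice was 2.258 ± 0.476 CPM (SD, n = 5), and 4 of 5 susceptible animals lay above each resilient animal (exact permutation test, P = 0.0397). The other measured members of the family, miR-181c-5p and miR-181d-5p, had log2 FCs of 0.02 and 0.03 in this comparison and were not nominally DE. miR-122-5p, a liver miRNA that reaches the blood, was nominally lower in B6 susceptible mice than in B6 controls, with 31.32 ± 17.9 CPM (SD, n = 5) against 82.73 ± 45.2 CPM (SD, n = 5; exact permutation test, P = 0.0238), a call that was lost without control EC4_19 (log2 FC -1.19) or susceptible EC3_3 (log2 FC -1.18).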

Two of the DE miRNAs, miR-34c and miR-3076, were found in the same comparison (B6 resilient vs. control) in both BNST (D) and blood (G) data sets. 

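miR-34c-5p and miR-3076-3p were lower in blood cells of B6 resilient mice than in B6 controls. miR-34c-5p had 12.18 ± 8.62 CPM (SD, n = 5) in resilient and 28.94 ± 21 CPM (SD, n = 5) in control mice (exact permutation test, P = 0.143). Its log2 FC was -1.31 (standard error 0.58, unadjusted P = 0.0327, adjusted P = 0.934), and in B6 susceptible mice it was -0.95 (standard error 0.58, unadjusted P = 0.113). miR-3076-3p had 1.464 ± 0.786 CPM (SD, n = 5) and 2.419 ± 0.882 CPM (SD, n = 5) in resilient and control blood (exact permutation test, P = 0.0873), a log2 FC of -0.79 (standard error 0.35, adjusted P = 0.934). Bound to AGO2 in the BNST of resilient mice, miR-3076-3p had a log2 FC of 0.65 (standard error 0.39, unadjusted P = 0.108), which is not nominally DE. Across the 25 animals, miR-34c-5p in blood went with the mean of 3 measured markers of ciliated cells (Foxj1, Rarres2 and Mlf1, of 16 listed), with r = 0.62 (permutation P = 9.6e-04, adjusted P = 0.0019 over 8 relations) and rho = 0.58 (permutation P = 0.0027, adjusted P = 0.0055). This relation had r = 0.58 without the 2 animals farthest from the median of the markers and r = 0.67 within groups (permutation P = 7.9e-04, adjusted P = 0.0032). Foxj1, Rarres2 and Mlf1 were near the floor, with means of 0.776, 1.27 and 0.767 CPM, so the marker mean rests on few reads. The lowest log2 CPM of Foxj1 and of Mlf1 was -4.69. The nominal call of miR-34c in resilient blood was lost without any of 4 animals, with log2 FCs between -1.12 and -0.95, and with the name prefix as a covariate (log2 FC -1.28), and that of miR-3076 was lost without any of 5 animals and under voom weights (log2 FC -0.73).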

Notably, miR-34c was expressed at a nominally lower level in B6 resilient mice in comparison to the controls in both tissues (FC = -2.49, *P* = 0.040, *Padj* = 0.955 and FC = -1.77, *P* = 0.041, *Padj* = 0.187, in blood and the BNST, respectively). Of these three miRNAs, miR-148a has been associated with panic disorder [45], and miR-181b proposed as a non-invasive diagnostic marker for schizophrenia [46].

#### Genome-wide response in panic disorder patients’ blood data

We next examined the number of DE probes (*P* < 0.05) in panic disorder patients’ blood cells (data set H), collected directly and 24 h after exposure-induced panic attack in comparison to baseline measurement. Of all 47291 analyzed probes, 5791 (corresponding to 4149 genes) were nominally significantly DE in at least one time point. We observed a higher number of DE genes immediately after the exposure-induced panic attack (*n* = 2753) than 24 h after (*n* = 2045) (Fig 7C). A large number of the identified DE genes (*n* = 649) was common between the comparisons. Following differential expression analysis, the probes were annotated to HGNC Gene Symbols and DE genes (*P* < 0.05) and analyzed for overrepresentation of GO terms. The most significant GO term of Biological process shared between both time points was “Translation” (*P*_*FDR*_ = 1.72E^-7^ at 0 h and *P*_*FDR*_ = 1.97E^-3^ at 24 h). The fifth most significant shared term was “Oxidative phosphorylation” (*P*_*FDR*_ = 8.24E^-5^ at 0 h and *P*_*FDR*_ = 1.39E^-3^ at 24 h) (S10 Table). Overall, we found several enriched GO terms (*P*_*FDR*_ < 0.05) related to translational control and mitochondria in both time points in comparison to the baseline.

#### Changes in mitochondria-related pathways are a feature of anxiety in mice and humans

We next integrated results from the GSEA performed with BNST and blood cell transcriptomic data from stressed mice (data sets A and F) and panic disorder patients exposed to panic attacks (data set H). Due to the large number of data sets, differences in tissue source and organisms, a recommended exploratory false discovery rate (FDR) of 25% [43] was applied. 

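In blood cells of data set F, the median log2 FC of cytosolic ribosomal proteins was slightly negative in susceptible mice of both strains but turned in sign with single alternatives, and camera did not call translation initiation factors and mitochondrial ribosomal proteins. The 78 ribosomal protein genes, which build the translating ribosome, had a median log2 FC of -0.06 in B6 susceptible mice compared to controls (camera, adjusted P = 0.0083; adjusted p = 0.94 with an estimated correlation), with 0 nominally DE and 0 when adjusted over the list alone. In B6 susceptible mice compared to resilient mice the median was -0.10 (camera, adjusted P = 3.8e-06; adjusted p = 0.94 with an estimated correlation). In D2 susceptible mice it was -0.12 (camera, adjusted P = 8.9e-06; adjusted p = 0.94 with an estimated correlation), 0.08 with library size alone as scaling and thus of the other sign. The 75 mitochondrial ribosomal protein genes had medians of -0.05 in B6 and 0.05 in D2 susceptible mice (camera, adjusted P = 0.14 and 0.27), and the 41 eIF genes of translation initiation had -0.04 in both strains (camera, adjusted P = 0.41 and 0.81). Calls here used an adjusted P under 0.05, stricter than the exploratory threshold of the paper's enrichment test on other gene sets. The mitochondrially encoded subunits of oxidative phosphorylation, 7 genes such as mt-Cytb and mt-Nd1, had a median of 0.53 in D2 susceptible mice, with 0 nominally DE and 0 when adjusted over the list alone (camera, adjusted P = 0.0048; adjusted p = 0.94 with an estimated correlation). Without B6 susceptible EC3_10 the medians of the ribosomal protein genes in B6 were 0.04 against control and 0.01 against resilient mice, and the D2 calls were lost without control ED6_40 (ribosomal proteins, -0.02) and without control ED6_39 or susceptible ED6_5 (mitochondrially encoded subunits, 0.37 and 0.28).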

Again, we found enrichment of several mitochondria and translational control-related gene sets (Fig 7D). Intriguingly, the enriched gene sets in the panic disorder patients’ blood cells, both directly and 24 h after exposure-induced panic attack in comparison to the baseline, showed a similar pattern to D2 mice exposed to CSDS, including downregulation of the genes in the enriched pathways. Thus, although we found opposite gene expression patterns in the two mouse strains, the pattern of the highly stress-susceptible mouse strain resembled that of panic disorder patients. These results suggest that the systemic transcriptional regulation of mitochondrial pathways is an evolutionarily-conserved response to anxiety in both humans and mice.

### Susceptibility to psychosocial stress is associated with differences in mitochondrial morphology and number in the B6 BNST

To determine if the observed differences in mitochondrial gene and protein expression are associated with changes in mitochondrial morphology in the pre-synaptic or post-synaptic compartments of neurons, we carried out transmission electron microscopy (TEM) in the BNST after CSDS in B6 and D2 mice. We classified mitochondria as “synaptic” if the synaptic density and vesicles within the post-synaptic terminal were clearly visible (Fig 8A). We observed stress-associated differences in maximum (length) and minimum (width) diameters of mitochondrial cross-sections in the B6 but not in the D2 strain. The B6 susceptible mice had on average 8.4% shorter mitochondrial cross-sections (maximum diameter) than B6 controls (*Padj* = 0.003) (Fig 8B), but no differences in the width (Fig 8C). However, the mean mitochondrial cross section length/width ratio in D2 susceptible, but not B6, mice was 5% larger than in the resilient group (*Padj* = 0.003) indicative of increased maximum, but decreased minimum, diameter (Fig 8D). The mean number of mitochondrial cross-sections was not influenced by stress (Fig 8E). However, when we investigated the pre-synaptic and post-synaptic compartments separately (Fig 8F and 8G), we detected 39% more pre-synaptic cross-sections in susceptible compared to the control B6 mice and 46% less post-synaptic cross-sections in resilient compared to the susceptible B6 mice. In addition, we observed significant strain differences. In general, B6 mice had wider diameter and smaller number of mitochondrial cross-sections than D2 mice, both pre- and post-synaptically (Fig 8B, 8F and 8G). Thus, consistently with our gene and protein differential expression data, we observed significant strain-dependent changes in mitochondrial morphology in the BNST following CSDS.

**Fig 8:**
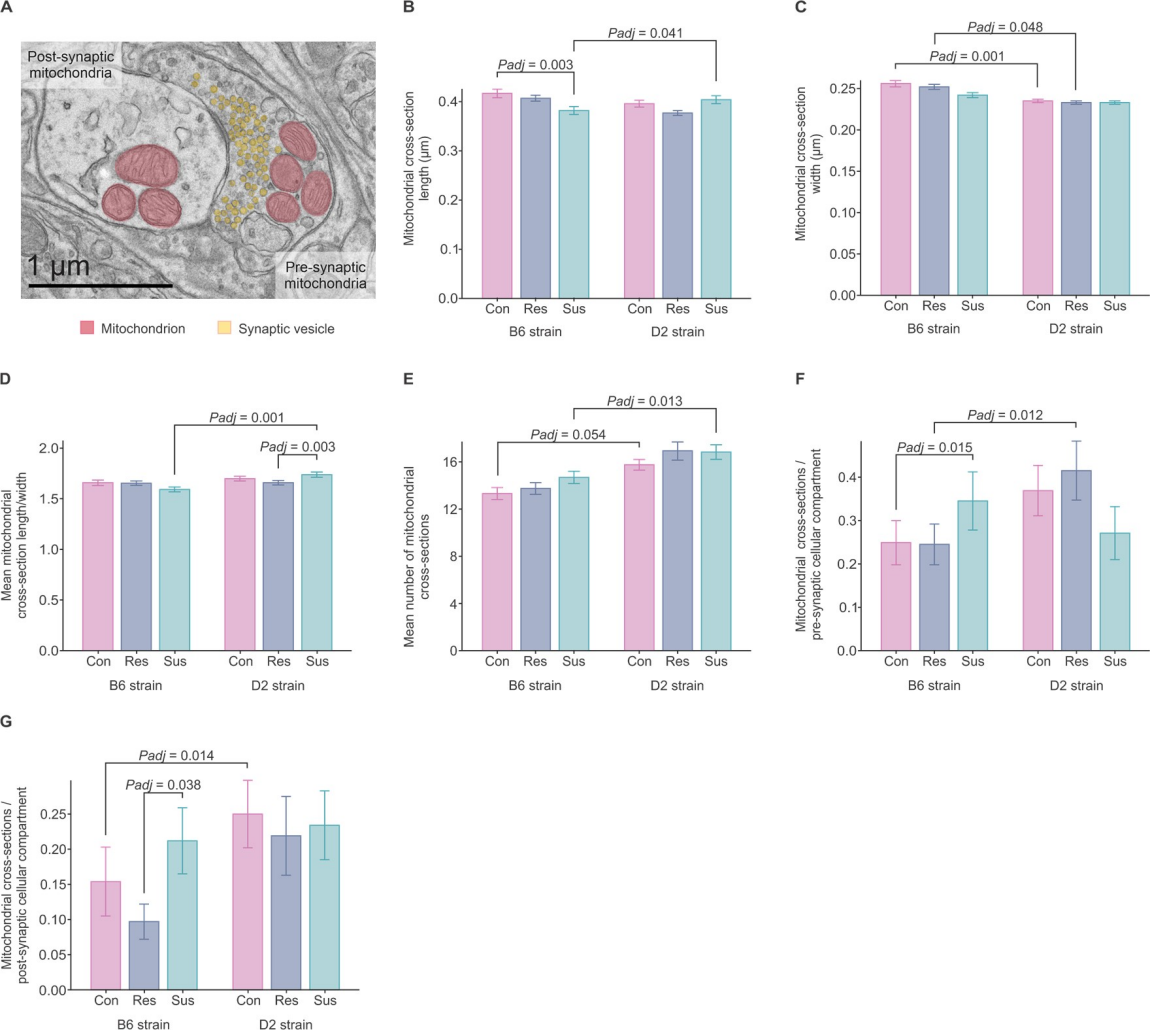
Chronic social defeat stress affects BNST mitochondrial morphology of B6 and D2 mice. (A) Transmission electron microscopy image showing pre- and post-synaptic neuronal compartments, mitochondria (red) and vesicles (yellow) located next to the synapse. (B-G) Graphs showing mean differences between B6 and D2 stress-susceptible, resilient and control mice in (B) maximum (length) and (C) minimum (width) diameters of mitochondrial cross-sections, (D) mean mitochondrial cross-section length/width ratio, i.e., maximum/minimum diameter (E) mean number of mitochondrial cross-sections (F-G) number of mitochondrial cross-sections per (F) pre-synaptic and (G) post-synaptic cellular compartment. *P*-values were adjusted for multiple testing with test-wise Bonferroni correction. Mean values ± S.E.M. B6: C57BL/6NCrl; Con: control; D2: DBA/2NCrl; Res: resilient; Sus: susceptible.

## Discussion

To identify the key biological pathways mediating resilience and susceptibility to psychosocial stress, a risk factor for onset and recurrence of anxiety disorders, we applied a cross-species multi-omics approach. In a chronic psychosocial stress mouse model, we found differential expression of mitochondrial-related genes and proteins both in the BNST and blood cells. However, the pattern of differential expression was opposite in the B6 and D2 mouse strains. Subsequently, we tested whether the same pathways are involved in acute anxiety provocation in panic disorder patients. Our analyses revealed a consistent convergence of differentially expressed mitochondria-related pathways in the blood samples from panic disorder patients after exposure-induced panic attack. As in the stress-susceptible D2 mice, these genes were downregulated during and after panic attack in patients. Consistently, we observed significant strain-dependent stress-associated differences in mitochondrial morphology in the BNST. Taken together, our results have uncovered an evolutionarily-conserved mitochondrial signature that characterizes anxiety-related behavior in mammals.

Of the mitochondrial genes, especially those related to oxidative phosphorylation were differentially expressed in both BNST and blood cells after chronic stress in mice and during exposure-induced panic attacks in panic disorder patients. These genes, that regulate both ATP production and apoptosis, had lower expression levels in the susceptible D2 mice compared to controls and in the panic disorder patients during and after panic attack. The expression levels of the same genes were higher in the susceptible B6 mice compared to controls. In a bidirectionally bred mouse model of trait anxiety (the HAB/LAB mice), we previously observed increased expression of electron transport chain proteins in the cingulate cortex synaptosomes of the high-anxiety mice [47]. In an outbred strain rat model of social behavior, highly anxious rats that were prone to become subordinate during a social encounter with a rat with low levels of anxiety had lower levels of mitochondrial complex I and II proteins in the nucleus accumbens [48]. In a study that specifically investigated gene expression of mtDNA-encoded genes [49], four of these genes (*mt-Nd1*, *mt-Nd3*, *mt-Nd6*, and *mt-Atp6*) were downregulated after acute immobilization stress in the hippocampus. However, after chronic immobilization stress *mt-Nd6* was upregulated. These effects were mediated by glucocorticoids. Thus, also previous studies have found changes in brain mitochondrial gene expression in anxiety-like behavior and after stress, but the directionality of these changes was depended on the model of anxiety and the duration of the applied stressor (e.g. acute versus chronic stress). Our results extend these previous observations by showing that the directionality of the changes may likely be influenced by the genetic background of the strain, and may be related to the innate anxiety level or stress susceptibility of these strains. Moreover, the greatest advantage of multi-omics studies is their ability to identify the most significantly affected pathways from measurements of thousands of molecules. Although mitochondrial pathways have previously been associated with anxiety, our hypothesis-free approach established their dysregulation as a major brain stress response.

We also observed differences in mitochondrial morphology and/or number of mitochondrial cross-sections in B6 and D2 mice after CSDS in the BNST. Stress-susceptible B6 mice had a larger number but shorter pre- and post-synaptic mitochondrial cross-sections compared to B6 control or resilient mice. In the D2 strain, stress-susceptible mice had slightly increased mitochondrial cross-section length/width ratio compared to the resilient mice. Previously, nocturnal aggression stress has been associated with slightly smaller pineal gland mitochondrial size in gerbils [50]. Chronic, but not acute, immobilization stress in rats leads to increased mitochondrial area in hippocampal mossy fiber terminals [51]. Thus, psychological stress is associated with morphological changes of mitochondria, but how these changes relate to mitochondrial function remains to be revealed. Cellular stress can affect mitochondrial morphology, e.g. in the form of hyperelongation, donut formation, or fragmentation in response to cytochrome c release [52]. In response to ER stress, which leads to downregulation of protein synthesis through the eIF2 pathway involved in mRNA translation, mitochondria reshape and become longer to promote cellular energy levels [53]. It has been proposed that the cumulative effect of stressors over time contribute to mitochondrial allostatic load and overload, and as a consequence lead to recalibration of mitochondrial structure and functional adaptation (e.g. activation of hormonal receptors) as well as dysregulation of gene expression, inflammatory response, and apoptosis [54–56]. In this model, mitochondria interact bidirectionally with stress mediators, but their adaptive capacity and the direction of changes related to mitochondrial function in response to stressors depend on the innate resilience of the organism and the effects of long-term programming during critical developmental periods.

In addition to the opposite directionality of mitochondria-related pathways, we found strain-specific expression patterns of differentially expressed miRNAs. Notably, miR-34c was expressed at a lower level in both blood cells and BNST of B6 resilient mice compared to controls after CSDS. Several members of the miRNA-34 family are differentially expressed in psychiatric conditions in humans: miR-34a is expressed at a higher levels in blood cells of patients with schizophrenia [57], and miR-34b-5p and mir-34c-5p in patients of major depressive disorder [58]. Furthermore, miR-34a expression is higher in the postmortem cerebellum of patients with bipolar disorder [59]. In mice, we have previously shown that both miR-34a and miR-34c are induced by acute and chronic stress in the amygdala, and that injection of miR-34c to amygdala is anxiolytic after a stress challenge [60]. In a rat model of early adolescent traumatic stress, miR-34c was upregulated in the hypothalamus [61]. Many of the miR-34 family effects on stress may be mediated through the CRFR1 [60]. 

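AGO2-bound Crhr1, the mRNA of the receptor CRFR1 (ENSMUSG00000018634, chromosome 11 of GRCm38, 104132855 to 104175523), had 17.16 ± 5.68 CPM (SD, n = 4) in B6 susceptible and 12.94 ± 4.24 CPM (SD, n = 5) in B6 control BNST (exact permutation test, P = 0.222). In resilient mice it had 17.18 ± 5.95 CPM (SD, n = 5; exact permutation test against controls, P = 0.214). The log2 FCs were 0.41 (standard error 0.27) in susceptible and 0.41 (standard error 0.26) in resilient mice, and neither was nominally DE (adjusted P = 0.403 and adjusted P = 0.374). Crhr1 is not among the 13084 genes of data set F, so the blood libraries give no value for it.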

We did not find CRFR1 differential expression in the BNST or blood, suggesting existence of alternative main targets in these tissues. In addition to these two miRNAs differentially expressed only in the B6 strain, we found two out of three miRNAs, miR-148a and miR-181b, to be DE in opposite directions between the strains in blood cells. miR-148a has been previously associated with panic disorder [45] and miR-181b has been identified as a possible marker for schizophrenia [46] and Alzheimer’s disease [62]. Higher expression of miR-181b has been previously correlated with an increase in mitochondrial oxidative stress and oxidative DNA damage [63], an early and systemic process in the pathophysiology of Alzheimer’s disease [64, 65]. Both miRNAs are highly conserved between mice and humans [66].

In addition to differential expression of mitochondria-related pathways and miRNAs, we found distinct molecular responses in the two strains in dopamine- and cAMP-regulated neuronal phosphoprotein (DARPP-32/PPP1R1B) and associated Dopamine-DARPP-32 Feedback in cAMP and Ca^2+^ Signaling pathway. Increased expression of DARPP-32 protein was previously observed in the prefrontal cortex and the amygdala of socially defeated B6 mice [36]. DARPP-32 has been proposed to act as an integrator of dopaminergic and glutamatergic signaling [67] and elevated levels of its truncated isoform were reported in schizophrenia, bipolar disorders and major depression as well as poor cognitive functioning [40]. These results implicate genetic background-dependent differences in susceptibility to chronic stress between the strains [68, 69]. Overall, our results suggest that transcriptomic response to stress is strongly dependent on the genetic background.

At the behavioral level, innately anxious D2 mice were more susceptible to CSDS than the less anxious B6 mice. While relatively few studies have examined strain differences in response to repeated stress [68, 70–72], and CSDS in particular [4, 73, 74], their findings similarly implicate heightened stress susceptibility in more anxious strains (e.g., BALB/cJ, D2). D2 resilient mice responded to CSDS with higher stress-induced locomotor activity in comparison to the D2 susceptible mice. Additionally, D2 resilient mice with higher social interaction ratios also had an elevated latency to immobility in the FST, suggesting resistance to behavioral despair or lack of adaptation aimed at energy conservation in the face of inescapable situation [75, 76]. In contrast, B6 mice did not differ in either measurement. The two strains also varied in the body weight development during and after CSDS. While the body weight decreased in the defeated D2 mice in comparison to the D2 controls and the baseline weight, the defeated B6 mice gained weight during the CSDS, similarly to the B6 controls. Taken together, we found that genetic background influences adaptation of different stress-coping strategies, as observed previously [4, 77].

For neuropsychiatric diseases, such as panic disorder, obtaining samples from the brain is essentially impossible for a reasonably large and representative sample sets. Therefore, the existence of tissue, which is more accessible and could be used as surrogate for gene expression in the central nervous system, is crucial. In our data set, the overall gene expression pattern between the BNST and blood cells was moderately correlated in both mouse strains. These results are in accordance with previous studies investigating gene expression similarities between the whole blood and multiple brain regions in humans, and suggest that gene expression is not perfectly correlated between brain and blood, but may be useful for studying certain pathways, e.g. related to translational control [78]. On the pathway level, oxidative phosphorylation-related genes were differentially expressed both in the mouse BNST and blood cells, and in the panic disorder patient blood cells. These genes were upregulated in the defeated B6 and downregulated in the defeated D2 mice compared to controls both in the BNST and blood cells. 

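In blood cells, single nuclear-encoded subunits of oxidative phosphorylation were nominally higher in resilient B6 mice and lower in D2 susceptible mice than in controls. Of 77 subunits, 4 were nominally higher and 0 lower in B6 resilient mice (0 after BH adjustment, 0 when adjusted over the list alone). Their median log2 FC was 0.12 (camera, adjusted P = 1.3e-05; adjusted p = 0.94 with an estimated correlation), and -0.07 with library size alone as scaling, and the call was lost without resilient EC3_2 (median 0.06). In B6 susceptible mice 2 were nominally higher and 0 lower, Cox6b1 and Cox5a of cytochrome c oxidase, with a median of 0.10 (camera, adjusted P = 0.051; 0 when adjusted over the list alone) that was -0.06 with library size alone. In D2 susceptible mice 4 were nominally lower and 0 higher (0 after BH adjustment, 1 when adjusted over the list alone), with a median of -0.06 (camera, adjusted P = 0.098) that was 0.14 with library size alone. Over all 13084 genes, 115 were nominally higher in B6 resilient, 465 higher in B6 susceptible and 574 lower in D2 susceptible mice. In susceptible mice of both strains the shares of the list were thus near those of all genes. The paper used a preranked enrichment test of curated gene sets at a looser, exploratory threshold, and those sets were not tested here. The medians in susceptible mice had the directions that the paper gives, and the opposite ones with library size alone. Of the 154 genes with opposite directions, 2 were such subunits (Fisher's exact test, P = 0.23). Ndufs4, an accessory subunit of complex I, had 33.12 ± 5.47 CPM (SD, n = 5) in D2 susceptible and 52.57 ± 6.47 CPM (SD, n = 5) in D2 control mice (exact permutation test, P = 0.00794). Its log2 FC was -0.67 (standard error 0.15, unadjusted P = 2.05e-04, adjusted P = 0.529). The strain difference of the list had a median of -0.12, with 6 subunits nominally lower and 0 higher (2 when adjusted over the list alone; camera, adjusted P = 0.023; adjusted p = 0.94 with an estimated correlation), and 0.23 with library size alone as scaling, and without any of 5 animals the call was lost (medians -0.11 to -0.08). Platelet markers moved in the same directions in these animals, and with their mean as a covariate the strain difference of Cox6b1 was -0.25 and was no longer nominal. Whether other covariates do the same to Cox6b1 was not tested, so this does not single out platelets. For the negative correlation of the strains' fold changes, 99 random lists of like size and level as covariates left at most 19.3%.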

Strikingly, this pathway was downregulated in panic disorder patients directly and 24 h after an exposure-induced panic attack. It is interesting that the gene expression pattern of the patients resembles that of the more stress-susceptible mouse strain, suggesting that stress-susceptibility may involve a general modulation of genes associated with mitochondrial function. There are several caveats in comparing a post-mitotic brain region to a peripheral biospecimen, which are very different in terms of mitochondrial metabolism, but nonetheless, we observed a consistent and converging signature that warrants further investigations. Altogether, our data reinforce the utility of cross-species approaches in the identification of the biological basis of human anxiety disorders but advises careful selection of mouse strains for the best translatability of the findings.

Although we concentrated on mitochondrial pathways and anxiety susceptibility in our follow-up experiments, we also found several pathways in the mouse transcriptomic and proteomic experiments associated with stress resilience. Stress resilience is considered an active, adaptive response to stress, not merely a lack of maladaptive symptoms [79]. Studying of resilience is challenging in humans due to a lack of well-controlled cohorts. However, translational studies on stress resilience would be highly warranted to understand the underlying mechanisms providing putative means to enhance resilience in stress-susceptible individuals.

In conclusion, our cross-species multi–omics approach found a systemic evolutionarily conserved mitochondrial response in anxiety-related behaviors in mice and in panic disorder patients. We have produced a large amount of mRNA, miRNA, and protein expression data and made it publicly available to provide a resource for formulation of additional hypotheses on psychosocial stress-induced anxiety in mice, and panic disorder in humans. Our converging findings on stress-susceptibility in both brain and blood cells indicated dysregulation of translation and mitochondrial-related pathways. Further functional studies underlying the mechanisms behind the observed differences in mitochondrial morphology and the dysregulation of the mitochondria-related genes will provide much needed insight into the molecular basis of panic disorder and other anxiety disorders, a critical step in developing future targeted therapies.

## Materials and methods

### Ethics statements

All animal procedures were approved by the Regional State Administration Agency for Southern Finland (ESAVI-3801-041003-2011 and ESAVI/2766/04.10.07/2014) and carried out in accordance with directive 2010/63/EU of the European Parliament and of the Council, and the Finnish Act on the Protection of Animals Used for Science or Educational Purposes (497/2013). All human procedures and research were approved by the Ethics Committee of the Ludwig Maximilian University, Munich, Germany, Project MARS Anxiety, IRB Number 318/00, in accordance with the Declaration of Helsinki. Written informed consent was obtained from all participants.

### Animals

Male 5-week-old B6 and D2, and 13-26-week-old Clr-CD1 (CD-1) mice (Charles River Laboratories, Sulzfeld, Germany) were housed in pathogen-free, humidity- (50 ± 15%) and temperature-controlled (22 ± 2°C) animal facility on a 12 h light-dark cycle (lights on at 6 a.m.) and with ad libitum access to Teklad 2916 rodent chow (Envigo, Huntingdon, United Kingdom) and water. All B6 and D2 mice were acclimatized for 10 days prior to CSDS in groups of 4–6 mice housed in Makrolon Type III cages. CD-1 mice were acclimatized for one week in single individually ventilated cages (IVC) (Tecniplast, Buguggiate, Italy) prior to CD-1 aggressor screening.

### Behavioral experiments in mice

#### CD-1 aggressor screening

Before the beginning of the CSDS paradigm, all CD-1 mice were screened for appropriate aggression levels as previously described [3, 4, 80].

#### CSDS

B6 and D2 male mice were subjected to 10-day CSDS (Fig 1A) according to the original published protocol [80] with few modifications [4]. In brief, the protocol involved a daily confrontation of maximum of ten minutes of two conspecific mice, the resident (CD-1), also referred to as the aggressor, and the intruder (B6 or D2) (Fig 1B). The intruder mouse was rotated every day, during the 10 days of CSDS, to avoid habituation to the aggressors. The mean duration of the contact with an aggressor for the B6 strain was 6 min 5 s and for the D2 strain 3 min 15 s. During the 10-day protocol, the B6 and D2 control mice were housed in identical cages, separated by a clear plexiglass divider, with one mouse per side (Fig 1C) [80]. Similar to the defeated mice, every 24 hours the control mouse was placed into a cage with a new unfamiliar neighbor mouse. However, unlike the defeated mice, the control mice were always separated by a perforated plexiglass divider and were never in physical contact with their neighbors.

#### Social avoidance (SA) test

Twenty-four hours after the last day of CSDS, mice were exposed to social avoidance test (Fig 1D), as previously described [4, 6]. Briefly, the test consisted of two trials, each lasting 150 sec. During the first trial (*no target*), the defeated or control mouse was placed in the center of an open arena (42 cm x 42 cm) in which an empty perforated plexiglass cylinder was positioned next to one of the walls. During the second trial (*target*), the empty plexiglass cylinder was replaced with a new one containing an unfamiliar social *target* CD-1 mouse. The movements of the defeated or control mouse were tracked with a camera connected to a computer with EthoVision XT 10 software (Noldus Information Technology, Wageningen, Netherlands) and the amount of time the mouse spent in the interaction zone (IZ), that is the semicircle area around the plexiglass cylinder, was recorded. This test allowed us to divide the defeated mice into stress-susceptible and stress-resilient groups. To do so, we determined the mean and median social interaction (SI) ratio for a larger cohort of control mice separately in each strain (B6 = 126, D2 = 114) [4]. SI ratio was calculated by dividing the time spent in the IZ during the second trial by the time spent in the IZ during the first trial. Importantly, we confirmed that the total time of interaction with the aggressors during the CSDS did not correlate with the SI ratio of the defeated mice in neither the B6 nor the D2 strain (Pearson’s correlation, *r* = -0.034, *P* = 0.73 and *r* = -0.121, *P* = 0.32, respectively). Subsequently, we log-transformed the data from both defeated and control groups, to obtain normal distribution and removed outliers, defined as mice with SI ratio above > 3 IQRs from the median. We next divided the defeated mice to stress-resilient and susceptible groups based on the SI ratio, with the border determined as the controls’ mean SI score minus one SD. The SI score border value for B6 was 76.49, and for D2 105.99 [4]. Of the B6 mice subjected to SA test, 9% of the susceptible, 20% of the resilient and 35% of the control mice were included in our previous study [4]. The defeated and control mice for gene expression and proteomic profiling experiments (see below) were collected across six cohorts, with each cohort being equally divided between the experiments, and SI ratios being equally distributed between the experiments within each phenotypic group. We selected a subset of defeated and control animals for the sequencing and proteomics analyses based on their SI ratios. For the resilient and susceptible groups, we selected mice representing the phenotypic extremes, i.e., those with the highest and lowest SI ratios, respectively. For the control groups, we selected mice with SI ratios closest to the mean. We estimated the sample size based on successful prior sequencing experiments using the CSDS model [4, 16, 81]. However, for some groups (especially D2 resilient mice), we were limited by the availability of these mice, which could be obtained with reasonable number of defeated animals.

**Forced swim test (FST)** was performed five days after the end of CSDS as described in [4].

**Body weight** was recorded on days 1, 4, 6, 8, 10 and 12 of the CSDS. Following the exclusion of outliers, defined as a modified Z-score > 3.5 (*n* = B6: Resilient = 1, Control = 4; D2: Susceptible = 7, Resilient = 2, Control = 3) [82], mean percentage of original body weight was calculated as the difference between the first and fourth-12th days, divided by the first body weight. Inferential statistical testing by mixed-design repeated measure ANOVA with Tukey’s HSD multiple comparison test was carried out separately for both strains to assess the interaction effect on weight between time and phenotype. One-way ANOVA with Bonferroni correction was performed to estimate differences between all phenotypic groups, separately for each strain and day. All calculations were done with SPSS Statistics 25 (IBM, NY, USA).

### Gene expression profiling from mouse BNST and blood cells

#### Brain tissue collection

Mice were sacrificed by cervical dislocation 6–8 days after the end of the CSDS. The order, in which the mice were sacrificed, was counterbalanced across days and phenotypes. BNST was dissected as previously described [83]. Briefly, the brain was placed on a cold steel 1 mm brain matrix. A 2 mm slice was taken using designated anatomical coordinates, the optic chiasms, corresponding to Bregma -0.75–1.25 (Fig 2A). The slice was immediately frozen on dry ice and the area of interest below the lateral ventricles was punched using blunted 16G microdissecting needle (Sigma-Aldrich, MI, USA). The punches were flash-frozen in liquid nitrogen and stored at -80°C.

#### Blood collection

Trunk blood was collected at the moment of decapitation into a 1.3 ml Eppendorf tube coated with EDTA (Sarstedt, Vantaa, Finland). TRIzol LS reagent (Thermo Fisher Scientific, MA, USA) was immediately added (3:1 ratio of reagent to blood) and the samples were stored at -80°C for a maximum of two weeks prior to RNA extraction [84].

#### Immunoprecipitation of AGO2 protein

Immunoprecipitation of AGO2-bound miRNAs and their target mRNAs was performed as previously described [23].

#### Sequencing of RNA (RNA-seq), mRNA (mRNA-seq) and small RNA (miRNA-seq)

In total, five sequencing experiments were carried out (Fig 2C), three from the BNST, that is 1) sequencing of RNA, thereafter called data set A, and 2) sequencing of active miRNAs and their mRNA targets from the AGO2 immunoprecipitation samples, thereafter called data sets D and E, respectively, and two from blood cells, that is 3) sequencing of RNA and miRNAs extracted from blood cells, thereafter called data sets F and G, respectively. The data set A was previously included as a part of another publication [4]. Total RNA from the BNST and blood cells was extracted with TriReagent (Molecular Research Center Inc., OH, USA) or TRIzol LS reagent (Thermo Fisher Scientific, MA, USA), respectively, and RNA from the AGO2 immunoprecipitation samples was isolated using the RNeasy plus kit (Qiagen, Hilden, Germany) according to the manufacturers’ instructions. RNA quantity was measured using QuBit 2.0 Fluorometer (Invitrogen, CA, USA) and the quality assessed with an Agilent 2100 Bioanalyzer using RNA 600 Nano Chip and Small RNA Kits (Agilent Technologies, CA, USA).

For RNA-seq (data sets A and F), rRNA was depleted with custom Insert Dependent Adaptor Cleavage (InDA-C; data set A) primers or Ribozero Globin depletion Kit (data set F; Illumina, CA, USA) and fragmented using the S2 ultrasonicator (Covaris Inc., MA, USA). Sequencing libraries were prepared with Ovation Universal RNA-Seq System (data set A; NuGEN, Leek, Netherlands) or TruSeq Stranded mRNA Library Prep (data set E; Illumina, CA, USA) or TruSeq Stranded Total RNA (data set F; Illumina, CA, USA) Kits, size-selected with Pippin Prep (Sage Science, MA, USA) and sequenced on NextSeq 500 (single-end 86 bp, 84 bp and 75 bp respectively; Illumina, CA, USA). Following quality assesment with FastQC and adapter trimming with FastX toolkit v0.0.13, PCR duplicates were removed with PRINSEQ v0.20.4 (data set A). Reads were aligned with STAR v2.5.0c [85] using default settings to mouse genome GRCm38, and annotated to gene exons with HTSeq v0.6.1 [86] using GTF release 86 (update 2016–10).

For miRNA-seq (data sets D and G), sequencing libraries were prepared with TruSeq Small RNA Library Prep Kit (data set D; Illumina, CA, USA) and NEXTflex Small RNA-Seq Kit v3 (data set G; Bioo Scientific, TX, USA). The libraries were enriched by size selection with Pippin Prep (Sage Science, MA, USA) and sequenced on NextSeq 500 (single-end 76 bp; Illumina, CA, USA). Following adapter trimming with FastX toolkit v0.0.13 (data sets D and G) and PRINSEQ v0.20.4 (data set G), the reads were aligned to mouse reference miRNAs (miRBase v21) using miRDeep2 v0.0.7 [87] and to mouse genome GRCm38 (GRCm38) using bowtie v1.1.1 [88]. The expression levels of mature miRNAs were quantified using miRDeep2 v0.0.7 quantifier.pl module. We excluded one sample from data set D due to failed library preparation.

**Differential expression (DE) analysis** was performed using limma eBayes [24, 89] to identify statistically significantly DE genes between stress-resilient, susceptible, and same-strain controls. Low-abundance genes were removed prior to data normalization with voom [90], keeping genes with at least one count per million (CPM) in at least six (data sets A, F-G) or three (data sets D and E) samples [86]. Subsequently, the data was adjusted for library preparation batches (data set A), experimental cohort number (data set E) and detected surrogate variables (data set D) with ComBat [91]. Gene expression data is available under GEO accession GSE122840.

### Proteomic profiling from mouse BSNT

#### Brain tissue collection

Mice were anesthetized with isoflurane (4.0–4.2% for induction, 2.2–2.3% in 1 L per minute O2-flow for maintenance) and transcardially perfused with 0.9% saline solution (4°C). Following perfusion, the mice were decapitated and the BNST was collected as described earlier (Fig 2A).

#### Proteomic analysis

Four mg mouse BNST tissue was homogenized in 150 μl of protein extraction buffer (7 M Urea, 2 M Thiourea, 4% (v/w) CHAPS, 2% (v/w) ASB-14, 70 mM DTT) containing protease inhibitor cocktail tablets (Roche Diagnostics, Mannheim, Germany) and phosphatase inhibitor cocktails 1 and 2 (Sigma, MO, USA) using a pestle for 2 min and then sonicating in a water bath. The homogenized sample was centrifuged for 10 min at 20000 g at 4°C. The supernatant was collected, and the protein concentration was determined with a Bradford protein assay (Bio-Rad Laboratories GmbH, Munich, Germany). A reference sample was prepared from an equal mixture of all samples. One hundred μg protein samples were first reduced at 60°C for 30 min, and then alkylated by adding 50mM iodoacetamide and incubating for 30 min at RT in the dark. The samples were washed 3 times with 100 mM phosphate buffer, 1 M urea, pH 8.5 using Microcom UltraCel YM-30 filter (Millipore, MA USA), by spinning at 14000 g for 3 min at RT. Trypsin digestion was carried out using 1:50 enzyme to protein ratio with Trypsin sequencing Grade Modified (Serva Electrophoresis GmbH, Heidelberg, Germany), and incubating overnight at 37°C. The tryptic peptides were recovered by centrifugation at 15000 g x 10 min. Aliquots equivalent to 20 μg peptides were labeled with ICPL (Isotope Coded Protein Labeling) labeling reagents ICPL0 and ICPL6 (Serva Electrophoresis GmbH, Heidelberg, Germany), according to the manufacturer’s instruction. ICPL 6 labeled peptides were mixed with equal amounts of ICPL 0 labeled reference sample. The labeled peptide samples were desalted using OMIX tip (Varian, CA, USA). The desalted ICPL-labeled peptides were analyzed in triplicates by LC-MS/MS using Dionex HPLC system (Thermo Scientific, MA, USA) coupled to Q-Tof Impact HD II (Bruker Daltonic, Bremen, Germany) mass spectrometer. Two μg peptides were separated on an Acclaim PepMap RSLC nano column (C18, 50 cm x 75 μm) (Dionex, Thermo Scientific, MA USA) at 35°C, applying a 90 min gradient from 4 to 45% of 80% acetonitrile in 0.1% formic acid, at 300 nl/min flow rate. The mass spectrometer was run in positive mode in the mass range from 150 to 2200 m/z. Top 20 method was used to select the precursor ions for MS/MS. MS and MS/MS raw data were searched against SwissProt *Mus musculus* database using Mascot v2.3.0.2 (Matrix Science, London, UK) search engine implemented in ProteinScape v3.0 (Bruker Daltonik, Bremen, Germany). For the database search, carboamidomethylation on cysteine, ICPL 0 and ICPL 6 at lysine and aminoterminus were set as stable modifications; methionine oxidation was set as variable modification. Enzyme was set as trypsin, and one missed cleavage was allowed. The mass tolerance was set at 10 ppm for the precursor and 0.05 Da for the peptide fragments. The false discovery rate (*P*_*FDR*_) of 99% for all quantified peptides was determined through a target decoy approach. The H/L relative peptide quantification ratios were calculated based on the peptide pairs found in the MS spectra with the support of WRAPLC algorithm implemented in ProteinScape v3.0. Only proteins identified by at least two unique peptides in two out of three replicates, and with an H/L variability of less than 30% were selected for downstream analyses.

#### Differential expression (DE) analysis

For all selected proteins, an average ratio value across all technical replicates was calculated, log2-transformed and normalized for systematic biases with EigenMS [92] method implemented in DanteR R package [93]. The differential expression analysis was then performed using limma eBayes [24, 89, 94, 95]. Protein expression data is available at the Center for Computational Mass Spectrometry (MSV000083001).

### Human panic disorder sample

Twenty-one (*n* = 6 males, age 29.33 ± 8.48 years; *n* = 15 females, age 32.60 ± 9.61 years) non-medicated panic disorder patients were recruited in the anxiety disorder outpatient unit at the Max Planck Institute of Psychiatry, Munich, Germany. Panic disorder without (*n* = 3; 14.3%) or with (*n* = 18; 85.7%) comorbid agoraphobia was assigned as the primary diagnosis, mild secondary depression was allowed (*n* = 2; 9.5%). The diagnosis was ascertained by trained psychiatrists according to the Diagnostic and Statistical Manual of Mental Disorders (DSM)-IV criteria as previously described [96]. Exposure sessions were conducted outside the clinic, depending on the feared situation (e.g. subway, supermarket, tower) and specific concern (e.g. fainting, asphyxiation, losing control). The kind and site of exposure was determined by the patient, with the goal of highest fear provocation. On the day of the exposure and post-exposure day, the patients were instructed to eat a certain breakfast; smoking, exercises/sports or intake of caffeine was not allowed. Each exposure was performed in the morning, starting at 8 a.m. to 9 a.m. For all three time points (baseline, 1 h and 24 h post-exposure) peripheral blood was collected using PAXgene Blood RNA Tubes (PreAnalytiX, Hombrechtikon, Switzerland) and processed as previously described [96]. Blood cell RNA was hybridized to Illumina HumanHT-12 v4 Expression BeadChips (Illumina, CA, USA). Raw probe intensities were exported with Illumina’s GenomeStudio. Cross-hybridizing probes as well as probes binding to X and Y chromosomes were removed to avoid a possible gender effect [96]. Probes with detection *P*-value larger than 0.05 in > 50% of the samples were excluded from the analysis. For each transcript, normalization was performed using Variance stabilization and calibration for microarray data (VSN) R package. Subsequently, technical batches associated to Chip Barcode and Bead Chip ID were identified and removed with ComBat [91]. The probes were annotated to HGNC GeneSymbols using the Illumina platform annotation file and biomaRt R package v2.36.1 [97]. Probes not annotated to any genes and those annotated to multiple genes were excluded from downstream gene set enrichment analyses. Gene expression data is available in GEO (GSE119995).

#### Ingenuity Pathway Analysis (IPA)

The core and comparison network analyses were generated with IPA v.48207413 [27] for all genes (data set A) and proteins (data set B) with nominal *P* < 0.05 and absolute fold change (|FC|) **≥** 1.2. Analysis comparison is shown for dysregulated pathways with at least 2/12 comparisons with *P*_*FDR*_ < 0.05 and at least 4/12 comparisons with *P* < 0.05 (Fig 4A). In Fig 4B, we selected upstream regulators present in at least 25% of all comparisons with *P*_*FDR*_ < 0.05. Pathways and upstream regulators are organized alphabetically.

**Gene set enrichment analysis (GSEA)** was applied to all genes and proteins from mouse gene expression (data sets A and F) and proteomic experiments (data set B), as well as gene expression data from human PD cohort (data set H). All analyses were run using the Preranked tool implemented in GSEA Desktop v3.0 [43, 44] and the curated gene sets (C2) of the Molecular Signature Database (MSigDB) v6.0 (http://www.broad.mit.edu/gsea/). Metric rank for the analyzed genes and proteins was calculated as described before [98]. The significantly enriched gene sets present in at least 50% of the data sets, in their respective comparisons (S3 Fig, *P*_*FDR*_ < 0.25; and Fig 7D, *P*_*FDR*_ < 0.25), and both panic disorder (PD) patients’ blood data time points (Fig 7D), were selected for visualization. Gene sets are listed alphabetically. The DE genes, common between the strains in the susceptible mice in comparison to the controls (data sets A and F) were further investigated by hypergeometric distribution implemented in the MSigDB v6.0. The 100 most significant results with *P*_*FDR*_ < 0.05 were reported.

#### Gene Ontology (GO) term enrichment

We analyzed GO term enrichment for differentially expressed genes (*P* < 0.05 and |FC| **≥** 1.2) overlapping between the B6 and D2 susceptible mice in comparison to the controls using the topGO R package [99], with standard parameters. Classical enrichment analysis by testing over-representation of GO terms with the group of differentially expressed genes (*P* < 0.05) was used for the analysis of human data set (H). All expressed genes were used as a background.

### Western blot analysis

To select proteins for technical validation with Western blot, we performed a literature search on molecules overlapping the transcriptomic (A and E) and proteomic (B) data sets, and which were also present in at least one of the significantly dysregulated canonical pathways (Fig 4A) or mitochondria-related gene sets (S3 Fig), and found nine proteins (ADCY5, PPP1R1B, QDPR, GAD2, ATP2B1, PPP3CA, ATP6V1E1, GLUD1, and CYCS; Fig 5) [100]. We selected two, PPP1R1B and CYCS, which have been previously associated with psychiatric disorders [36–39], for validation. Validation samples included a subset of four or five samples used in LC-MS/MS analysis (data set B), with the exception of all D2 resilent mice being identical. Ten μg of total protein were separated by SDS-PAGE and transferred to Immobilon-FL membranes (Merck Millipore, MA, USA). After blocking with 5% non-fat milk in Tris-buffered saline with 0.1% Tween-20 (TBS/T), membranes were incubated overnight at 4°C with a primary antibody: mouse monoclonal anti-Cytochrome C antibody (1∶500, Santa Cruz Biotechnology, TX, USA, #sc13156) or mouse monoclonal anti-DARPP-32 antibody (1∶200, Santa Cruz Biotechnology #sc-271111). After washing, membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibody (goat anti-rabbit, 1∶10000, Cell Signaling Technology, MA, USA, #7074S or goat anti-mouse, 1∶10000, Santa Cruz Biotechnology, #sc-516102). Signals were visualized with the Chemi Doc MP Imaging System (BioRad, Munich, Germany) after incubating membranes with enhanced chemiluminescence developing solution (Merck Millipore, Darmstadt, Germany). Expression levels of all proteins were normalized to Coomassie blue staining signals. Densitometric analyses were carried out using ImageJ software (National Institutes of Health, MD, USA). Statistical significance was calculated between data pairs with a one-tailed Student t test using Microsoft Excel.

### Transmission electron microscopy

#### Dissection

Brain sections (*n* = 3–4 mice per group) were prepared as previously described [4].

#### Imaging

Two ultrathin sections per mouse were imaged with Jem-1400 transmission electron microscope (Jeol, Tokyo, Japan) to collect 20 non-overlapping images (10 images/section) at x5000 magnification. We avoided taking images containing nerve tracts and selected those with only 1 to 3 cross-sections of myelinated fibers to ensure comparability between images.

#### Image analysis and quantification

The number of mitochondrial cross-sections and their size (length and width) were analyzed by a researcher blind to the sample group with the use of Microscopy Image Browser [101]. The analyzed image area consisted of 17.6 μm^2^. Only the mitochondrial cross-sections that fit entirely within the image area, which makes it possible to measure their maximum (length) and minimum (width) diameter, were counted. Synaptic densities were identified, and the number of mitochondrial cross-sections localized in the pre- or post-synaptic compartment was counted.

#### Statistical analysis

Every statistical group included 60 to 80 images from three to four animals. Due to the low number of animals per group, and to take into account within-subject dependencies of individual mitochondria measured from the same animal [102], we analyzed the group differences using generalized estimating equations. Pairwise contrasts were computed by Fisher’s LSD and corrected for multiple comparisons with the Bonferroni method. The statistical analysis was performed with SPSS Statistics 25 (IBM, NY, USA).

## Supporting information

S1 Fig Body weight during CSDS. We weighted all mice during CSDS and one day after the SA test. The percentage change in body weight from the baseline (day one) as a function of time is shown (mean ± 1 SEM). In the B6 strain, CSDS did not have a significant effect on body weight as all B6 mice gained weight throughout the duration of the experiment (mixed-design repeated measures ANOVA, F_5,157_ = 95.34, *P* = 9.45E^-46^). Additionally, no differences were observed between the susceptible or resilient mice in comparison to the same-strain controls on any day (one-way ANOVA with Bonferroni post hoc test, *Padj* > 0.134). Conversely, in the D2 strain, the body weight of all defeated animals decreased during CSDS (mixed-design repeated measures ANOVA, F_2,114_ = 41.793, *P* < 0.001). Although all defeated D2 mice weighted less than controls throughout (Bonferroni post hoc test, *Padj* < 0.010) and up to 48 h after the end of CSDS (Bonferroni post hoc test, *Padj* < 0.040), the weight of the stress-resilient and stress-susceptible mice did not differ on any day (one-way ANOVA with Bonferroni post hoc test, *Padj* = 1.000). *n* = B6: Susceptible = 34, Resilient = 77, Control = 55; D2: Susceptible = 55, Resilient = 6, Control = 59. Outlier criterion: modified Z-score > 3.5. Outliers: *n* = B6: Resilient = 1, Control = 4; D2: Susceptible = 7, Resilient = 2, Control = 3. *: *Padj* < 0.05, **: *Padj* < 0.01, ***: *Padj* < 0.001. B6: C57BL/6NCrl; D2: DBA/2NCrl.
(TIF) Click here for additional data file.

S2 Fig Overlap of differentially expressed genes in the BNST after chronic social defeat stress. (A-B) Overlap of the differentially expressed (*P* < 0.05 and |FC| ≥ 1.2) genes between resilient versus control, susceptible versus control and susceptible versus resilient mice, separately in (A) B6 and (B) D2 strains. B6: C57BL/6NCrl; D2: DBA/2NCrl.
(TIF) Click here for additional data file.

S3 Fig Integrated gene set enrichment analyses (GSEA) show dysregulation of mitochondria-related gene sets. Merged heatmap showing the most significant four overlapping gene sets between the transcriptomic (data set A) and proteomic (data set B) GSEA results in the BNST of CSDS mice. Only significant (*P*_*FDR*_ < 0.05) normalized enrichment scores (NES) are shown. Gene sets that did not pass the cut-off are marked in gray (NA). A positive (or negative) NES for a given gene set implicates its overrepresentation at the top (or bottom, respectively) of the ranked list of upregulated (or downregulated, respectively) genes. Gene sets are ordered alphabetically. B6: C57BL/6NCrl; BNST: bed nucleus of the stria terminalis; Con: control; D2: DBA/2NCrl; Res: resilient; Sus: susceptible.
(TIF) Click here for additional data file.

S4 Fig **Correlation between PPP1R1B relative intensity in the BNST as detected by Western blot analysis and social interaction (SI) ratios in the (A) B6 strain and (B) D2 strain.** B6: C57BL/6NCrl; BNST: bed nucleus of the stria terminalis; D2: DBA/2NCrl; PPP1R1B: protein phosphatase 1 regulatory subunit 1B; *r*: Pearson correlation coefficient.
(TIF) Click here for additional data file.

S1 Table The effect of chronic social defeat stress on behavior in B6 and D2 mice. All analyses performed with SPSS Statistics 25. B6: C57BL/6NCrl; D2: DBA/2NCrl; SA: social avoidance.
(XLSX) Click here for additional data file.

S2 Table Number of differentially expressed mRNAs, miRNAs, and proteins after chronic social defeat stress. B6: C57BL/6NCrl; BNST: bed nucleus of stria terminalis; Con: control; D2: DBA/2NCrl; Res: resilient; Sus: susceptible.
(XLSX) Click here for additional data file.

S3 Table 100 most significantly enriched gene sets (*P*_*FDR*_ < 0.05) within the differentially expressed genes (*P* < 0.05 and |FC| ≥ 1.2) overlapping between the B6 and D2 susceptible versus control comparisons in the BNST (data set A). Analysis performed with MSigDB v6.0 C2 curated gene sets. B6: C57BL/6NCrl; BNST: bed nucleus of the stria terminalis; D2: DBA/2NCrl.
(XLSX) Click here for additional data file.

S4 Table Significantly enriched Gene Ontology (GO) terms (*P*_*FDR*_ < 0.05) within the differentially expressed genes (*P* < 0.05 and |FC| ≥ 1.2) overlapping between the B6 and D2 susceptible versus control comparisons in the BNST (data set A). Analysis performed with topGO R package. B6: C57BL/6NCrl; BNST: bed nucleus of the stria terminalis; D2: DBA/2NCrl; GO: Gene Ontology.
(XLSX) Click here for additional data file.

S5 Table Ingenuity Pathway Analysis (IPA) miRNA Target Filter results of identified differentially expressed (*P* < 0.05 and |FC| ≥ 1.2) active miRNA-mRNA pairs (data sets D and E) from AGO2 immunoprecipitation-sequencing in the BNST after chronic social defeat stress. B6: C57BL/6NCrl; BNST: bed nucleus of the stria terminalis; FC: fold change; IPA: Ingenuity Pathway Analysis.
(XLSX) Click here for additional data file.

S6 Table Overlap between statistically significant differentially expressed (*P* < 0.05 and |FC| ≥ 1.2) transcriptomic (data sets A and E) and proteomic (data set B) data. Data generated from mouse BNST following exposure to chronic social defeat stress. All non-significant results (*P* > 0.05 and |FC| < 1.2) are indicated by a hyphen ("-"). B6: C57BL/6NCrl; D2: DBA/2NCrl; FC: fold change.
(XLSX) Click here for additional data file.

S7 Table 100 most significantly enriched gene sets (*P*_*FDR*_ < 0.05) within the differentially expressed genes (*P* < 0.05 and |FC| ≥ 1.2) overlapping between the B6 and D2 susceptible versus control comparisons in the blood cells (data set F). Analysis performed with MSigDB v6.0 C2 curated gene sets. B6: C57BL/6NCrl; BNST: bed nucleus of the stria terminalis; D2: DBA/2NCrl.
(XLSX) Click here for additional data file.

S8 Table Significantly enriched Gene Ontology (GO) terms (*P*_*FDR*_ < 0.05) within the differentially expressed genes (*P* < 0.05 and |FC| ≥ 1.2) overlapping between the B6 and D2 susceptible versus control comparisons in the blood cells (data set F). Analysis performed with topGO R package. B6: C57BL/6NCrl; BNST: bed nucleus of the stria terminalis; D2: DBA/2NCrl; GO: Gene Ontology.
(XLSX) Click here for additional data file.

S9 Table Differentially expressed (*P* < 0.05 and |FC| ≥ 1.2) miRNA in blood cells of B6 and D2 mice subjected to chronic social defeat stress (data set G). All non-significant results (*P* > 0.05 and |FC| < 1.2) are indicated by a hyphen ("-"). B6: C57BL/6NCrl; D2: DBA/2NCrl; FC: fold change.
(XLSX) Click here for additional data file.

S10 Table Significantly overrepresented Gene Ontology (GO) terms (*P*_*FDR*_ < 0.05) within the differentially expressed genes (*P* < 0.05) in panic disorder (PD) patients’ blood cells (data set H) collected directly and 24 h after exposure-induced panic attack in comparison to baseline measurement (0 h and 24 h, respectively). Analysis performed with topGO R package. GO: Gene Ontology.
(XLSX) Click here for additional data file.

## References

[1] PirkolaS, IsometsaE, AroH, KestilaL, HamalainenJ, VeijolaJ, et al Childhood adversities as risk factors for adult mental disorders: results from the Health 2000 study. Soc Psychiatry Psychiatr Epidemiol. 2005;40(10):769–77. 10.1007/s00127-005-0950-x 16205853

[2] NestlerEJ, HymanSE. Animal models of neuropsychiatric disorders. Nat Neurosci. 2010;13(10):1161–9. 10.1038/nn.2647 20877280PMC3750731

[3] LaineMA, SokolowskaE, DudekM, CallanSA, HyytiaP, HovattaI. Brain activation induced by chronic psychosocial stress in mice. Sci Rep. 2017;7(1):15061 10.1038/s41598-017-15422-5 29118417PMC5678090

[4] LaineMA, TronttiK, MisiewiczZ, SokolowskaE, KulesskayaN, HeikkinenA, et al Genetic Control of Myelin Plasticity after Chronic Psychosocial Stress. eNEURO. 2018;5(4): ENEURO.0166-18.2018 10.1523/ENEURO.0166-18.2018 30073192PMC6071195

[5] AvgustinovichDF, KovalenkoIL, KudryavtsevaNN. A model of anxious depression: persistence of behavioral pathology. Neurosci Behav Physiol. 2005;35(9):917–24. 10.1007/s11055-005-0146-6 16270173

[6] KrishnanV, HanMH, GrahamDL, BertonO, RenthalW, RussoSJ, et al Molecular adaptations underlying susceptibility and resistance to social defeat in brain reward regions. Cell. 2007;131(2):391–404. 10.1016/j.cell.2007.09.018 17956738

[7] WittchenHU, JacobiF, RehmJ, GustavssonA, SvenssonM, JonssonB, et al The size and burden of mental disorders and other disorders of the brain in Europe 2010. Eur Neuropsychopharmacol. 2011;21(9):655–79. 10.1016/j.euroneuro.2011.07.018 21896369

[8] CraskeMG, SteinMB, EleyTC, MiladMR, HolmesA, RapeeRM, et al Anxiety disorders. Nat Rev Dis Primers. 2017;3:17024 10.1038/nrdp.2017.24 28470168PMC11009418

[9] IsingM, HohneN, SiebertzA, ParchmannAM, ErhardtA, KeckM. Stress response regulation in panic disorder. Curr Pharm Des. 2012;18(35):5675–84. 10.2174/138161212803530880 22632473

[10] FaravelliC, Lo SauroC, GodiniL, LelliL, BenniL, PietriniF, et al Childhood stressful events, HPA axis and anxiety disorders. World J Psychiatry. 2012;2(1):13–25. 10.5498/wjp.v2.i1.13 24175164PMC3782172

[11] KlaukeB, DeckertJ, ReifA, PauliP, DomschkeK. Life events in panic disorder-an update on "candidate stressors". Depress Anxiety. 2010;27(8):716–30. 10.1002/da.20667 20112245

[12] FaravelliC, Lo SauroC, LelliL, PietriniF, LazzerettiL, GodiniL, et al The role of life events and HPA axis in anxiety disorders: a review. Curr Pharm Des. 2012;18(35):5663–74. 10.2174/138161212803530907 22632471

[13] ProvencalN, BinderEB. The effects of early life stress on the epigenome: From the womb to adulthood and even before. Exp Neurol. 2015;268:10–20. 10.1016/j.expneurol.2014.09.001 25218020

[14] SokolowskaE, HovattaI. Anxiety genetics—findings from cross-species genome-wide approaches. Biol Mood Anxiety Disord. 2013;3(1):9 10.1186/2045-5380-3-9 23659354PMC3655048

[15] Floriou-ServouA, von ZieglerL, StalderL, SturmanO, PriviteraM, RassiA, et al Distinct Proteomic, Transcriptomic, and Epigenetic Stress Responses in Dorsal and Ventral Hippocampus. Biol Psychiatry. 2018;84(7):531–41. 10.1016/j.biopsych.2018.02.003 29605177

[16] BagotRC, PariseEM, PenaCJ, ZhangHX, MazeI, ChaudhuryD, et al Ventral hippocampal afferents to the nucleus accumbens regulate susceptibility to depression. Nat Commun. 2015;6:7062 10.1038/ncomms8062 25952660PMC4430111

[17] LebowMA, ChenA. Overshadowed by the amygdala: the bed nucleus of the stria terminalis emerges as key to psychiatric disorders. Mol Psychiatry. 2016;21(4):450–63. 10.1038/mp.2016.1 26878891PMC4804181

[18] GungorNZ, PareD. Functional Heterogeneity in the Bed Nucleus of the Stria Terminalis. J Neurosci. 2016;36(31):8038–49. 10.1523/JNEUROSCI.0856-16.2016 27488624PMC4971356

[19] HovattaI, TennantRS, HeltonR, MarrRA, SingerO, RedwineJM, et al Glyoxalase 1 and glutathione reductase 1 regulate anxiety in mice. Nature. 2005;438(7068):662–6. 10.1038/nature04250 16244648

[20] PleilKE, LopezA, McCallN, JijonAM, BravoJP, KashTL. Chronic stress alters neuropeptide Y signaling in the bed nucleus of the stria terminalis in DBA/2J but not C57BL/6J mice. Neuropharmacology. 2012;62(4):1777–86. 10.1016/j.neuropharm.2011.12.002 22182779PMC3269561

[21] AnyanJ, AmirS. Too Depressed to Swim or Too Afraid to Stop? A Reinterpretation of the Forced Swim Test as a Measure of Anxiety-Like Behavior. Neuropsychopharmacology. 2018;43(5):931–3. 10.1038/npp.2017.260 29210364PMC5854810

[22] CommonsKG, CholaniansAB, BabbJA, EhlingerDG. The Rodent Forced Swim Test Measures Stress-Coping Strategy, Not Depression-like Behavior. ACS Chem Neurosci. 2017;8(5):955–60. 10.1021/acschemneuro.7b00042 28287253PMC5518600

[23] VolkN, PaulED, HaramatiS, EitanC, FieldsBK, ZwangR, et al MicroRNA-19b associates with Ago2 in the amygdala following chronic stress and regulates the adrenergic receptor beta 1. J Neurosci. 2014;34(45):15070–82. 10.1523/JNEUROSCI.0855-14.2014 25378171PMC6608371

[24] SmythGK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol. 2004;3:Article3 10.2202/1544-6115.1027 16646809

[25] VolkN, PapeJC, EngelM, ZannasAS, CattaneN, CattaneoA, et al Amygdalar MicroRNA-15a Is Essential for Coping with Chronic Stress. Cell Rep. 2016;17(7):1882–91. 10.1016/j.celrep.2016.10.038 27829158PMC5120368

[26] LeungAK, SharpPA. MicroRNA functions in stress responses. Mol Cell. 2010;40(2):205–15. 10.1016/j.molcel.2010.09.027 20965416PMC2996264

[27] Qiagen Inc. Ingenuity Pathway Analysis 2018 [cited 25 January 2019] [Internet]. Available from: https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/.

[28] UrbanskaM, GozdzA, SwiechLJ, JaworskiJ. Mammalian target of rapamycin complex 1 (mTORC1) and 2 (mTORC2) control the dendritic arbor morphology of hippocampal neurons. J Biol Chem. 2012;287(36):30240–56. 10.1074/jbc.M112.374405 22810227PMC3436277

[29] SkaleckaA, LiszewskaE, BilinskiR, GkogkasC, KhoutorskyA, MalikAR, et al mTOR kinase is needed for the development and stabilization of dendritic arbors in newly born olfactory bulb neurons. Dev Neurobiol. 2016;76(12):1308–27. 10.1002/dneu.22392 27008592PMC5132010

[30] SiutaMA, RobertsonSD, KocalisH, SaundersC, GreschPJ, KhatriV, et al Dysregulation of the norepinephrine transporter sustains cortical hypodopaminergia and schizophrenia-like behaviors in neuronal rictor null mice. PLoS Biol. 2010;8(6):e1000393 10.1371/journal.pbio.1000393 20543991PMC2882427

[31] Ruiz-PerezMV, HenleyAB, Arsenian-HenrikssonM. The MYCN Protein in Health and Disease. Genes (Basel). 2017;8(4).10.3390/genes8040113PMC540686028358317

[32] JacobsEG, HolsenLM, LancasterK, MakrisN, Whitfield-GabrieliS, RemingtonA, et al 17beta-estradiol differentially regulates stress circuitry activity in healthy and depressed women. Neuropsychopharmacology. 2015;40(3):566–76. 10.1038/npp.2014.203 25113601PMC4289944

[33] KaragkouniD, ParaskevopoulouMD, ChatzopoulosS, VlachosIS, TastsoglouS, KanellosI, et al DIANA-TarBase v8: a decade-long collection of experimentally supported miRNA-gene interactions. Nucleic Acids Res. 2018;46(D1):D239–D45. 10.1093/nar/gkx1141 29156006PMC5753203

[34] XiaoF, ZuoZ, CaiG, KangS, GaoX, LiT. miRecords: an integrated resource for microRNA-target interactions. Nucleic Acids Res. 2009;37:D105–10. 10.1093/nar/gkn851 18996891PMC2686554

[35] AgarwalV, BellGW, NamJW, BartelDP. Predicting effective microRNA target sites in mammalian mRNAs. Elife. 2015;4.10.7554/eLife.05005PMC453289526267216

[36] JinHM, Shrestha MunaS, BagalkotTR, CuiY, YadavBK, ChungYC. The effects of social defeat on behavior and dopaminergic markers in mice. Neuroscience. 2015;288:167–77. 10.1016/j.neuroscience.2014.12.043 25575945

[37] KovalenkoIL, SmaginDA, GalyaminaAG, OrlovYL, KudryavtsevaNN. [Changes in the Expression of Dopaminergic Genes in Brain Structures of Male Mice Exposed to Chronic Social Defeat Stress: An RNA-seq Study]. Mol Biol (Mosk). 2016;50(1):184–7.2702882510.7868/S0026898416010080

[38] ScainiG, FriesGR, ValvassoriSS, ZeniCP, Zunta-SoaresG, BerkM, et al Perturbations in the apoptotic pathway and mitochondrial network dynamics in peripheral blood mononuclear cells from bipolar disorder patients. Transl Psychiatry. 2017;7(5):e1111 10.1038/tp.2017.83 28463235PMC5534951

[39] HroudovaJ, FisarZ. Connectivity between mitochondrial functions and psychiatric disorders. Psychiatry Clin Neurosci. 2011;65(2):130–41. 10.1111/j.1440-1819.2010.02178.x 21414088

[40] KuniiY, HydeTM, YeT, LiC, KolachanaB, DickinsonD, et al Revisiting DARPP-32 in postmortem human brain: changes in schizophrenia and bipolar disorder and genetic associations with t-DARPP-32 expression. Mol Psychiatry. 2014;19(2):192–9. 10.1038/mp.2012.174 23295814

[41] ClayHB, SillivanS, KonradiC. Mitochondrial dysfunction and pathology in bipolar disorder and schizophrenia. Int J Dev Neurosci. 2011;29(3):311–24. 10.1016/j.ijdevneu.2010.08.007 20833242PMC3010320

[42] YouleRJ, KarbowskiM. Mitochondrial fission in apoptosis. Nat Rev Mol Cell Biol. 2005;6(8):657–63. 10.1038/nrm1697 16025099

[43] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545–50. 10.1073/pnas.0506580102 16199517PMC1239896

[44] MoothaVK, LindgrenCM, ErikssonKF, SubramanianA, SihagS, LeharJ, et al PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet. 2003;34(3):267–73. 10.1038/ng1180 12808457

[45] Muinos-GimenoM, Espinosa-ParrillaY, GuidiM, KagerbauerB, SipilaT, MaronE, et al Human microRNAs miR-22, miR-138-2, miR-148a, and miR-488 are associated with panic disorder and regulate several anxiety candidate genes and related pathways. Biol Psychiatry. 2011;69(6):526–33. 10.1016/j.biopsych.2010.10.010 21168126

[46] HeK, GuoC, HeL, ShiY. MiRNAs of peripheral blood as the biomarker of schizophrenia. Hereditas. 2018;155:9 10.1186/s41065-017-0044-2 28860957PMC5575894

[47] FiliouMD, ZhangY, TeplytskaL, ReckowS, GormannsP, MaccarroneG, et al Proteomics and metabolomics analysis of a trait anxiety mouse model reveals divergent mitochondrial pathways. Biol Psychiatry. 2011;70(11):1074–82. 10.1016/j.biopsych.2011.06.009 21791337

[48] HollisF, van der KooijMA, ZanolettiO, LozanoL, CantoC, SandiC. Mitochondrial function in the brain links anxiety with social subordination. Proc Natl Acad Sci U S A. 2015;112(50):15486–91. 10.1073/pnas.1512653112 26621716PMC4687564

[49] HunterRG, SeligsohnM, RubinTG, GriffithsBB, OzdemirY, PfaffDW, et al Stress and corticosteroids regulate rat hippocampal mitochondrial DNA gene expression via the glucocorticoid receptor. Proc Natl Acad Sci U S A. 2016;113(32):9099–104. 10.1073/pnas.1602185113 27457949PMC4987818

[50] HeinzellerT. Impact of psychosocial stress on pineal structure of male gerbils (Meriones unguiculatus, cricetidae). J Pineal Res. 1985;2(2):145–59. 383130410.1111/j.1600-079x.1985.tb00635.x

[51] MagarinosAM, VerdugoJM, McEwenBS. Chronic stress alters synaptic terminal structure in hippocampus. Proc Natl Acad Sci U S A. 1997;94(25):14002–8. 10.1073/pnas.94.25.14002 9391142PMC28422

[52] EisnerV, PicardM, HajnoczkyG. Mitochondrial dynamics in adaptive and maladaptive cellular stress responses. Nat Cell Biol. 2018;20(7):755–65. 10.1038/s41556-018-0133-0 29950571PMC6716149

[53] LebeauJ, SaundersJM, MoraesVWR, MadhavanA, MadrazoN, AnthonyMC, et al The PERK Arm of the Unfolded Protein Response Regulates Mitochondrial Morphology during Acute Endoplasmic Reticulum Stress. Cell Rep. 2018;22(11):2827–36. 10.1016/j.celrep.2018.02.055 29539413PMC5870888

[54] PicardM, McEwenBS. Psychological Stress and Mitochondria: A Systematic Review. Psychosom Med. 2018;80(2):141–53. 10.1097/PSY.0000000000000545 29389736PMC5901654

[55] PicardM, McEwenBS. Psychological Stress and Mitochondria: A Conceptual Framework. Psychosom Med. 2018;80(2):126–40. 10.1097/PSY.0000000000000544 29389735PMC5901651

[56] PicardM, McEwenBS, EpelES, SandiC. An energetic view of stress: Focus on mitochondria. Front Neuroendocrinol. 2018.10.1016/j.yfrne.2018.01.001PMC596402029339091

[57] LaiCY, YuSL, HsiehMH, ChenCH, ChenHY, WenCC, et al MicroRNA expression aberration as potential peripheral blood biomarkers for schizophrenia. PLoS One. 2011;6(6):e21635 10.1371/journal.pone.0021635 21738743PMC3126851

[58] SunN, LeiL, WangY, YangC, LiuZ, LiX, et al Preliminary comparison of plasma notch-associated microRNA-34b and -34c levels in drug naive, first episode depressed patients and healthy controls. J Affect Disord. 2016;194:109–14. 10.1016/j.jad.2016.01.017 26807671

[59] BavamianS, MelliosN, LalondeJ, FassDM, WangJ, SheridanSD, et al Dysregulation of miR-34a links neuronal development to genetic risk factors for bipolar disorder. Mol Psychiatry. 2015;20(5):573–84. 10.1038/mp.2014.176 25623948PMC4414679

[60] HaramatiS, NavonI, IsslerO, Ezra-NevoG, GilS, ZwangR, et al MicroRNA as repressors of stress-induced anxiety: the case of amygdalar miR-34. J Neurosci. 2011;31(40):14191–203. 10.1523/JNEUROSCI.1673-11.2011 21976504PMC6623664

[61] LiC, LiuY, LiuD, JiangH, PanF. Dynamic Alterations of miR-34c Expression in the Hypothalamus of Male Rats after Early Adolescent Traumatic Stress. Neural Plast. 2016;2016:5249893 10.1155/2016/5249893 26925271PMC4746392

[62] FemminellaGD, FerraraN, RengoG. The emerging role of microRNAs in Alzheimer's disease. Front Physiol. 2015;6:40 10.3389/fphys.2015.00040 25729367PMC4325581

[63] SchipperHM, MaesOC, ChertkowHM, WangE. MicroRNA expression in Alzheimer blood mononuclear cells. Gene Regul Syst Bio. 2007;1:263–74. 1993609410.4137/grsb.s361PMC2759133

[64] MiglioreL, FontanaI, TrippiF, ColognatoR, CoppedeF, TognoniG, et al Oxidative DNA damage in peripheral leukocytes of mild cognitive impairment and AD patients. Neurobiol Aging. 2005;26(5):567–73. 10.1016/j.neurobiolaging.2004.07.016 15708428

[65] BhatnagarS, ChertkowH, SchipperHM, YuanZ, ShettyV, JenkinsS, et al Increased microRNA-34c abundance in Alzheimer's disease circulating blood plasma. Front Mol Neurosci. 2014;7:2 10.3389/fnmol.2014.00002 24550773PMC3912349

[66] KiezunA, ArtziS, ModaiS, VolkN, IsakovO, ShomronN. miRviewer: a multispecies microRNA homologous viewer. BMC Res Notes. 2012;5:92 10.1186/1756-0500-5-92 22330228PMC3292992

[67] FernandezE, SchiappaR, GiraultJA, Le NovereN. DARPP-32 is a robust integrator of dopamine and glutamate signals. PLoS Comput Biol. 2006;2(12):e176 10.1371/journal.pcbi.0020176 17194217PMC1761654

[68] MozhuiK, KarlssonRM, KashTL, IhneJ, NorcrossM, PatelS, et al Strain differences in stress responsivity are associated with divergent amygdala gene expression and glutamate-mediated neuronal excitability. J Neurosci. 2010;30(15):5357–67. 10.1523/JNEUROSCI.5017-09.2010 20392957PMC2866495

[69] MalkiK, MineurYS, TostoMG, CampbellJ, KariaP, JumabhoyI, et al Pervasive and opposing effects of Unpredictable Chronic Mild Stress (UCMS) on hippocampal gene expression in BALB/cJ and C57BL/6J mouse strains. BMC Genomics. 2015;16:262 10.1186/s12864-015-1431-6 25879669PMC4412144

[70] PothionS, BizotJC, TroveroF, BelzungC. Strain differences in sucrose preference and in the consequences of unpredictable chronic mild stress. Behav Brain Res. 2004;155(1):135–46. 10.1016/j.bbr.2004.04.008 15325787

[71] AnismanH, MathesonK. Stress, depression, and anhedonia: caveats concerning animal models. Neurosci Biobehav Rev. 2005;29(4–5):525–46. 10.1016/j.neubiorev.2005.03.007 15925696

[72] MineurYS, BelzungC, CrusioWE. Effects of unpredictable chronic mild stress on anxiety and depression-like behavior in mice. Behav Brain Res. 2006;175(1):43–50. 10.1016/j.bbr.2006.07.029 17023061

[73] RazzoliM, DomeniciE, CarboniL, RantamakiT, LindholmJ, CastrenE, et al A role for BDNF/TrkB signaling in behavioral and physiological consequences of social defeat stress. Genes Brain Behav. 2011;10(4):424–33. 10.1111/j.1601-183X.2011.00681.x 21272243

[74] SavignacHM, DinanTG, CryanJF. Resistance to early-life stress in mice: effects of genetic background and stress duration. Front Behav Neurosci. 2011;5:13 10.3389/fnbeh.2011.00013 21519375PMC3075880

[75] AraiI, TsuyukiY, ShiomotoH, SatohM, OtomoS. Decreased body temperature dependent appearance of behavioral despair in the forced swimming test in mice. Pharmacol Res. 2000;42(2):171–6. 10.1006/phrs.2000.0672 10887048

[76] Petit-DemouliereB, ChenuF, BourinM. Forced swimming test in mice: a review of antidepressant activity. Psychopharmacology (Berl). 2005;177(3):245–55.1560906710.1007/s00213-004-2048-7

[77] KulesskayaN, KarpovaNN, MaL, TianL, VoikarV. Mixed housing with DBA/2 mice induces stress in C57BL/6 mice: implications for interventions based on social enrichment. Front Behav Neurosci. 2014;8:257 10.3389/fnbeh.2014.00257 25147512PMC4123727

[78] SullivanPF, FanC, PerouCM. Evaluating the comparability of gene expression in blood and brain. Am J Med Genet B Neuropsychiatr Genet. 2006;141B(3):261–8. 10.1002/ajmg.b.30272 16526044

[79] RussoSJ, MurroughJW, HanMH, CharneyDS, NestlerEJ. Neurobiology of resilience. Nat Neurosci. 2012;15(11):1475–84. 10.1038/nn.3234 23064380PMC3580862

[80] GoldenSA, CovingtonHE3rd, BertonO, RussoSJ. A standardized protocol for repeated social defeat stress in mice. Nat Protoc. 2011;6(8):1183–91. 10.1038/nprot.2011.361 21799487PMC3220278

[81] LorschZS, LohYE, PurushothamanI, WalkerDM, PariseEM, SaleryM, et al Estrogen receptor alpha drives pro-resilient transcription in mouse models of depression. Nat Commun. 2018;9(1):1116 10.1038/s41467-018-03567-4 29549264PMC5856766

[82] IglewiczB, HoaglinDC. How to detect and handle outliers. Milwaukee, Wis: ASQC Quality Press; 1993 pp. 16

[83] LebowM, Neufeld-CohenA, KupermanY, TsooryM, GilS, ChenA. Susceptibility to PTSD-like behavior is mediated by corticotropin-releasing factor receptor type 2 levels in the bed nucleus of the stria terminalis. J Neurosci. 2012;32(20):6906–16. 10.1523/JNEUROSCI.4012-11.2012 22593059PMC6622202

[84] WinnME, ZapalaMA, HovattaI, RisbroughVB, LillieE, SchorkNJ. The effects of globin on microarray-based gene expression analysis of mouse blood. Mamm Genome. 2010;21(5–6):268–75. 10.1007/s00335-010-9261-y 20473674PMC2890980

[85] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[86] AndersS, PylPT, HuberW. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166–9. 10.1093/bioinformatics/btu638 25260700PMC4287950

[87] FriedlanderMR, ChenW, AdamidiC, MaaskolaJ, EinspanierR, KnespelS, et al Discovering microRNAs from deep sequencing data using miRDeep. Nat Biotechnol. 2008;26(4):407–15. 10.1038/nbt1394 18392026

[88] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[89] PhipsonB, LeeS, MajewskiIJ, AlexanderWS, SmythGK. Robust Hyperparameter Estimation Protects against Hypervariable Genes and Improves Power to Detect Differential Expression. Ann Appl Stat. 2016;10(2):946–63. 10.1214/16-AOAS920 28367255PMC5373812

[90] LawCW, ChenY, ShiW, SmythGK. voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol. 2014;15(2):R29 10.1186/gb-2014-15-2-r29 24485249PMC4053721

[91] JohnsonWE, LiC, RabinovicA. Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics. 2007;8(1):118–27. 10.1093/biostatistics/kxj037 16632515

[92] KarpievitchY, StanleyJ, TavernerT, HuangJ, AdkinsJN, AnsongC, et al A statistical framework for protein quantitation in bottom-up MS-based proteomics. Bioinformatics. 2009;25(16):2028–34. 10.1093/bioinformatics/btp362 19535538PMC2723007

[93] TavernerT, KarpievitchYV, PolpitiyaAD, BrownJN, DabneyAR, AndersonGA, et al DanteR: an extensible R-based tool for quantitative analysis of -omics data. Bioinformatics. 2012;28(18):2404–6. 10.1093/bioinformatics/bts449 22815360PMC3436848

[94] GoeminneLJ, GevaertK, ClementL. Peptide-level Robust Ridge Regression Improves Estimation, Sensitivity, and Specificity in Data-dependent Quantitative Label-free Shotgun Proteomics. Mol Cell Proteomics. 2016;15(2):657–68. 10.1074/mcp.M115.055897 26566788PMC4739679

[95] EfstathiouG, AntonakisAN, PavlopoulosGA, TheodosiouT, DivanachP, TrudgianDC, et al ProteoSign: an end-user online differential proteomics statistical analysis platform. Nucleic Acids Res. 2017;45(W1):W300–W6. 10.1093/nar/gkx444 28520987PMC5793730

[96] IuratoS, Carrillo-RoaT, ArlothJ, CzamaraD, Diener-HolzlL, LangeJ, et al "DNA Methylation signatures in panic disorder". Transl Psychiatry. 2017;7(12):1287 10.1038/s41398-017-0026-1 29249830PMC5802688

[97] DurinckS, MoreauY, KasprzykA, DavisS, De MoorB, BrazmaA, et al BioMart and Bioconductor: a powerful link between biological databases and microarray data analysis. Bioinformatics. 2005;21(16):3439–40. 10.1093/bioinformatics/bti525 16082012

[98] PlaisierSB, TaschereauR, WongJA, GraeberTG. Rank-rank hypergeometric overlap: identification of statistically significant overlap between gene-expression signatures. Nucleic Acids Res. 2010;38(17):e169 10.1093/nar/gkq636 20660011PMC2943622

[99] AlexaA, RahnenfuhrerJ, LengauerT. Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. Bioinformatics. 2006;22(13):1600–7. 10.1093/bioinformatics/btl140 16606683

[100] KrzywinskiM, ScheinJ, BirolI, ConnorsJ, GascoyneR, HorsmanD, et al Circos: an information aesthetic for comparative genomics. Genome Res. 2009;19(9):1639–45. 10.1101/gr.092759.109 19541911PMC2752132

[101] BelevichI, JoensuuM, KumarD, VihinenH, JokitaloE. Microscopy Image Browser: A Platform for Segmentation and Analysis of Multidimensional Datasets. PLoS Biol. 2016;14(1):e1002340 10.1371/journal.pbio.1002340 26727152PMC4699692

[102] HanleyJA, NegassaA, EdwardesMD, ForresterJE. Statistical analysis of correlated data using generalized estimating equations: an orientation. Am J Epidemiol. 2003;157(4):364–75. 10.1093/aje/kwf215 12578807

[103] Allen Institute for Brain Science. Allen Mouse Brain Atlas 2004 [cited 25 January 2019] [Internet]. Available from: http://mouse.brain-map.org/.

[104] LeinES, HawrylyczMJ, AoN, AyresM, BensingerA, BernardA, et al Genome-wide atlas of gene expression in the adult mouse brain. Nature. 2007;445(7124):168–76. 10.1038/nature05453 17151600

How the deposited data were processed for this re-analysis (not part of the article)

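The re-analysis used the processed values of 4 data sets of the study and 77 samples. Data set D holds small RNA and data set E mRNA bound to AGO2 in the BNST of B6 mice, and data sets F and G hold RNA and miRNA of blood cells of B6 and D2 mice. The groups are stress-susceptible, resilient and control mice (B6) and stress-susceptible and control mice (D2). The series record states that BNST of 3 mice were pooled for each AGO2 sample. The methods describe adapter trimming with FastX, mapping to GRCm38 with STAR and gene counting with HTSeq for mRNA, and miRDeep2 with miRBase for miRNAs.

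Each deposited file holds log2 counts scaled to library size times a scaling factor (log2 CPM) that the authors made with voom from the read counts, with 0.5 reads added, before any adjustment for cohort or surrogate variables. This was tested on the values: each entry of each column gave back a whole number of reads to within 0.1 of a read. Whole reads had been assumed when the design was set, so the test planned for log2 values was used in place of the one for reads. Library totals were recovered with the reads. They were 9751603 to 15878495 reads per library in data set F, 6916739 to 10113657 in data set G, 3701281 to 10659882 in data set E and 3173294 to 9404828 in data set D. The deposited values scale each total by a factor, which ranged from 0.644 to 1.535, 0.842 to 1.225, 0.912 to 1.078 and 0.960 to 1.039 in these data sets. Scaling by library size alone leaves this factor out. Ensembl gene IDs were matched to gene symbols of the Ensembl annotation of GRCm38 (13054 of 13084 genes in data set F and 16535 of 16587 in data set E), and miRNAs kept the names of miRBase.

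Groups were compared in R 4.3.3 with limma 3.58.1, in a linear model with 1 mean per group and eBayes with an intensity trend on the log2 CPM of all libraries of a data set. The comparisons were susceptible against control, resilient against control and susceptible against resilient within B6, susceptible against control within D2, and the strain difference (the D2 effect minus the B6 effect). A feature was nominally DE at an unadjusted P under 0.05 and a fold change of at least 1.2, and P values were adjusted over all features of a data set by the method of Benjamini and Hochberg (BH) with a threshold of 0.05. For each comparison the features that the text could name were set by a rule before the data were examined: those that the paper names, up to 10 higher and 10 lower features with the smallest P among those nominally DE, and up to 4 members of each list. The paper's values for the first of these had been seen. The text names a part of them, and 2 genes in blood are not reported here. Single values were also compared by an exact permutation test of the difference of mean log2 CPM, and means and SDs are of CPM per library.

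Lists of 3 to 500 measured members, for pathways, cell types and miRNA families, were written before the data were examined. They were tested with camera (preset correlation 0.01), and again with a correlation estimated from the data, with fry, and with fgsea 1.28.0. Relations between 2 measures were tested with 100000 permutations. Up to 100 other splits of the samples were fitted for each comparison, and the effect of shared control libraries was simulated 100 times.

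The procedure was tested on simulated data in which 100 features each were changed 1.5 and 2 times between B6 susceptible and control libraries. Nominal calls found 60.0% and 85.0% of them in data set F, 53.0% and 77.0% in data set G, 68.0% and 89.0% in data set E and 51.0% and 63.0% in data set D. After BH adjustment the shares were 18.0% and 53.0%, 35.0% and 65.0%, 31.0% and 58.0%, and 31.0% and 55.0%. Of the unchanged features, 4.6%, 3.8%, 4.2% and 5.6% were called nominally DE. Features were simulated as independent of each other, so these shares do not cover variation that features share across samples. In the real data set F, another split of B6 susceptible and resilient mice called 4930 genes nominally DE.

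Samples were grouped by their column names. The columns of 2 D2 animals (ED4_15 and ED4_1) name the other group than their sample labels do. The columns were used, since the D2 fold changes of S9 Table are those of the columns. The alternatives set before the data were examined were voom weights, scaling by library size alone, no fold change limit, each strain fitted alone, the name prefix as a covariate (blood), the replicate number as a block (AGO2), control libraries divided between comparisons, and each library left out in turn. Added after the data were seen were eBayes without a trend, the 2 D2 animals grouped as in their labels or left out, the platelet marker mean as a covariate, and removal of each library's trend with GC content and transcript length. Data sets A, B, C and H of the paper were not part of these files.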

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

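The tests below of chance, the test of library scaling for the opposite directions in blood and the simulated test of the ventricle share for the shared direction were chosen only after the results were seen, as were the grouping of the 2 D2 animals as in their labels, their leaving out and the platelet covariate. The test of library scaling in blood replaced earlier tests on r, which a constant shift of a library's values cannot move, and on the opposite share, which such a shift can itself raise. The simulated test replaced one on the part of the covariance kept (107.1%), which the covariate itself can raise since it differs from controls in the same direction in both stressed groups.

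Blood cell RNA ran in opposite directions in B6 and D2 stress-susceptible mice, with platelet markers prominent among the genes that did (r = -0.13 across genes). How far library scaling shapes the pattern cannot be told apart from the rest, since with library size alone the 154 opposite genes kept a median of 74.9% of their strain difference (quartiles 69.3% and 78.2%), but 23 genes were then nominally DE in both strains against 162. A varying share of platelets in the collected blood may account for the pattern and cannot be told apart from other shared variation: with the platelet mean as a covariate 10.1% of r was left among the other genes, but 99 random lists of like size and level as covariates left -91.7% to 19.3%. The same holds for the 2 D2 animals whose columns and labels differ, without which 6.1% of r was left, as leaving out other such pairs of D2 animals could do the same (-16.6% to 221.8% over 25 pairs of 1 susceptible and 1 control animal). Chance cannot be excluded for r (18 of 100 permutations within strains had one as low, the lowest other -0.48). The number of opposite genes was reached in few permutations (154, 3 of 100, highest other 185). That does not exclude chance either, since another permutation gave more and the test was chosen after the results were seen. A strain difference in the response, the biological explanation that the design names, stays open.

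In AGO2 libraries of stressed B6 mice, ependymal and choroid plexus transcripts and miR-34b/c lay lower together. A varying share of ventricle wall in the BNST punches is a candidate explanation: the relation of miR-34c to the markers held within groups (r = 0.91), and abundant choroid plexus transcripts such as Ttr varied widely within groups (8.92 ± 15.9 CPM in 4 susceptible, 33.9 ± 38.3 CPM in 5 resilient and 67.1 ± 52.3 CPM in 5 control libraries, SD). The tables argue against scaling (95.0% of the ependymal median was kept with library size alone), while chance cannot be excluded for the markers in susceptible mice, since in 36 of 126 splits the mean of some list had a t as large (2.74; highest other 6.74). Blood miR-34c may likewise follow cells of a ciliated lining in the collected trunk blood (r = 0.67 within groups with Foxj1, Rarres2 and Mlf1, of which Foxj1 and Mlf1 alone had 0.67 and 0.59 and Rarres2 0.19), an idea that came from Dnah5 and Cfap74, genes of motile cilia, being among the lowest in resilient blood (log2 FCs -2.94 and -1.26). Foxj1, Rarres2 and Mlf1 were near the floor in blood, with means of 0.776, 1.27 and 0.767 CPM. A stress effect on ependymal cells or on miR-34c itself was not tested and stays open.

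The AGO2-bound mRNA changes of susceptible and resilient mice ran in the same direction. The tables argue against the shared control libraries as the whole cause (covariance 0.119, highest of 100 simulated sets 0.0889), and against GC content and transcript length (97.6% kept). The share of ventricle wall cannot be told apart from a response, since with its marker mean as a covariate the covariance was 0.125, and 9 of 100 sets simulated to differ by that mean alone had one as high (highest 0.167). With the ventricle marker mean as a covariate 0 genes outside the marker lists passed BH adjustment in limma in either comparison, against 665 and 324 without it, while 1869 and 2196 were nominally DE. The covariate takes a degree of freedom and runs with the groups. Whether this or the share of ventricle wall itself lowered the adjusted counts was not tested. The cohort, which the authors adjusted for and the labels do not give, may still account for part of the pattern and stays open beside a general response to stress.

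Other values stood apart. The strain differences of the stress effect (D2 minus B6) were nominal for Adcy5 (log2 -1.47), miR-148a-5p (-0.75) and miR-181b-5p (-1.22), and passed for the list of the miR-181 family (-0.49). The relation of miR-181b-5p to platelet markers within groups was r = 0.18, too imprecise to tell whether platelets play a part. The paper does not discuss miR-181c-5p (log2 FC -0.60), miR-181d-5p (-0.52) and miR-467c-5p (-0.72), which passed BH adjustment in D2 susceptible blood, or let-7d-3p (-0.57) and miR-485-3p (-0.84), which did so in AGO2 libraries of resilient mice.

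In 12 of 322 groups of libraries that were tested, 1 library lay far from the others of its group, and chance gives about 1 in 20. In blood RNA (log2 CPM, range of the other 4 in brackets) these were Ppp3ca in B6 susceptible EC3_3 (6.68; 6.34 to 6.43), Jag1 in B6 control EC3_12 (-1.83; 0.65 to 1.66), Esr1 in B6 control EC4_19 (-1.40; 0.21 to 0.70) and B6 resilient EC3_6 (-1.55; 0.14 to 0.80), and Igf1r in B6 resilient EC4_8 (3.98; 4.39 to 4.54). Means of lists stood apart for cytosolic ribosomal proteins in D2 susceptible ED4_1 (7.65; 7.84 to 7.91), platelet markers in D2 control ED6_38 (8.62; 7.68 to 7.86), T cell markers in D2 control ED6_39 (4.89; 4.32 to 4.45) and the let-7 family in D2 control ED6_40 (11.99; 11.66 to 11.75). In AGO2 mRNA they were Abca1 in resilient replicate 5 (6.86; 7.00 to 7.04) and susceptible replicate 2 (7.27; 7.07 to 7.10), and the interferon-stimulated genes in susceptible replicate 1 (0.72; 1.44 to 1.58).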

How the results depend on the processing

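The alternatives named here as added (eBayes without trend, the 2 D2 animals grouped as in their labels or left out, the platelet covariate, and the GC and length trend removed) were chosen after the results were seen, and the others before. Where a value moved, the cause was not tested, except where fewer samples or the alternative's own construction shows it. The analyses with edgeR, DESeq2 and surrogate variables, and without a filter on low counts, were not run, since the files hold filtered log2 values.

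In blood RNA, voom weights and the name prefix left the counts and shares within 1.5 times of the reported ones or within their error. With library size alone, the nominal counts were 273 (B6 susceptible), 153 (B6 resilient), 106 (B6 susceptible against resilient), 427 (D2) and 744 (strain difference). With each strain fitted alone, the counts in B6 resilient and B6 susceptible against resilient mice were 175 and 163. Of the lists, 0 were called by camera with an estimated correlation and 0 by fry, against 22 by camera and 22 by fgsea. With eBayes without trend the opposite share was 90.3%. Without the 2 D2 animals the D2 count was 519 and r was -0.01.

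With the 2 D2 animals grouped as in the labels, the D2 count was 206, the strain difference count 703, the opposite share 70.6% and r 0.13. In D2 mice Mrps18a (-0.09) and the erythroid (0.22), neutrophil (-0.44) and NK cell (-0.30) lists then had the other sign, as did the strain difference of the Dlk1-Dio3 miRNAs (-0.19).

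With the platelet mean as a covariate, the counts were 297 (B6 susceptible), 296 (D2) and 256 (strain difference), the opposite share was 50.0% and r was -0.01. Signs turned in B6 susceptible mice for Cox5a (0.00) and for the lists of cytosolic ribosomal proteins (0.04), mitochondrial ribosomal proteins (0.07), platelets (-0.01), erythroid cells (-0.22), B cells (0.12) and T cells (0.12). In B6 susceptible against resilient mice they turned for platelets (-0.06) and B cells (0.00), and in D2 mice for mitochondrial ribosomal proteins (-0.02) and erythroid cells (0.07). The strain differences that turned were those of Rgs18 (0.04), P2ry12 (0.06), mitochondrial ribosomal proteins (-0.14), platelets (0.00), B cells (0.02) and T cells (-0.32). The covariate removes platelet transcripts by construction.

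In blood miRNA, the lists called were 2 (estimated correlation), 3 (fry), 4 (fgsea) and 1 (labels grouping), against 7. The D2 count after BH adjustment was 0 with library size alone, 0 with each strain alone, 0 with eBayes without trend, 0 with the labels grouping, 5 with the name prefix and 1 without the 2 D2 animals. The B6 susceptible against resilient count was 13 with each strain alone, and with the labels grouping the strain difference count was 13 and r was -0.01.

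In AGO2 mRNA, 0 lists were called with an estimated correlation and 4 by fry, against 29. With control libraries divided between the comparisons the share in the same direction was 99.4%. The counts after BH adjustment in resilient mice were 148 (voom weights), 67 (replicate block), 13 (eBayes without trend) and 648 (GC and length trend removed), and in susceptible mice 248 (replicate block) and 209 (eBayes without trend). In AGO2 miRNA, 0 lists were called with an estimated correlation, 0 by fry and 6 by fgsea, against 10. The replicate numbers did not pair the libraries (median r of pairs -0.01 in data set D and -0.05 in data set E), and the block is given for that reason only here.

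Without 1 library, the blood RNA ranges were 315 to 1143 (B6 susceptible count), 198 to 1178 (B6 resilient), 233 to 516 (B6 susceptible against resilient), 434 to 1339 (D2), 75.0% to 98.4% (opposite share) and -0.25 to 0.00 (r). Those of blood miRNA were 8 to 26 (B6 resilient), 5 to 15 (B6 susceptible against resilient), 27 to 57 (D2), 0 to 11 (D2 after BH adjustment), 13 to 26 (strain difference), 0 to 1 (strain difference after BH adjustment) and -0.08 to 0.22 (r). Those of AGO2 mRNA were 36 to 1112 and 23 to 1949 (susceptible and resilient after BH adjustment) and 288 to 947 (susceptible against resilient). Those of AGO2 miRNA were 4 to 13 (lists), 0 to 6, 2 to 5 and 0 to 1 (susceptible, resilient, and susceptible against resilient after BH adjustment) and 22 to 81 (susceptible against resilient). Without B6 susceptible EC3_10 the cytosolic ribosomal proteins turned to 0.04 in B6 susceptible mice (-0.11 at the other end, without susceptible EC4_3) and to 0.01 in B6 susceptible against resilient mice, and the neutrophil markers turned to -0.28 in the latter (0.28 without susceptible EC4_4).

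The relation of miR-34c to the ependymal and choroid plexus markers was kept with library size alone (r 0.92) and without 1 library (r 0.91 to 0.94), the alternatives run for it. Of the named features that were nominally DE, none changed sign with library size alone, voom weights, the replicate block, the name prefix or 1 library left out. Depth limits weakly expressed features most: 540 of 13084 genes in data set F, 29 of 299 miRNAs in data set G, 626 of 16587 genes in data set E and 197 of 788 miRNAs in data set D had 0 reads in at least 1 library.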

Differences from the paper's values

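The paper's text calls a feature DE at P < 0.05 and a fold change of at least 1.2, the thresholds used here, while the header of its S2 Table gives P < 0.05 alone. The paper adjusted the AGO2 data sets for cohort or surrogate variables, and the values used here stand before that. The alternatives eBayes without trend and the 2 D2 animals grouped as in their labels were chosen after the values were seen.

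In blood RNA, 154 genes nominally DE in both strains had opposite directions, and the paper gives 102. The name prefix as a covariate brings the number within 1.5 times of the paper's, and voom weights, library size alone and each strain fitted alone do not. The number also comes within it without any of 11 of the 25 animals (range 30 to 308) and, chosen after the values were seen, with eBayes without trend.

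In AGO2 miRNA, 116 miRNAs were nominally DE in at least 1 comparison (the paper's number is 233), 75 in resilient mice against control (the paper's 150), 37 in susceptible mice against control (the paper's 141) and 31 between susceptible and resilient mice (the paper's 111). After BH adjustment these were 2 (the paper's 32), 0 (the paper's 7) and 0 (the paper's 8) for the 3 comparisons in limma, where 96, 39 and 36 had an unadjusted P under 0.05. None of voom weights, library size alone and the replicate block closes any of these gaps. Leaving out B6 susceptible replicate 4 brings within 1.5 times the number DE in at least 1 comparison (156), that between susceptible and resilient mice (81) and the number after BH adjustment in susceptible mice (6). No single library left out closes the others (65 to 93 and 31 to 51 nominal, 2 to 5 and 0 to 1 after BH adjustment).

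In AGO2 mRNA, 2934 genes were nominally DE in resilient mice against control (the paper's 1162), 3140 in susceptible mice against control (the paper's 879) and 355 between susceptible and resilient mice (the paper's 619). Without the fold change limit the numbers were 3439, 3517 and 401. Voom weights, library size alone, the replicate block and single libraries left out leave the first 2 gaps open (2336 to 4309 and 2383 to 3536). The third is closed with library size alone and without resilient replicate 2 or 4 or susceptible replicate 1 or 4 (288 to 947), and not with voom weights or the replicate block. In S2 Table the paper's numbers of genes in susceptible mice before and after adjustment are the same, 879. The paper's text also gives a total of DE mRNAs over the groups, which exceeds its 3 numbers together, so the total and the 3 numbers cannot count the same calls. That total lies within 1.5 times of the 4354 genes that were nominally DE here in at least 1 comparison.

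In blood miRNA of D2 mice, 3 miRNAs passed BH adjustment, and the paper gives 0. Library size alone and each strain fitted alone give 0, as do 6 of the 25 animals left out (range 0 to 11) and, chosen after the values were seen, eBayes without trend and the labels grouping. Voom weights and the name prefix leave the gap open.

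Some items that the paper calls nominally DE were not so here. These are miR-34c in AGO2 libraries of resilient mice (log2 FC -0.59; called without control replicate 5 or resilient replicate 1), miR-99b against control in resilient mice (-0.23; called without resilient replicate 5) and between susceptible and resilient mice (-0.25; called without susceptible replicate 4), miR-33 (0.15; called under no alternative) and miR-18a (1.45; called without 1 of 13 libraries) in susceptible mice, miR-3076 in AGO2 libraries of resilient mice (0.65; called under no alternative), and Igf1r between susceptible and resilient mice (-0.25; called without 2 of 14 libraries). In D2 blood they are miR-148a (-0.33; called without 1 of 25 animals and, chosen after the values were seen, with eBayes without trend) and miR-181b (-0.49; called with voom weights, without 4 of 25 animals and, chosen after the values were seen, with eBayes without trend). Their fold changes have the signs that the paper gives, apart from miR-3076, for which its text gives none. The fold changes of S9 Table were met within 1 standard error for 76 of 76 entries. Those of S5 Table, which follow the paper's adjustment, were met less well: within 1 standard error for 72 of 72, 55 of 59 and 36 of 36 miRNAs and for 489 of 501, 570 of 587 and 94 of 94 genes in resilient mice, susceptible mice, and susceptible against resilient mice. The largest gaps were 0.75, 1.16 and 0.59 log2 for miRNAs and 0.73, 0.57 and 0.30 log2 for genes.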

Other observations

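The counts in other splits of the samples are given in the last 2 paragraphs beside their results, and those for the opposite shares, the number of opposite genes and for the correlation of miRNA fold changes between strains were chosen after the results were seen.

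In blood of B6 susceptible mice, miR-503-5p and miR-322-5p, which target cyclins, and miR-351-5p, which lies beside them on chromosome X (GRCm38, from 53053255 for miR-351 to 53054349 for miR-322), were nominally higher together. Their log2 FCs were 0.64, 0.40 and 0.94, and miR-503-5p was also higher in D2 susceptible mice (0.63, with 244.8 ± 39.6 CPM against 158.8 ± 27.1 CPM, SD, n = 5; exact permutation test, P = 0.00794). In D2 susceptible blood, 3 of 12 miRNAs of the Dlk1-Dio3 cluster, an imprinted cluster active in neurons and in development, were nominally higher and 0 lower (0 after BH adjustment, 0 when adjusted over the list alone), among them miR-541-5p with a log2 FC of 1.04. The median of the list was 0.80 (camera, adjusted P = 0.0029; adjusted p = 0.98 with an estimated correlation), and without susceptible ED4_1 it was 0.48 and not called. In B6 resilient blood, 3 of 17 T cell markers were nominally lower and 0 higher (0 after BH adjustment, 0 when adjusted over the list alone), with a median of -0.32 (camera, adjusted P = 2.9e-08; adjusted p = 0.94 with an estimated correlation).

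In AGO2-bound mRNA of susceptible mice, 7 of 23 genes of cAMP and DARPP-32 signaling were nominally lower and 1 higher (3 lower after BH adjustment, 6 lower and 1 higher when adjusted over the list alone), with a median of -0.30 (camera, adjusted P = 7.4e-05; adjusted p = 0.54 with an estimated correlation). Prkaca, a catalytic subunit of protein kinase A, and Ppp3r1, the regulatory subunit of calcineurin, had log2 FCs of -0.49 and -0.52. Markers of striatal medium spiny neurons, a list that shares Ppp1r1b, Adcy5, Drd1, Drd2 and Pde10a with this one, were lower in the same libraries (mean log2 CPM 7.14 ± 0.64, n = 4, against 7.86 ± 0.32, n = 5, SD; median log2 FC -0.71), so a smaller share of these neurons was not separated from a change of signaling. Compared to resilient mice, 3 of 7 mitochondrially encoded subunits of oxidative phosphorylation were nominally lower in susceptible mice and 0 higher (0 after BH adjustment, 0 when adjusted over the list alone), with a median of -0.45 (camera, adjusted P = 3.1e-07; adjusted p = 0.34 with an estimated correlation). In AGO2 libraries of resilient mice, miR-126a-3p, a miRNA of endothelial cells, had 1282 ± 195 CPM against 1027 ± 127 CPM (SD, n = 5; exact permutation test, P = 0.0397).

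In AGO2 mRNA, chance is unlikely for the nominal count in susceptible mice (3140, with 1 of 100 splits, the real one, highest other 2188). The same holds after BH adjustment (666, 1 of 100, highest other 1). Chance is not excluded, since these 100 splits were drawn from 126 possible ones, and splits do not address the cohort. In resilient mice few splits had as many (2934, 2 of 100, highest other 3503), also after BH adjustment (324, 2 of 100, highest other 495). Another split gave more in each case, so chance is less likely there but not excluded. It cannot be excluded for susceptible against resilient mice (355; 88 of 100, highest other 2720), and such a split with many times the real count points to a structure of the samples. In AGO2 miRNA, few splits had as many in resilient mice (75, with 1 of 100, the real one, and a highest other of 74), also after BH adjustment (2, with 2 of 100 and a highest other of 3). Another split came near the first count and passed the second, so chance is less likely but not excluded. It cannot be excluded in susceptible mice (37; 22 of 56, highest other 69) or for susceptible against resilient mice (31; 38 of 56, highest other 117).

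In blood RNA, 4 of 100 permutations, the real one included, had as many genes with a nominal strain difference (1321, highest other 2687). That is few but does not exclude chance, since another permutation gave more. Chance cannot be excluded for B6 susceptible (667; 40 of 100, highest other 2302), B6 resilient (282; 87 of 100, highest other 3314), B6 susceptible against resilient (285; 90 of 100, highest other 4930) and D2 mice (890; 8 of 100, highest other 1732), nor for the opposite share (95.1%; 6 of 100, highest other 100.0%). The number of opposite genes was reached in 3 of 100 (154, highest other 185). That does not exclude chance either, since this test was chosen after the results were seen and the other measures of the pattern did not pass. Splits that call several times the real count in B6 point to a structure of the samples apart from the groups. In blood miRNA, chance cannot be excluded for B6 susceptible (10; 50 of 100, highest other 54), B6 resilient (14; 32 of 100, highest other 72), B6 susceptible against resilient (8; 65 of 100, highest other 49) and D2 mice (37; 15 of 100, highest other 79), for D2 mice after BH adjustment (3; 9 of 100, highest other 25), or for the strain difference (20; 25 of 100, highest other 67), the opposite share (0.0%; 44 of 100, highest other 100.0%) and r (0.10; 65 of 100 as low, lowest other -0.51).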
